# Distinct roles of KLF4 in mesenchymal cell subtypes during lung fibrogenesis

**DOI:** 10.1038/s41467-021-27499-8

**Published:** 2021-12-10

**Authors:** Rachana R. Chandran, Yi Xie, Eunate Gallardo-Vara, Taylor Adams, Rolando Garcia-Milian, Inamul Kabir, Abdul Q. Sheikh, Naftali Kaminski, Kathleen A. Martin, Erica L. Herzog, Daniel M. Greif

**Keywords:** Respiratory tract diseases, Pathogenesis, Mesenchymal stem cells

## Abstract

During lung fibrosis, the epithelium induces signaling to underlying mesenchyme to generate excess myofibroblasts and extracellular matrix; herein, we focus on signaling in the mesenchyme. Our studies indicate that platelet-derived growth factor receptor (PDGFR)-β^+^ cells are the predominant source of myofibroblasts and Kruppel-like factor (KLF) 4 is upregulated in PDGFR-β^+^ cells, inducing TGFβ pathway signaling and fibrosis. In fibrotic lung patches, KLF4 is down-regulated, suggesting KLF4 levels decrease as PDGFR-β^+^ cells transition into myofibroblasts. In contrast to PDGFR-β^+^ cells, KLF4 reduction in α-smooth muscle actin (SMA)^+^ cells non-cell autonomously exacerbates lung fibrosis by inducing macrophage accumulation and pro-fibrotic effects of PDGFR-β^+^ cells via a Forkhead box M1 to C-C chemokine ligand 2—receptor 2 pathway. Taken together, in the context of lung fibrosis, our results indicate that KLF4 plays opposing roles in PDGFR-β^+^ cells and SMA^+^ cells and highlight the importance of further studies of interactions between distinct mesenchymal cell types.

## Abstract (web summary)

The pluripotency factor KLF4 has been described as pro-fibrotic or anti-fibrotic in various diseases. Herein, the authors show that during lung fibrosis, these distinct effects can be attributed to mesenchymal cell-type specific functions of KLF4.

## Introduction

Pulmonary fibrosis is a devastating disease that results from insults to the lung and is characterized by the exaggerated production and impaired turnover of extracellular matrix (ECM) leading to architectural distortion and impaired gas transfer in the lung^1^. Pulmonary fibrosis has diverse known causes including exposure to toxins or bleomycin or is idiopathic (IPF). IPF, the most common form of interstitial lung disease, is particularly lethal causing 40,000 deaths annually in the USA alone, and the median survival after initial diagnosis is a dismal ~3 years^2,3^. The course of IPF is highly variable as for unclear reasons, some patients experience rapid deterioration in lung function while others experience more gradual decline^4,5^. The success of two drugs, pirfenidone and nintedanib, in delaying disease progression indicates that the clinical course can be altered, but the benefit of these agents is unpredictable, at best modest, and accompanied by significant toxicities^2,6^.

These major limitations in prognostication and treatment options for pulmonary fibrosis largely stem from our inadequate understanding of the underlying cellular and molecular mechanisms driving pathogenesis. In the normal lung, α-smooth muscle actin (SMA) is expressed by airway and vascular smooth muscle cells (SMCs) and the very rare alveolar myofibroblasts^7^. A hallmark of pulmonary fibrosis is a marked increase in myofibroblasts which are implicated in pathological contraction of lung tissue and may contribute to synthesis of excessive ECM^2,3,8^. The current paradigm of IPF pathogenesis suggests that repeated alveolar epithelial cell injury activates the underlying mesenchyme and results in accumulation of excess myofibroblasts and ECM through as yet undefined mechanisms^9,10^. This paradigm points towards signaling from the epithelium to the mesenchyme; however, in the context of lung fibrosis, little attention has been paid to the crosstalk between mesenchymal cell types (e.g., signaling between SMCs and fibroblasts). In addition, the role of SMCs in general during fibrosis pathogenesis is not well understood.

The cellular origins of myofibroblasts in lung fibrosis are incompletely defined although multiple postembryonic mesenchymal cell populations are believed to be dominant sources. Relevant studies have relied heavily on the bleomycin mouse model of lung fibrosis which shares key histopathological findings with human IPF, including excessive and aberrant myofibroblast accumulation and collagen deposition and obliteration of alveoli^11,12^. In the context of bleomycin exposure, fate mapping studies have implicated ADRP^+^ lipofibroblasts^13^, Axin2^+^ progenitors^14^, Gli1^+^ mesenchymal stem cell-like cells^15^ and FoxD1^+^ progenitor-derived pericytes^16^ as sources of substantial myofibroblasts whereas another study indicates that “pericyte-like cells” expressing NG2 or FoxJ1 do not contribute^17^. The mesenchyme marker platelet-derived growth factor receptor (PDGFR)-β is expressed by many of these mesenchymal cell types, including fibroblasts, pericytes, Gli1^+^ mesenchymal stem cell (MSC)-like cells and Axin2^+^ progenitors^14,15,18^, but no prior studies have utilized cell labeling driven by an inducible *Pdgfrb* promoter for fate mapping in lung fibrosis.

Beyond cellular origins, insights into molecular pathways critical for mesenchymal cell transitions during the pathogenesis of lung fibrosis are needed. Treatment with an anti-PDGFR-β blocking antibody has been shown to attenuate bleomycin-induced lung fibrosis and proliferation of cells in the inter-alveolar space^19^. Herein, we focus on Kruppel-like factor 4 (KLF4), a pluripotency transcription factor (TF) integral in cell fate and reprogramming^20–22^. KLF4 is expressed in diverse cell types found in the lung, including epithelial cells, leukocytes and fibroblasts as well as in the context of disease, in perivascular cells (i.e., SMCs and/or pericytes)^23–26^. Myofibroblasts express SMC markers (e.g., SMA), and in SMCs, studies indicate that KLF4 induces dedifferentiation of SMCs^27,28^; in contrast, however, there is no consensus regarding the role of KLF4 in myofibroblast differentiation and fibrosis. For instance, in vimentin^+^ cells isolated from neonatal mouse hearts and cultured in conditions to eliminate cardiomyocytes, KLF4 induces SMA levels and potentiates angiotensin II-induced collagen levels^29^; however, KLF4 function in renal fibrosis is controversial with studies suggesting that KLF4 is either protective or deleterious^30^. In the lung, KLF4 has been implicated in the normal perinatal accumulation of myofibroblasts as *Klf4*^*(−/−)*^ neonates lack alveolar myofibroblasts, and expression of KLF4 in lung fibroblasts isolated from *Klf4* null mice induces expression of SMA, collagen and fibronectin^23^. In contrast, a study of cultured cells with fibroblast-like morphology isolated from the rodent lung reported that KLF4 binds SMAD3 and thereby, inhibits activation of the *Acta2* promoter^31,32^. Finally, a recent study reported that KLF4 overexpression by unspecified cells in the mouse attenuates bleomycin-induced lung fibrosis^33^.

Herein, we use conditional genetic labeling to demonstrate that select PDGFR-β^+^ cells clonally expand and give rise to the majority of myofibroblasts in bleomycin-induced lung fibrosis whereas only rare myofibroblasts derive from preexisting SMA^+^ cells. Furthermore, these studies delineate mesenchymal cell-type-specific roles of KLF4 in lung fibrosis. KLF4 expression is upregulated in PDGFR-β^+^ cells and their lineage during disease pathogenesis. Reduction of KLF4 in PDGFR-β^+^ cells attenuates fibrosis, at least in part by downregulating transforming growth factor (TGF)β pathway activation and thereby, reducing ECM levels. In stark contrast, *Klf4* deletion in SMA^+^ cells exacerbates fibrosis, and the data indicate that this effect is largely noncell autonomous. Indeed, decrease of KLF4 levels in SMA^+^ cells enhances C–C motif chemokine ligand 2 (CCL2) levels via Forkhead box M1 (FOXM1) upregulation, induces macrophage recruitment and stimulates profibrotic transformation of PDGFR-β^+^ cells via the cognate receptor C–C motif chemokine receptor 2 (CCR2). Thus, KLF4 plays critical and contrasting roles in the regulation of lung fibrosis depending on the specific mesenchymal cell type: profibrotic in PDGFR-β^+^ cells and antifibrotic in SMA^+^ cells.

## Results

### PDGFR-β^+^ cells are the primary source of lung myofibroblasts

The normal adult lung has only very rare SMA^+^ myofibroblasts^7,34,35^, but this cell type accumulates in the fibrotic lung and is considered to play key pathological roles. PDGFR-β is expressed in diverse cell types, including fibroblasts, pericytes, Axin2^+^ myofibrogenic progenitors, Gli1^+^ MSC-like cells and select vascular SMCs, of which all except the latter have been implicated as a source of lung myofibroblasts^7,14,15,18,24^. Almost all SMA^+^ lung myofibroblasts in bleomycin-induced fibrosis express PDGFR-β^19^ (Supplementary Fig. 1), and thus, studies with the constitutive *Pdgfrb-Cre* in this context are not informative with regard to cellular origins of myofibroblasts^36^. No prior studies have conditionally labeled PDGFR-β^+^ cells (with for instance, *Pdgfrb-CreER*^*T2*^) to follow their fate during the course of lung fibrosis. To initially assess what cell types in the lung are marked by *Pdgfrb-CreER*^*T2*^ under basal conditions, *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice were induced with tamoxifen (1 mg/day for 5 days) and then rested for 5 days (Supplementary Fig. 2). The lungs were subjected to 10X Genomics single-cell (sc) RNA library construction followed by sequencing (seq), and scRNA-seq data were aligned to a modified version of the mouse transcriptome mm10, including the ZsGreen1 (Zs) sequence. Cells were annotated and clustered in concordance with a recent scRNA-seq analysis of collagen-producing lung cells^37^, and a uniform manifold approximation and projection was used to visualize Zs and Pdgfrb expression in lung stromal cells (Supplementary Figs. 3a–c and 4). These results suggest that both Pdgfrb and Zs are expressed in diverse populations of fibroblasts as well as pericytes in the *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ lung. A previous scRNA-seq analysis demonstrates Pdgfrb expression in multiple similar lung fibroblast populations^38^.

In addition, the expression patterns of Gli1, Pdgfra and Axin2 were evaluated (Supplementary Fig. 3d–f). Prior immunohistochemical analysis indicates that Gli1^+^ cells express PDGFR-α and PDGFR-β^15^, and our scRNA-seq shows that both Gli1 and Pdgfra are primarily expressed in adventitial and alveolar fibroblasts, clusters that are largely Pdgfrb^+^. In contrast, consistent with prior studies^14,37^, Axin2 is broadly expressed. Peribronchiolar Axin2^+^ cells that are predominantly PDGFR-α^-^PDGFR-β^+^ are implicated as myofibrogenic progenitor cells, and these Axin2^+^ cells have relatively high mRNA levels of Acta2, transgelin and desmin^14^. Based on this expression pattern and our scRNA-seq data (Supplementary Fig. 3b, e–i), Axin2^+^ myofibrogenic progenitors may be enriched in our peribronchial fibroblast/SMC cluster.

We then proceeded to fate mapping of PDGFR-β^+^ cells during lung fibrosis. To this end, *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(mTmG/+)*^ mice were injected with tamoxifen and rested to mark PDGFR-β^+^ cells (Supplementary Fig. 5a, b) and then treated with a single orotracheal dose of phosphate-buffered saline (PBS) or bleomycin to induce lung fibrosis (Fig. 1a and Supplementary Fig. 5c, d). In order to ensure lung myofibroblast accumulation, mice were analyzed at 7 and 14 days following bleomycin administration (the latter is a time point of established fibrosis). Of the total lung myofibroblasts, PDGFR-β^+^ cells give rise to 84 ± 5% on day 7 following bleomycin administration and 68 ± 9% on day 14 (Fig. 1a, c). In contrast, fate mapping with *Acta2-CreER*^*T2*^, which in the normal lung marks airway and vascular SMCs as well as the very rare alveolar myofibroblasts, indicates that only 10 ± 2% of bleomycin-induced myofibroblasts derive from preexisting SMA^+^ cells (Fig. 1b, c and Supplementary Fig. 6). Interestingly, in mice exposed to hypoxia as an alternate model of lung pathology that induces myofibroblast accumulation—similar to results with bleomycin—PDGFR-β^+^ cells give rise to a substantial percentage of myofibroblasts (43 ± 6%) (Supplementary Fig. 7a) whereas SMA^+^ cells only contribute ~10%^7^. To complement and extend the immunohistochemical studies in lung fibrosis, following bleomycin treatment of tamoxifen-induced *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice, lung Zs^+^ cells were isolated by fluorescence-activated cell sorting (FACS) and subjected to qRT-PCR. During lung fibrosis, the expression of Acta2 and collagen 1a1 (Col1a1) and 3a1 (Col3a1) in the PDGFR-β^+^ cell lineage is markedly increased (Fig. 1d).

**Fig. 1:**
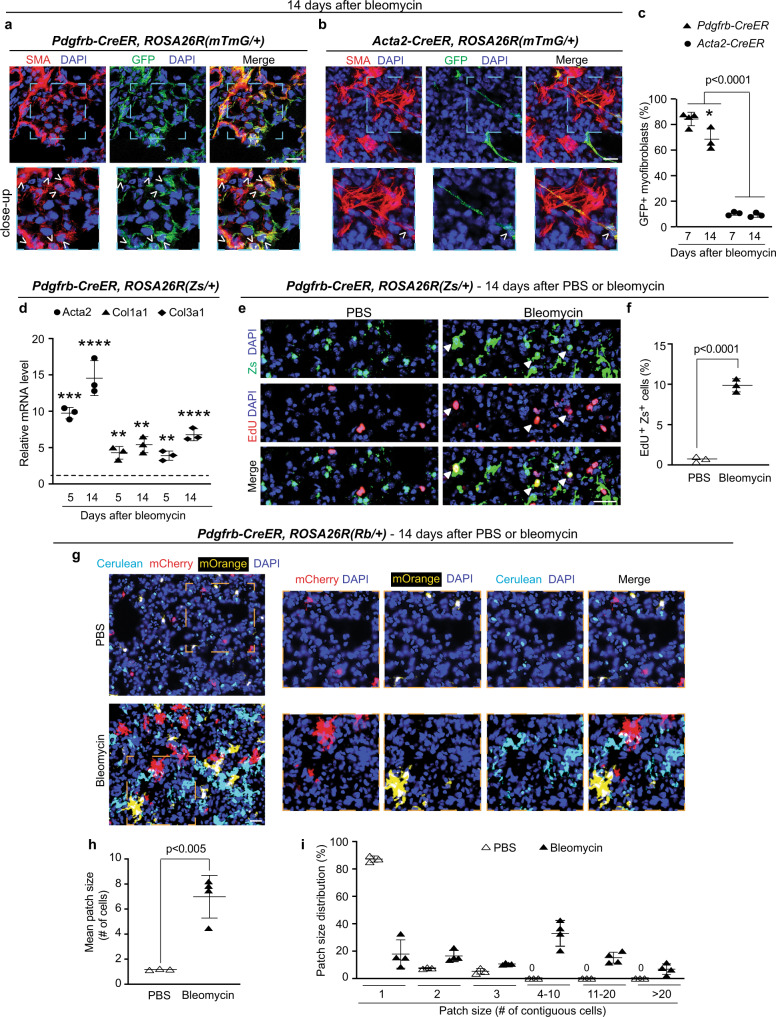
PDGFR-β^+^ cells give rise to myofibroblasts, express collagen and clonally expand during lung fibrogenesis. **a–c** *ROSA26R*^(*mTmG*/+)^ mice carrying *Pdgfrb-CreER*^*T2*^ or *Acta2*-*CreER*^*T2*^ were induced with tamoxifen, rested and subjected to an orotracheal bleomycin dose. Seven or fourteen days later, mice were euthanized, and lung vibratome sections were stained for SMA and GFP (fate marker). Images (**a**, **b**) with close-ups of boxed regions below. Arrowheads indicate GFP^+^ myofibroblasts. Percent of myofibroblasts that are GFP^+^ (**c**). For each genotype and time point, *n* = 3 mice except *n* = 4 mice for *Pdgfrb-CreER*^*T2*^ at 7 days, 6–12 sections per mouse, average of 58 myofibroblasts per section; * vs. *Pdgfrb-CreER*^*T2*^ at 7 days, *p* = 0.0143. **d** *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice were induced with tamoxifen, rested, treated or not treated with bleomycin, and 5 or 14 days later, Zs^+^ cells were isolated by FACS and subjected to qRT-PCR. Levels of indicated transcripts are relative to Gapdh and normalized to no treatment. For each treatment group and time point, *n* = 3 mice in triplicate; **, Col1a1, day 5 (*p* = 0.0071), Col1a1, day 14 (*p* = 0.0016), Col3a1, day 5 (*p* = 0.0027), ***p = 0.0008, ****p < 0.0001 vs. no treatment, respectively. **e, f** *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ were labeled with tamoxifen, rested and treated with PBS or bleomycin. On the evening of the 13th day thereafter, EdU was injected, and 12 h later, mice were euthanized. Lung cryosections were stained for EdU and directly imaged for Zs (**e**) with closed arrowheads indicating EdU^+^Zs^+^ cells. Percent of Zs^+^ cells that are EdU^+^ is quantified (**f**). For each treatment group, *n* = 3 mice, three sections per mouse, average 90 Zs^+^ cells per section. **g–i** *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Rb/+)*^ were labeled with tamoxifen, rested, subjected to an orotracheal dose of PBS or bleomycin and euthanized 14 days later. Lung cryosections were directly imaged for Rb colors (mCherry, mOrange, Cerulean) with boxed regions shown as close-ups [right; **g**]. In each patch, the number of contiguous labeled cells of the same color was scored and averaged (**h**; *p* = 0.0022) or binned into groups (**i**). *n* = 3 mice for PBS and *n* = 4 for bleomycin groups, three sections per mouse, average of 16 patches per section. One-way ANOVA with Tukey’s multiple comparisons test (**c, d**) and two-tailed Student’s *t* test (**f, h**). Data are averages ± SD. Source data are provided as a Source Data file. Scale bars, 25 μm.

### PDGFR-β^+^ cells proliferate and clonally expand during injury

Given that PDGFR-β^+^ cells are the main source of myofibroblasts in lung fibrosis, we next determined whether bleomycin induces PDGFR-β^+^ cell proliferation and if so, clonal expansion. *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice were induced with tamoxifen, rested and then treated with a single dose of orotracheal PBS (control) or bleomycin. Fourteen days later, 5-ethynyl-2′-deoxyuridine (EdU) was administrated 12 h prior to euthanasia. Lung sections were stained for EdU and nuclei (DAPI) and directly imaged for Zs. Following bleomycin administration, 9.9 ± 0.8% of the PDGFR-β^+^ cell lineage is EdU^+^ in comparison to 0.7 ± 0.3% following PBS (Fig. 1e, f).

To examine the clonality and mixing of the PDGFR-β^+^ cell lineage in the fibrotic lung, *Pdgfrb-CreER*^*T2*^ mice carrying an allele of the multicolor Rainbow (Rb) Cre reporter, which upon recombination expresses Cerulean, mCherry or mOrange in a mutually exclusive manner^24,39^, were used. These mice were induced with tamoxifen, rested and then a single dose of orotracheal PBS or bleomycin was administered. At 14 days, the size of clonal patches in the lung parenchyma was scored based on contiguous cells labeled with the same fluorophore and then averaged or binned into patch size groups (Fig. 1g–i; see “Methods”). For mice treated with PBS or bleomycin, the mean patch size is 1.2 ± 0.1 or 7.0 ± 1.7 cells and the maximum patch size is 3 or 30 cells, respectively. Thus, upon bleomycin exposure, PDGFR-β^+^ cells undergo clonal expansion to form sizable congruent patches of cells that display limited mixing with other cells (Supplementary Fig. 8).

### KLF4 is upregulated in PDGFR-β^+^ cell lineage during lung injury

We and others have studied the pluripotency factor KLF4 in the context of diverse relevant diseases, including pulmonary hypertension^7,24^, lung cancer^40^ and organ fibrosis^29,30,33^; however, the role of KLF4 in PDGFR-β^+^ cells and cells derived from PDGFR-β^+^ cells in fibrosis has not been investigated. Our scRNA-seq indicates that Klf4 is broadly expressed in the normal lung under basal conditions, including in Pdgfrb^+^ cells, and within the population of Pdgfrb^+^ cells, Klf4 is most highly expressed in the adventitial fibroblast cluster (Supplementary Fig. 3j). We next evaluated KLF4 expression in PDGFR-β^+^ cells during the course of fibrosis at day 5 (in the acute inflammation phase^11^) and at day 14. In bleomycin-treated wild-type mice, lung sections demonstrate a ~4-fold increase in the percent of PDGFR-β^+^ cells expressing KLF4 compared to untreated controls (Fig. 2a, b). Next, *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(mTmG/+)*^ mice were induced with tamoxifen, rested and then treated with a single orotracheal dose of PBS (control) or bleomycin. Fourteen or twenty-one days later, mice were euthanized and lungs were harvested, sectioned and stained for GFP, KLF4 and nuclei (DAPI). Compared to control, lung sections from bleomycin-treated mice demonstrate a ~3.5-fold increase in the percent of GFP^+^ cells expressing KLF4 at day 14 but no change at day 21 (Fig. 2c, d and Supplementary Fig. 9a, b). In addition to the substantial increase in the percent of PDGFR-β^+^ cells and PDGFR-β^+^ lineage cells expressing KLF4, the intensity of staining for KLF4 in these cells is markedly enhanced at day 14 after bleomycin (Fig. 2a, c). To further evaluate the expression level of Klf4 in the PDGFR-β^+^ cell lineage, tamoxifen-induced *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice were or were not treated with bleomycin. At 5, 14 or 21 days thereafter, lung Zs^+^ cells were isolated by FACS and subjected to qRT-PCR for Klf4. In comparison to untreated mice, Klf4 transcript levels are increased by ~2-fold at day 5 and ~3-fold at day 14 and unchanged at day 21 (Fig. 2e and Supplementary Fig. 9c). In addition, we observed a marked reduction in KLF4 expression in SMA^+^ fibrotic patches in the lungs of bleomycin-treated mice and of humans with IPF (Fig. 2f–i and Supplementary Fig. 10). Thus, KLF4 expression is increased in PDGFR-β^+^ cells and PDGFR-β^+^ lineage cells during bleomycin-induced fibrosis, and we speculate these cells downregulate KLF4 as they differentiate into SMA^+^ cells in fibrotic patches of the lung.

**Fig. 2:**
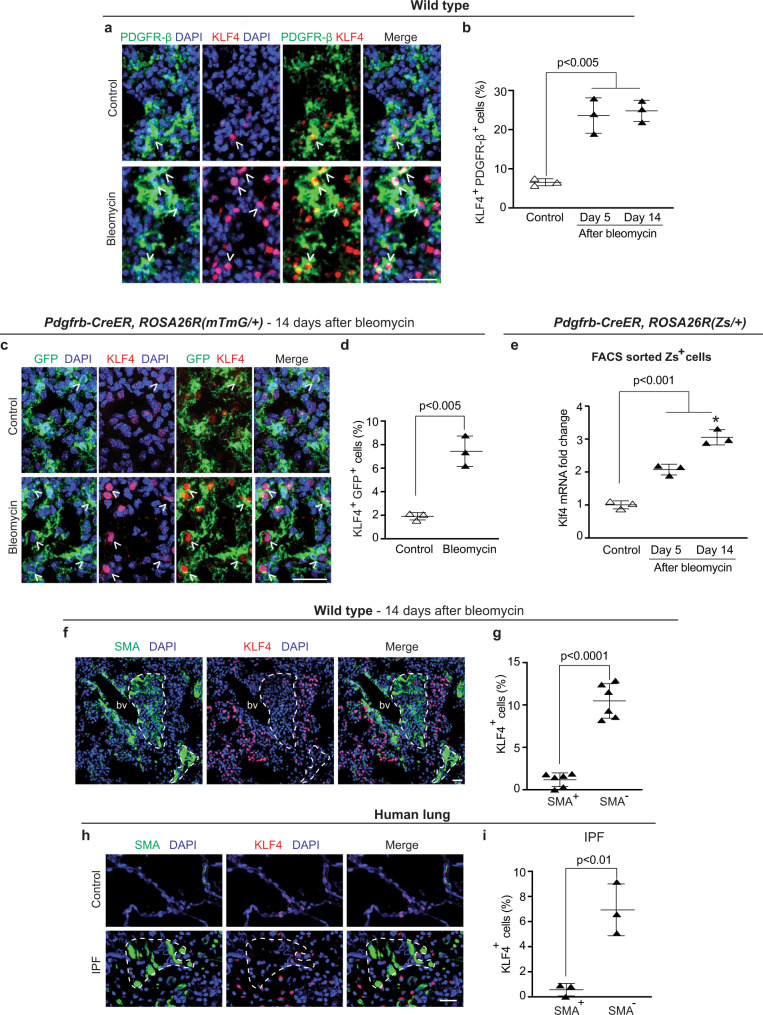
Klf4 is upregulated in PDGFR-β^+^ cells after bleomycin treatment. **a, b**, Wild-type mice were or were not subjected to an orotracheal dose of bleomycin, and 5 or 14 days thereafter, lung cryosections were stained for PDGFR-β and KLF4. Images at 14 days (**a**) were used to quantify the percent of PDGFR-β^+^ lung cells expressing KLF4 (**b**). For each treatment group, *n* = 3 mice, three sections per mouse and an average of 53 PDGFR-β^+^ cells per section. Day 5 (*p* = 0.0013), day 14 (*p* = 0.0009) vs. control. **c, d** *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(mTmG/+)*^ mice were induced with tamoxifen, rested and given an orotracheal dose of PBS or bleomycin. Fourteen days later, lung cryosections were stained for GFP (fate marker) and KLF4 (**c**), and the percent of GFP^+^ cells that are KLF4^+^ was quantified (**d**). For each treatment group, *n* = 3 mice, three sections per mouse and an average of 40 GFP^+^ cells per section. *p* = 0.002. **e** *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice were induced with tamoxifen, rested, treated or not treated with orotracheal bleomycin, and 5 or 14 days later, Zs^+^ cells were isolated by FACS and subjected to qRT-PCR for Klf4 and Gapdh. Klf4 mRNA relative to Gapdh and normalized to untreated control is shown. For each treatment group, *n* = 3 mice with qRT-PCR done in triplicate. Day 5 (*p* = 0.0007), day 14 (*p* < 0.0001) vs. control; * vs. day 5, *p* = 0.012. **f–i** Lung stains for SMA and KLF4 of cryosections at 14 days after bleomycin-induction of wild-type mice (**f**) and of paraffin sections from human control and IPF patients (**h**). bv, blood vessel. Fibrotic areas demarked by dashed lines have minimal KLF4 staining. In **g** and **i**, the percent of SMA^+^ and SMA^-^ parenchymal cells that are KLF4^+^ is quantified from sections as in **f** and **h**; *n* = 6 mice, three sections per mouse, average of 178 SMA^+^ cells and 910 SMA^-^ cells per section, *p* < 0.0001 and *n* = 3 humans, three sections per human, average of 110 SMA^+^ cells and 729 SMA^-^ cells per section, *p* = 0.0066. One-way ANOVA with Tukey’s multiple comparisons test (**b, e**) and two-tailed Student’s *t* test (**d, g, i**). Data are averages ± SD. Source data are provided as a Source Data file. Scale bars, 25 μm.

### *Klf4* deletion in PDGFR-β^+^ cells mitigates pulmonary fibrosis

Given the early upregulation of KLF4 in PDGFR-β^+^ cells following bleomycin treatment, we hypothesized that KLF4 plays a role in the profibrotic transformation of PDGFR-β^+^ cells. To test this hypothesis, *Pdgfrb-CreER*^*T2*^*, Klf4*^*(flox/flox)*^ mice were injected with tamoxifen to delete *Klf4* in PDGFR-β^+^ cells (Supplementary Fig. 11a) or corn oil (vehicle), rested and subjected to a single orotracheal dose of bleomycin. Fourteen days later, mice were euthanized, and lungs were harvested and analyzed. Deletion of *Klf4* in PDGFR-β^+^ cells considerably reduces bleomycin-induced lung accumulation of excess SMA^+^ myofibroblasts (Fig. 3a) and collagen as demonstrated by qualitative Picrosirius red staining (Fig. 3b) and the quantitative Sircol assay (Fig. 3c). Western blot analysis of whole lung lysates also revealed a reduction in collagen 1 (COL1), fibronectin 1 (FN1) and SMA protein levels (Fig. 3d, e). These data indicate that KLF4 expression in PDGFR-β^+^ cells is a key factor inducing myofibroblast accumulation and fibrosis in the lung upon bleomycin exposure. Once again, similar results were obtained with hypoxia as deletion of *Klf4* in PDGFR-β^+^ cells prior to this exposure markedly reduces lung myofibroblasts (Supplementary Fig. 7b), thereby indicating the relevance of this pathway to multiple pathogenic processes in the lung.

**Fig. 3:**
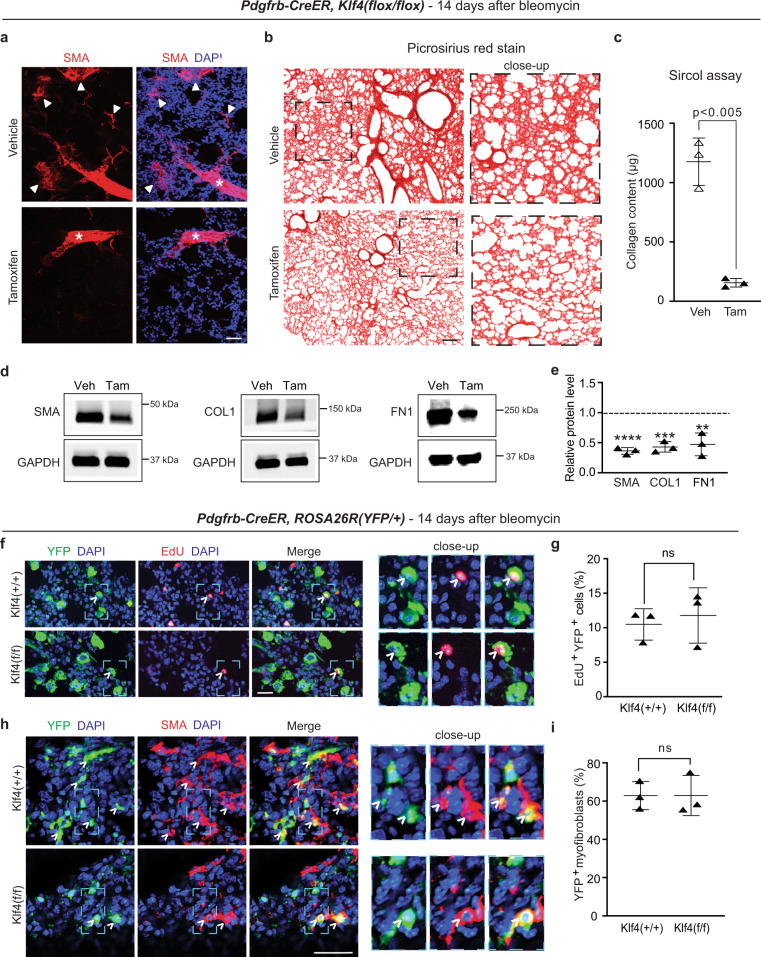
*Klf4* deletion in PDGFR-β^+^ cells attenuates bleomycin-induced myofibroblast accumulation and lung fibrosis. **a–e** *Pdgfrb*-*CreER*^*T2*^, *Klf4*^*(flox/flox)*^ mice were induced with either vehicle (Veh; corn oil) or tamoxifen (Tam), rested and treated with bleomycin. Lungs were analyzed 14 days later. Cryosections were stained for SMA and nuclei (DAPI) in (**a**) and with Picrosirius red (**b**) with dashed boxes shown as close-ups on the right. Closed arrowheads and asterisks indicate SMA^+^ fibrotic patches and blood vessels, respectively. *n* = 3 mice for vehicle and *n* = 6 mice for tamoxifen inductions. Collagen content of the right lung was measured using the Sircol assay (**c**); *n* = 3 mice in duplicate, *p* = 0.001. Western blot analysis of lung lysates for SMA, collagen 1 (COL1), fibronectin (FN1) is shown in **d** with densitometric analysis relative to GAPDH and normalized to vehicle (**e**). *n* = 3; **, ***, **** vs. vehicle, *p* = 0.0086, *p* = 0.0003, *p* < 0.0001, respectively. **f**–**i** *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(YFP/+)*^ mice carrying *Klf4*^*(flox/flox)*^ or wild type for *Klf4* were induced with tamoxifen, rested, treated with bleomycin and lungs were analyzed 14 days later. Mice were injected with EdU 12 h prior to euthanasia. Lung cryosections were stained for YFP (fate marker) and nuclei (DAPI) as well as for EdU (**f**) or SMA (**h**) with boxed regions shown as close-ups on the right. Open arrowheads indicate YFP^+^ cells that are also EdU^+^ (**f**) or SMA^+^ (**h**). The percentage of YFP^+^ cells that are EdU^+^ or are SMA^+^ myofibroblasts was quantified in **g** and **i**, respectively. ns not significant. For each genotype, we analyzed *n* = 3 mice, three sections per mouse, and on average 41 YFP^+^ cells (**g**) or 68 myofibroblasts (**i**) per section. Two-tailed Student’s *t* test was used for all analysis. Data are averages ± SD. Source data are provided as a Source Data file. Scale bars, 200 μm (**b**), 50 μm (**a**), 25 μm (**f**, **h**).

Possible factors contributing to the reduced bleomycin-induced fibrosis in *Pdgfrb-CreER*^*T2*^*, Klf4*^*(flox/flox)*^ mice could include that *Klf4* deletion in preexisting PDGFR-β^+^ cells reduces proliferation and/or differentiation into myofibroblasts of this lineage. Thus, *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(YFP/+)*^ mice that also carried *Klf4*^*(flox/flox)*^ or were wild type for *Klf4* were injected with tamoxifen, rested and then bleomycin was administered. Mice were injected with EdU and 12 h later, they were euthanized on day 5 or 14 after bleomycin. Histological analysis of lung sections stained for YFP and EdU shows that *Klf4* deletion does not significantly alter proliferation of cells of the PDGFR-β^+^ cell lineage at day 5 (Supplementary Fig. 11b, c) or 14 (Fig. 3f, g). In addition, the percentage of SMA^+^ myofibroblasts that derive from PDGFR-β^+^ cells is not changed by *Klf4* deletion in PDGFR-β^+^ cells (Fig. 3h, i). Taken together, these findings indicate that, in the context of bleomycin treatment, although *Klf4* deletion in PDGFR-β^+^ cells attenuates lung fibrosis, KLF4 is not required for PDGFR-β^+^ cell proliferation or differentiation into myofibroblasts.

### KLF4 regulates TGFβ signaling and ECM synthesis in PDGFR-β^+^ cells

To further interrogate mechanisms by which KLF4 in PDGFR-β^+^ cells may induce lung fibrosis, we conducted studies on isolated lung cells. *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice were induced with tamoxifen, and then lung Zs^+^ cells were isolated by FACS and Zs expression was verified in culture (Supplementary Fig. 12). Complementing our findings in mice (Fig. 3b–e), siRNA-mediated Klf4 silencing of these isolated cells reduced mRNA and/or protein levels of key ECM components of the fibrotic response, Col1a1, Col3a1 and Fn1 (Fig. 4a–c). TGFβ-mediated SMAD2/3 phosphorylation is the major pathway implicated in organ fibrosis^41,42^, and the PDGF signaling pathway plays a role as well^43^. Klf4 knockdown in isolated lung Zs^+^ cells from *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice resulted in downregulation of ligands Tgfb1 and Pdgfb and their receptors Tgfbr1, 2 and Pdgfrb, respectively; however, mRNA levels of Pdgfra and Itgb3, known regulators of the ECM and fibrotic response^43,44^, were not altered (Fig. 4a, d). Furthermore, reduction of Klf4 in isolated Zs^+^ cells decreases levels of SMAD3 phosphorylation by ~50% (Fig. 4e, f). To evaluate the in vivo relevance of this finding to fibrotic disease, *Pdgfrb-CreER*^*T2*^*, Klf4*^*(flox/flox)*^ mice were induced with tamoxifen and then exposed to orotracheal bleomycin. Fourteen days later, lung lysates were analyzed by western blot and a similar reduction of phospho-SMAD3 is detected (Fig. 4g, h). Taken together, our data suggest that KLF4 regulates TGFβ-SMAD signaling and thereby ECM synthesis in PDGFR-β^+^ lung cells in culture and in fibrotic lung disease.

**Fig. 4:**
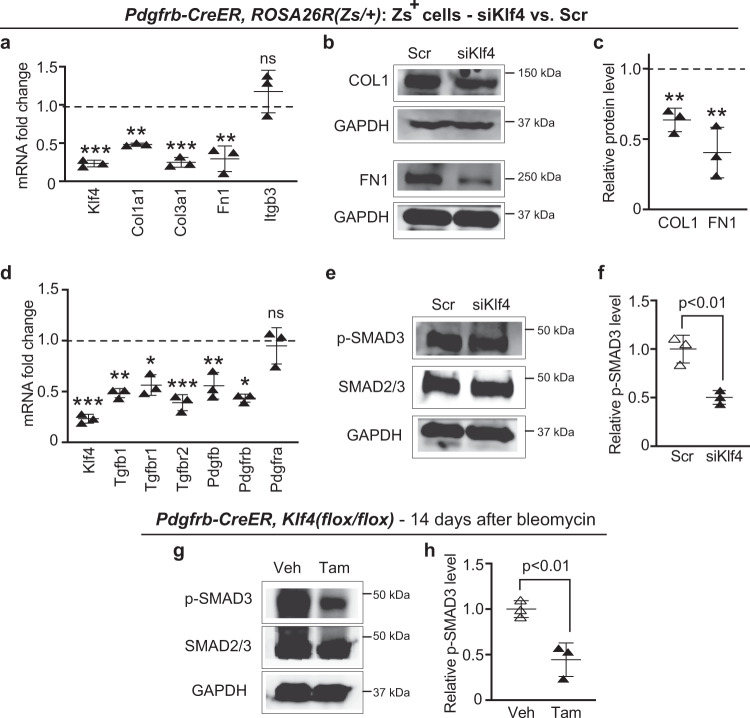
Klf4 reduction in PDGFR-β^+^ cells attenuates levels of TGFβ pathway members and signaling and ECM components. **a–f** Zs^+^ cells were isolated from the lungs of tamoxifen-induced *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice and then subjected to siRNA-mediated knockdown with siKlf4 vs. scrambled (Scr). In **a** and **d**, levels of indicated transcripts relative to Gapdh were determined by qRT-PCR and normalized to Scr. *n* = 3 in triplicate. *, Tgfbr1 (*p* = 0.017), Pdgfrb (*p* = 0.010); **, Col1a1 (*p* = 0.0035), Fn1 (*p* = 0.0042), Tgfb1 (*p* = 0.0034), Pdgfb (*p* = 0.0045); ***, Klf4 (*p* = 0.0006), Col3a1 (*p* = 0.0004), Tgfbr2 (*p* = 0.0007); ns (not significant) vs. Scr. In **b** and **e** and **c** and **f**, western blots for indicated proteins and corresponding densitometry relative to GAPDH and normalized to Scr are shown, respectively. *n* = 3. **, COL1 (*p* = 0.0016), FN1 (*p* = 0.0045) vs. Scr in **b** and *p* = 0.0057 in **f**. **g, h** *Pdgfrb-Cre*^*T2*^, *Klf4*^*(flox/flox)*^ mice were induced with either vehicle (Veh; corn oil) or tamoxifen (Tam), rested, injected orotracheally with bleomycin, and 14 days later, lungs were harvested. Western blots of whole lung lysates for phosphorylated (p)-SMAD3, total SMAD2/3 and GAPDH are shown in **g** with densitometries of p-SMAD3 relative to SMAD2/3 and normalized to Veh (**h**). *n* = 3, *p* = 0.0095. Two-tailed Student’s *t* test was used for all analysis. Data are averages ± SD. Source data are provided as a Source Data file.

### *Klf4* deletion in SMA^+^ cells exacerbates pulmonary fibrosis

Given that SMA^+^ cells give rise to ~10% of bleomycin-induced lung myofibroblasts (Fig. 1b, c) and that KLF4 plays a prominent role in transformation of PDGFR-β^+^ cells to a profibrotic phenotype (Figs. 3 and 4), we next assessed the role of KLF4 in SMA^+^ cells in fibrogenesis. KLF4 is dynamically upregulated in lung SMA^+^ cells during the early stages of the acute inflammatory phase following bleomycin administration (Supplementary Fig. 13a). To evaluate the effects of deleting *Klf4* in airway and vascular SMCs and the very rare myofibroblasts in the basal lung on subsequent development of fibrosis, *Acta2-CreER*^*T2*^*, Klf4*^*(flox/flox)*^ mice were injected with either tamoxifen or vehicle (corn oil), rested and then treated with a single orotracheal dose of bleomycin. Fourteen days later, mice were euthanized and lungs were processed. Surprisingly, there is a marked increase in lung myofibroblasts with *Klf4* deletion in SMA^+^ cells (Fig. 5a). Furthermore, there is an increase in levels of collagen (Fig. 5b, c) and SMA, COL1 and FN1 proteins (Fig. 5d, e). These findings indicate that, in stark contrast to its role in PDGFR-β^+^ cells (Fig. 3), KLF4 in SMA^+^ cells protects against bleomycin-induced lung fibrosis.

**Fig. 5:**
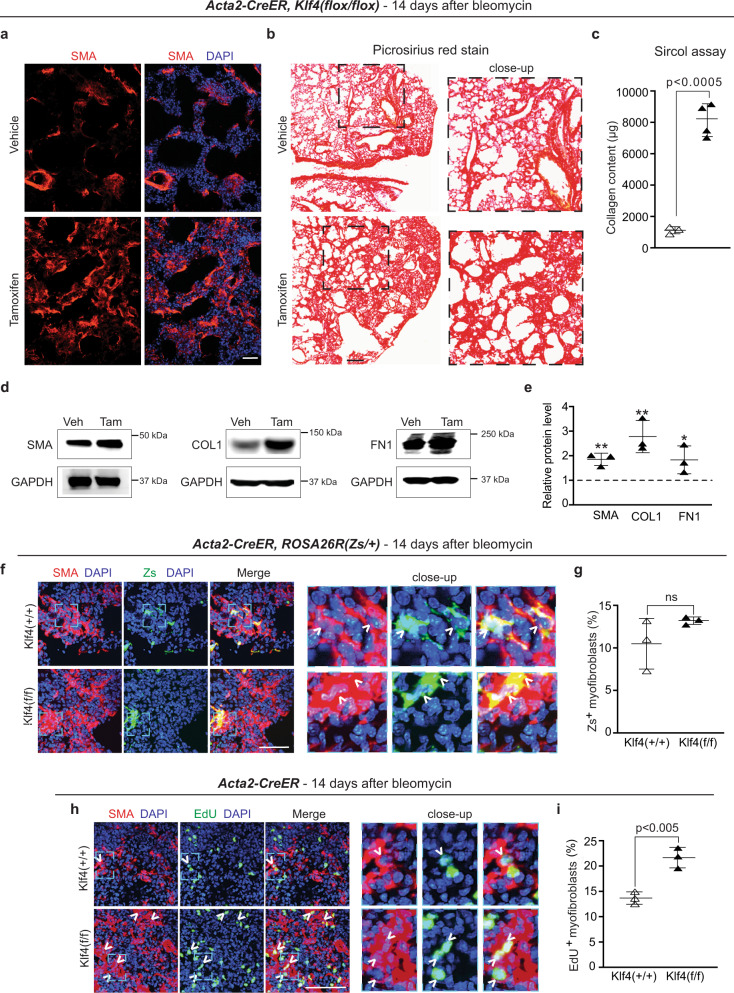
*Klf4* deletion in SMA^+^ cells promotes myofibroblast accumulation and exacerbates bleomycin-induced lung fibrosis. **a–e** *Acta2*-*CreER*^*T2*^, *Klf4*^*(flox/flox)*^ mice were induced with either vehicle (Veh; corn oil) or tamoxifen (Tam), rested and treated with bleomycin. Lungs were analyzed 14 days later. Cryosections were stained for SMA and nuclei (DAPI) in **a** and with Picrosirius red in **b** with dashed boxes shown as close-ups on the right. *n* = 3 mice. Collagen content of the right lung was measured using the Sircol assay (**c**); *n* = 3 mice for vehicle and *n* = 4 mice for tamoxifen inductions in duplicate. *p* = 0.0001. Western blot analysis of lung lysates for SMA, COL1 and FN1 is shown in **d** with densitometric analysis relative to GAPDH and normalized to vehicle (**e**). *n* = 3; *FN1 (*p* = 0.044); **SMA (*p* = 0.0042), COL1 (0.0093) vs. vehicle. **f–i** *Acta2-CreER*^*T2*^ mice carrying *Klf4*^*(flox/flox)*^ or wild type for *Klf4* were induced with tamoxifen, rested and treated with bleomycin, and lungs were analyzed 14 days later. In **f**, mice were also *ROSA26R*^*(Zs/+)*^, and in **h**, mice were injected with EdU 12 h prior to euthanasia. Lung cryosections were stained for SMA and nuclei (DAPI) and either directly imaged for Zs^+^ (**f**) or also stained for EdU (**h**) with boxed regions shown as close-ups on the right. Arrowheads indicate SMA^+^ myofibroblasts that are also Zs (**f**) or EdU^+^ (**h**). The percentage of myofibroblasts that are Zs ^+^ or EdU^+^ was quantified in **g** and **i**, respectively. *n* = 3 mice, four sections per mouse, and on average 132 SMA^+^ myofibroblasts per section. ns, not significant (**g**) and *p* = 0.0042 (**i**). Two-sided Student’s *t* test was used for all analysis. Data are averages ± SD. Source data are provided as a Source Data file. Scale bars, 200 μm (**b**), 50 μm (**a**), 25 μm (**f, h**).

Subsequently, we analyzed the effect of *Klf4* deletion in preexisting SMA^+^ cells on proliferation and fate of this lineage and on myofibroblast proliferation following bleomycin treatment. *Acta2-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice also carrying *Klf4*^*(flox/flox)*^ or wild type for *Klf4* were induced with tamoxifen, rested, treated with orotracheal bleomycin and then euthanized 14 days later. Twelve hours prior to euthanasia, EdU was administered. Lungs were harvested and stained for SMA, EdU and/or nuclei (DAPI) and directly imaged for Zs. The percentage of Zs^+^ cells that are proliferative (EdU^+^; Supplementary Fig. 13b, c) and the percentage of myofibroblasts that derive from Zs^+^ cells (Fig. 5f, g) are not altered by *Klf4* deletion in preexisting SMA^+^ cells as previously observed with *Klf4* deletion in preexisting PDGFR-β^+^ cells (Fig. 3f–i). Interestingly, the percentage of total myofibroblasts that are proliferative is substantially increased in tamoxifen-induced *Acta2-CreER*^*T2*^*, Klf4*^*(flox/flox)*^ mice (Fig. 5h, i). In sum, these observations indicate that KLF4 in SMA^+^ cells does not cell autonomously regulate proliferation or differentiation to myofibroblasts during bleomycin-induced lung injury, but deletion of *Klf4* in SMA^+^ cells does exacerbate myofibroblast proliferation and accumulation and fibrosis.

### Reduction of KLF4 in SMA^+^ cells induces CCL2 expression

To further investigate mechanisms underlying the protective role of KLF4 in SMA^+^ cells during lung fibrosis, we evaluated the effects of siRNA-mediated Klf4 knockdown in murine airway SMCs. In contrast to the results with PDGFR-β^+^ cells (Fig. 4), Klf4 silencing in SMCs does not alter levels of ECM components Col1a1, Col3a1 or Fn1 (Fig. 6a) suggesting that *Klf4* deletion in SMCs may not directly influence ECM deposition by SMCs during fibrosis. Thus, we explored potential noncell autonomous effects, starting with the expression of select growth factors, cytokines, chemokines previously implicated in fibrosis^45,46^. Transcript levels of Tgfb1, Pdgfb, Tnfa, interleukins 1b, 5 and 6 and the relevant TF Nfkb do not change with Klf4 knockdown in SMCs (Fig. 6b), whereas mRNA and secreted protein levels of CCL2 (also known as monocyte chemoattractant protein-1) are markedly increased (Fig. 6c, d). In notable contrast, Klf4 knockdown in PDGFR-β^+^ cells does not alter Ccl2 expression (Supplementary Fig. 14a). CCL2 is a chemokine for myeloid cells, and treatment with anti-CCL2 antiserum or gene transfer of a dominant negative Ccl2 attenuates lung fibrosis in mice^47–49^. As a validation of the in vivo relevance of our findings showing KLF4 regulation of Ccl2 in cultured SMCs, deletion of *Klf4* in SMA^+^ cells increases both CCL2 in lung lysates and the number of lung cells expressing the macrophage marker CD68 in bleomycin-treated mice (Fig. 6e–h). Together, these findings suggest *Klf4* deletion in SMA^+^ cells worsens bleomycin-induced lung fibrosis at least partly by increasing secretion of CCL2.

**Fig. 6:**
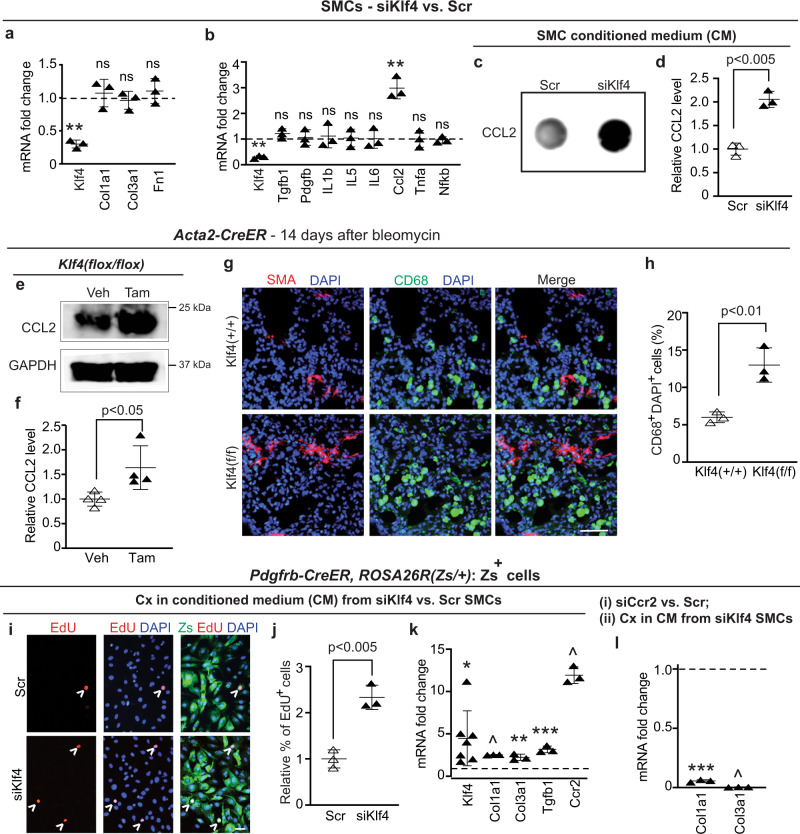
Reduction of Klf4 in SMA^+^ cells increases Ccl2 levels and noncell autonomously induces Ccr2-mediated collagen expression in PDGFR-β^+^ cells. **a**–**d** Klf4 siRNA or scrambled (Scr) RNA treatment of mouse airway SMCs. In **a** and **b**, transcript levels were assayed by qRT-PCR. *n* = 3 in triplicate. **, Klf4 (*p* = 0.0035), Ccl2 (*p* = 0.0013), ns (not significant) vs. Scr. Dot blots show CCL2 protein levels in conditioned medium (CM) (**c**) with densitometry normalized to Scr (**d**). *n* = 3, *p* = 0.0010. **e**–**h** The lungs of *Acta2-CreER*^*T2*^ mice carrying *Klf4*^*(flox/flox)*^ or *Klf4*^*(+/+)*^ were analyzed 14 days after a bleomycin dose. In **e** and **f**, mice were induced with vehicle (Veh; corn oil) or tamoxifen (Tam) prior to bleomycin, and lung lysates were subjected to western for CCL2 and GAPDH with densitometry relative to GAPDH and normalized to vehicle. *n* = 4, *p* = 0.033. In **g** and **h**, mice were induced with tamoxifen prior to bleomycin, and lung sections were stained for SMA and macrophage marker CD68. Percent of DAPI^+^ cells that express CD68 was quantified (**h**). *n* = 3 mice, five sections per mice and an average of 906 DAPI^+^ cells per section, *p* = 0.0073. **i**–**l** *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice were induced with tamoxifen, and Zs^+^ cells were isolated by FACS. In **i**–**k**, Zs^+^ cells were cultured (cx) in CM from airway SMCs pretreated with siKlf4 or Scr RNA. In **i**, cells were cultured with EdU for 8 h prior to staining for EdU and nuclei (DAPI) and direct Zs imaging. The percent of DAPI^+^ cells that were EdU^+^ (arrowheads) was quantified and normalized to percentage for Scr CM-treated cells (**j**). *n* = 3 experiments, five microscopic fields of view per experiment and on average 279 DAPI^+^ cells per field, *p* = 0.0022. In **k**, transcript levels relative to Gapdh were measured by qRT-PCR and normalized to Scr CM-treated cells. *n* = 7 for Klf4 and *n* = 3 for other transcripts. *p = 0.016; **p < 0.0043; ***p = 0.0008; ^, <0.0001 vs. Scr. In **l**, Zs^+^ cells were subjected to siCcr2 vs. Scr and then cultured in medium preconditioned by siKlf4-treated SMCs. qRT-PCR was used to measure Col1a1 and Col3a1 mRNA levels. *n* = 3, ***p = 0.0008, ^*p* < 0.0001 vs. Scr. Two-tailed Student’s *t* test was used for all analysis. Data are averages ± SD. Source data are provided as a Source Data file. Scale bars, 50 μm.

### Klf4 silenced SMCs induce fibrotic changes in PDGFR-β^+^ cells via CCR2

In addition to promoting macrophage accumulation, we queried whether conditioned medium from siKLF4-treated SMCs induces profibrotic transformation of PDGFR-β^+^ lung cells via the CCL2 receptor CCR2. To this end, Zs^+^ cells were isolated by FACS from lungs of tamoxifen-induced *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice. These Zs^+^ cells were cultured in conditioned medium from siKlf4-treated SMCs (experimental medium) or from scrambled (Scr) siRNA-treated SMCs (control medium) for 24 h. Zs^+^ cells cultured in experimental medium are ~2.5 more proliferative as determined by EdU incorporation (Fig. 6i, j). Moreover, experimental medium induces these cells to express increased levels of Klf4, Col1a1, Col3a1 and Tgfb1 (Fig. 6k), consistent with previous findings that KLF4 mediates expression of collagens and Tgfb1 in PDGFR-β^+^ cells (Figs. 3b–e and 4a–c). Furthermore, Ccr2 transcript levels are elevated by ~12-fold in Zs^+^ cells cultured in experimental as opposed to control medium (Fig. 6k), and thus, we evaluated whether collagen levels are regulated by the CCL2-CCR2 axis in these cells. Zs^+^ cells were exposed to Scr RNA or siRNA against Ccr2 and then incubated in experimental conditioned medium. Ccr2 knockdown in Zs^+^ cells downregulates Col1a1 and Col3a1 transcripts by more than 90-fold with culturing in experimental conditioned medium (Fig. 6l) but has no effect with culturing in standard medium (low glucose DMEM with supplements, see “Methods”; Supplementary Fig. 14b). Collectively, these data suggest that CCL2 secreted by siKlf4-treated SMCs signal through the CCR2 receptor on PDGFR-β^+^ cells to induce collagen expression.

### KLF4 differentially regulates *Ccl2* and *Tgfb1* in SMCs and PDGFR-β^+^ cells

To gain further mechanistic insights into KLF4-mediated differential regulation of downstream targets in SMCs and PDGFR-β^+^ cells, these cells were treated with Scr RNA or siRNA targeting Klf4 and then subjected to bulk RNA-seq (Supplementary Data 1 and 2). 

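Bulk RNA-seq, which measures the RNA of a whole culture, covered 12 libraries in 4 groups: 3 each of Scr- and siKlf4-treated SMCs and 3 each of Scr- and siKlf4-treated PDGFR-β+ cells. Scr is a scrambled control RNA, and siKlf4 is a small interfering RNA that lowers the Klf4 transcript. The paper describes the SMCs as murine airway SMCs, as do the titles of the samples, whereas the source given in the labels is tracheal SMCs. The paper describes the PDGFR-β+ cells as Zs+ cells sorted from lungs of tamoxifen-induced Pdgfrb-CreERT2, ROSA26R(Zs/+) reporter mice, whereas the labels give the C57BL/6 strain and no reporter. Cells received 50 nM siRNA for 6 h and were cultured for 72 h. The methods name more than one transfection reagent and siRNA supplier, and the paper's text does not say which were used for RNA-seq. The authors trimmed the reads, aligned them to the mouse genome mm10 with HISAT2 and GENCODE annotation, and estimated transcript abundance with StringTie and ballgown. They deposited transcripts per 1000000 (TPM), in which the reads of a transcript are divided by its length and each library is scaled to the same total. The values of each library summed to 1000000. TPM keeps no record of sequencing depth, so the depth of each library is unknown here, and the paper states only a target number of clusters per sample, read as pairs of 100 bp. Between 20590 and 21780 genes per library were above 0 TPM. In each cell type, siKlf4 and Scr libraries were compared on log2(TPM + 1) with limma, for genes with a mean of at least 1 TPM over the 6 libraries. P-values were adjusted with the Benjamini-Hochberg method. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values.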

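Klf4 (ENSMUSG00000003032.8) lies on the reverse strand of chromosome 4 of mm10, from 55527143 to 55532466. In Scr-treated SMCs it measured 89.6, 96.3 and 95.0 TPM, and in siKlf4-treated SMCs 26.5, 16.3 and 18.8 TPM, where the first value of each group comes from the library without a replicate number and the others from replicates 2 and 3. The mean left after knockdown was 21.9% of the Scr mean, with a log2 fold change of -2.16 (standard error 0.16, adjusted p = 7.5e-04, limma). In Scr-treated PDGFR-β+ cells, replicates 1 to 3 measured 144, 146 and 134 TPM, and in siKlf4-treated PDGFR-β+ cells 12.3, 13.8 and 12.8 TPM. Here 9.16% was left, with a log2 fold change of -3.35 (standard error 0.077, adjusted p = 3.3e-06, limma). Klf4 was lower in every siKlf4 library than in every Scr library of its cell type (two-sided exact permutation test, p = 0.1 in each, the smallest that 3 libraries against 3 allow). The log2 fold change differed between the cell types by 1.19 (standard error 0.19, adjusted p = 6.9e-04 for the interaction term over the 12 libraries), so the knockdown was less deep in SMCs. Among SMC libraries, the 2 without a replicate number are also named in another form, and the second principal component, with 16.5% of the variance, set these 2 apart from the 4 numbered ones. In the 4 numbered SMC libraries alone the log2 fold change of Klf4 was -2.38, the alternative that moved it most, and between the unnumbered libraries, which have no replicates, it was -1.72. Values within the numbered libraries, chosen after seeing the data, accompany the SMC results.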

Consistent with qRT-PCR and western/dot blot analyses (see Fig. 6b–f and Supplementary Fig. 14a), Ccl2 levels were increased (~5.7-fold, padj < 0.005) with knockdown of Klf4 in SMCs whereas in PDGFR-β^+^ cells, siKlf4 treatment did not alter Ccl2 levels. 

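Ccl2 (ENSMUSG00000035385.5), which encodes a chemokine, lies on the forward strand of chromosome 11 of mm10, from 82035571 to 82037453. In SMCs its level was 70.5 ± 41.7 TPM (SD, n = 3) with Scr and 407 ± 172 TPM (SD, n = 3) with siKlf4, a 5.78-fold ratio of the means. The log2 fold change was 2.63 (standard error 0.56, adjusted p = 0.0144, limma), which corresponds to 6.21-fold on the log2(TPM + 1) scale. Each siKlf4 library was above each Scr library (two-sided exact permutation test, p = 0.1, the smallest possible). The spread within each group followed the naming of the libraries. The unnumbered libraries measured 25.2 TPM with Scr and 213 TPM with siKlf4, while replicates 2 and 3 measured 79.0 and 107 TPM with Scr and 541 and 468 TPM with siKlf4. In the 4 numbered libraries the log2 fold change was 2.44 (adjusted p = 0.00365, limma), and between the unnumbered libraries it was 3.03. Over 10 alternative ways of processing, the adjusted p from limma ranged from 4.8e-04, with a term for the naming, to 0.0451, with no filter on low values. With 1 library left out in turn, the log2 fold change lay between 2.03 and 3.05, and the adjusted p rose to 0.0515 without siKlf4 replicate 2 and to 0.0506 without siKlf4 replicate 3. In PDGFR-β+ cells Ccl2 was 151 ± 18.5 TPM (SD, n = 3) with Scr and 159 ± 11.8 TPM (SD, n = 3) with siKlf4. The log2 fold change of 0.076 (standard error 0.10, adjusted p = 0.588, limma) was within the spread between replicates, and it was -0.025 after median-ratio scaling of the libraries. The effect of siKlf4 differed between the cell types by 2.56 on the log2 scale (standard error 0.64, adjusted p = 0.00975, limma interaction term). The paper next searches for TFs that bind the cis-regulatory region of Ccl2 and change with Klf4 knockdown as Ccl2 does.

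**Figure D1:**
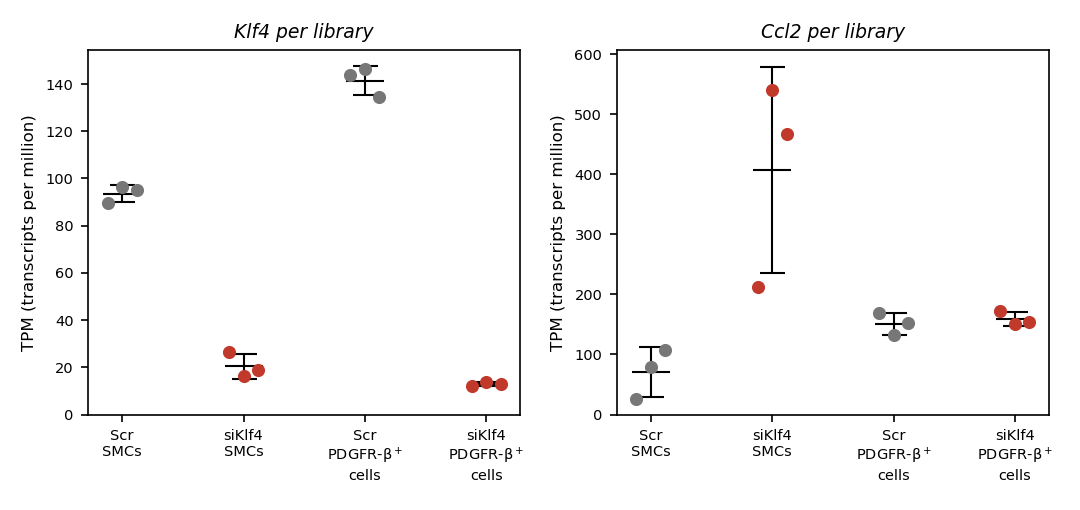
Klf4 (left) and Ccl2 (right) in TPM, in each of the 12 libraries, by cell type and treatment. Each point is a library, with the unnumbered SMC libraries drawn first in their groups, the long line is the mean and the bars are the SD of 3 libraries. Ccl2 sits between 213 and 541 TPM in siKlf4-treated SMCs and between 25.2 and 107 TPM in Scr-treated SMCs, whereas the groups of PDGFR-β+ cells overlap.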

We next sought TFs that bind *Ccl2* *cis*-regulatory regions, induce expression and are differentially expressed with Klf4 knockdown, in a similar manner to Ccl2. To this end, using the TRANSFAC database, 407 TFs were identified that are predicted to bind between −5000 bp to +100 bp (transcription start site of *Ccl2* is at position +1) (Supplementary Data 3). 

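On mm10 (GRCm38), with the transcription start site of Ccl2 at position 82035571 of chromosome 11, the region from 5000 bp upstream to 100 bp downstream spans 5100 bp from 82030571 to 82035670. It holds the promoter and the first bases of the Ccl2 transcript. Apart from Ccl2, 1 annotated gene, Gm17268, overlaps the region, and it was listed at 0 TPM in all 12 libraries. On the downstream side of Ccl2 the neighbouring chemokine genes Ccl7, Ccl11, Ccl12 and Ccl8 start 10141, 22252, 66274 and 79614 bp from the Ccl2 start site. Of the 407 TFs, 390 matched a gene symbol of the RNA-seq tables without regard to case, and 17 did not. In at least 1 library, 310 of these TFs were above 0 TPM in SMCs and 314 in PDGFR-β+ cells.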

Using ingenuity pathway analysis, this data set was aligned to the RNA-seq data, yielding expression data for 234 and 230 TFs in SMCs and PDGFR-β^+^ cells, respectively, that are predicted to bind *Ccl2*, and Volcano plots were generated (Fig. 7a, b). 

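With the filter of a mean of at least 1 TPM, 201 of the predicted TFs could be tested in SMCs and 200 in PDGFR-β+ cells. In SMCs, 29 TFs were higher and 23 lower with siKlf4 at an adjusted p under 0.05 over all genes tested, and the counts adjusted over the list alone were also 29 and 23. In PDGFR-β+ cells, 67 TFs were higher and 23 lower, and 75 and 26 when adjusted over the list alone. The list was predicted from sequence and not chosen on these libraries. Among alternatives with the same threshold, the term for the naming of the SMC libraries raised the counts in SMCs most, to 47 higher and 35 lower, and the numbered SMC libraries alone gave 34 and 29. The counts fell to 15 and 12 without siKlf4 replicate 3, to 16 and 11 without siKlf4 replicate 2, to 20 and 11 without Scr replicate 2 and to 19 and 16 without Scr replicate 3. Median-ratio scaling gave 59 higher and 32 lower in PDGFR-β+ cells. Of the 29 TFs that were higher in SMCs, 13 were also higher in PDGFR-β+ cells and 16 were not. The difference between the cell types was itself past the threshold for 8 of the 29.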

Of the five most highly upregulated transcripts in SMCs, three of these genes, ETS variant TF 4 (Etv4), Foxm1 and MYB proto-oncogene like 2 (Mybl2), are not significantly upregulated in PDGFR-β^+^ cells, but there is a trend to an increased Etv4 level in PDGFR-β^+^ cells (Fig. 7c).

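Ranked by log2 fold change in SMCs among TFs with an adjusted p under 0.05, the 5 most raised were Hmga2, Etv4, Etv1, Foxm1 and Fosl1. Hmga2 (ENSMUSG00000056758.14) rose from 109 to 355 TPM in SMCs, a log2 fold change of 1.72 (standard error 0.13, adjusted p = 8.2e-04, limma), and fell by 0.84 on the log2 scale in PDGFR-β+ cells. In the numbered SMC libraries the log2 fold changes of Hmga2, Etv1 and Fosl1 were 1.60, 0.99 and 0.83. Etv4 (ENSMUSG00000017724.14), on the reverse strand of chromosome 11 from 101769742 to 101785371, was 6.04 ± 1.68 TPM (SD, n = 3) in Scr-treated and 18.4 ± 4.83 TPM (SD, n = 3) in siKlf4-treated SMCs. Its log2 fold change was 1.45 (standard error 0.23, adjusted p = 0.00564, limma) and 1.57 in the numbered libraries. In PDGFR-β+ cells Etv4 was 12.0 ± 3.65 TPM (SD, n = 3) with Scr and 20.1 ± 3.68 TPM (SD, n = 3) with siKlf4, a log2 fold change of 0.72 (standard error 0.21, adjusted p = 0.0286, limma). This value rested on single libraries: the adjusted p rose above 0.05 in 4 of the 6 fits that each left out 1 library, up to 0.0918 without siKlf4 replicate 2, and over 8 alternatives it lay between 0.00893 and 0.0761. The difference between the cell types was 0.73 (standard error 0.34, adjusted p = 0.124), which is not past the threshold. Etv1 rose in both cell types, with log2 fold changes of 1.09 in SMCs and 1.58 in PDGFR-β+ cells.

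**Figure D2:**
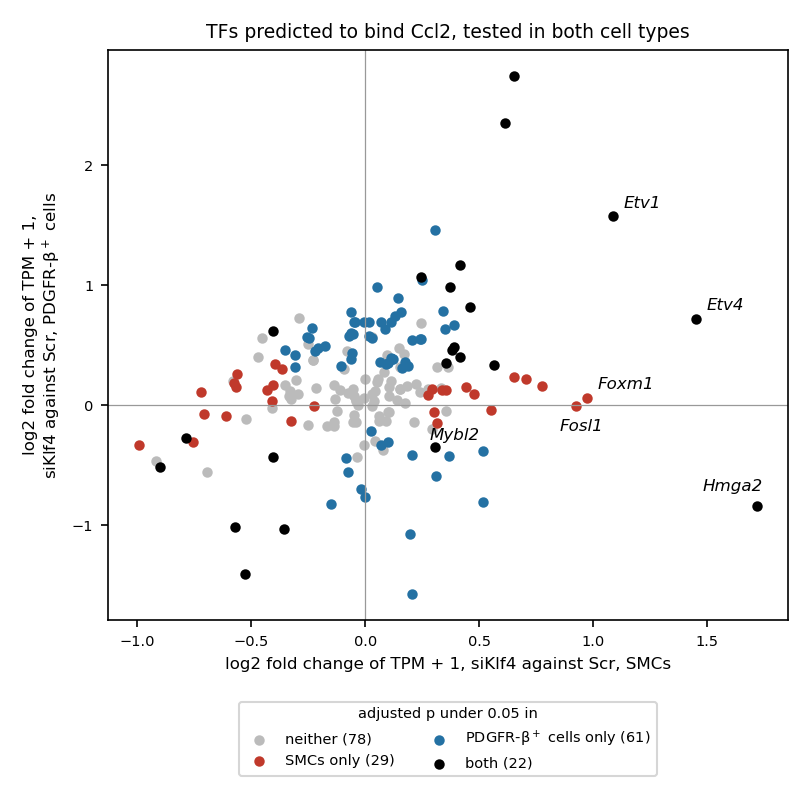
Log2 fold change of TPM + 1 with siKlf4 in SMCs (x axis) and in PDGFR-β+ cells (y axis) for the 190 predicted TFs tested in both. Each point is a TF, coloured by the cell type in which its adjusted p was under 0.05. In SMCs only there were 29, in PDGFR-β+ cells only 61, in both 22 and in neither 78, and Foxm1 lies at 0.97 in SMCs and 0.065 in PDGFR-β+ cells.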

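Foxm1 (ENSMUSG00000001517.14), on the forward strand of chromosome 6 from 128362967 to 128376146, overlaps the annotated gene Tex52 on the same strand, and how reads in the overlap were counted is not known. In SMCs Foxm1 was 8.37 ± 1.81 TPM (SD, n = 3) with Scr and 17.2 ± 1.19 TPM (SD, n = 3) with siKlf4. The log2 fold change was 0.97 (standard error 0.15, adjusted p = 0.00512, limma), with a value of 0.77 in the numbered libraries (adjusted p = 0.0142) and a range of the adjusted p from 3.6e-04 to 0.0304 over 10 alternatives. In PDGFR-β+ cells Foxm1 was 19.4 ± 1.98 TPM (SD, n = 3) with Scr and 20.3 ± 1.19 TPM (SD, n = 3) with siKlf4, a log2 fold change of 0.065 (standard error 0.10, adjusted p = 0.639, limma), which changed sign to -0.032 with median-ratio scaling and to -0.045 with quantile normalization. The difference between the cell types was 0.91 (standard error 0.19, adjusted p = 0.00341, limma interaction term). Mybl2 (ENSMUSG00000017861.11) was 2.98 ± 0.788 TPM (SD, n = 3) with Scr and 4.12 ± 1.09 TPM (SD, n = 3) with siKlf4 in SMCs. Its groups overlapped, with a log2 fold change of 0.36 (standard error 0.21, adjusted p = 0.253, limma) and of 0.28 in the numbered libraries. In PDGFR-β+ cells the log2 fold change of Mybl2 was -0.044 (standard error 0.17, adjusted p = 0.862, limma), and without siKlf4 replicate 3 it was 0.083. Hoxb9 and Foxq1 had low values in SMCs, from 0.424 to 1.11 TPM and from 0.353 to 0.712 TPM in the means of the Scr and siKlf4 libraries, and were not tested there. Each siKlf4 library was above each Scr library for both genes (two-sided exact permutation test, p = 0.1, the smallest possible). In PDGFR-β+ cells Hoxb9 rose from 11.7 to 22.2 TPM, a log2 fold change of 0.87 (standard error 0.091, adjusted p = 3.7e-04, limma). Foxq1 rose there from 0.914 to 1.86 TPM, a log2 fold change of 0.60 (standard error 0.21, adjusted p = 0.0505, limma).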

**Fig. 7:**
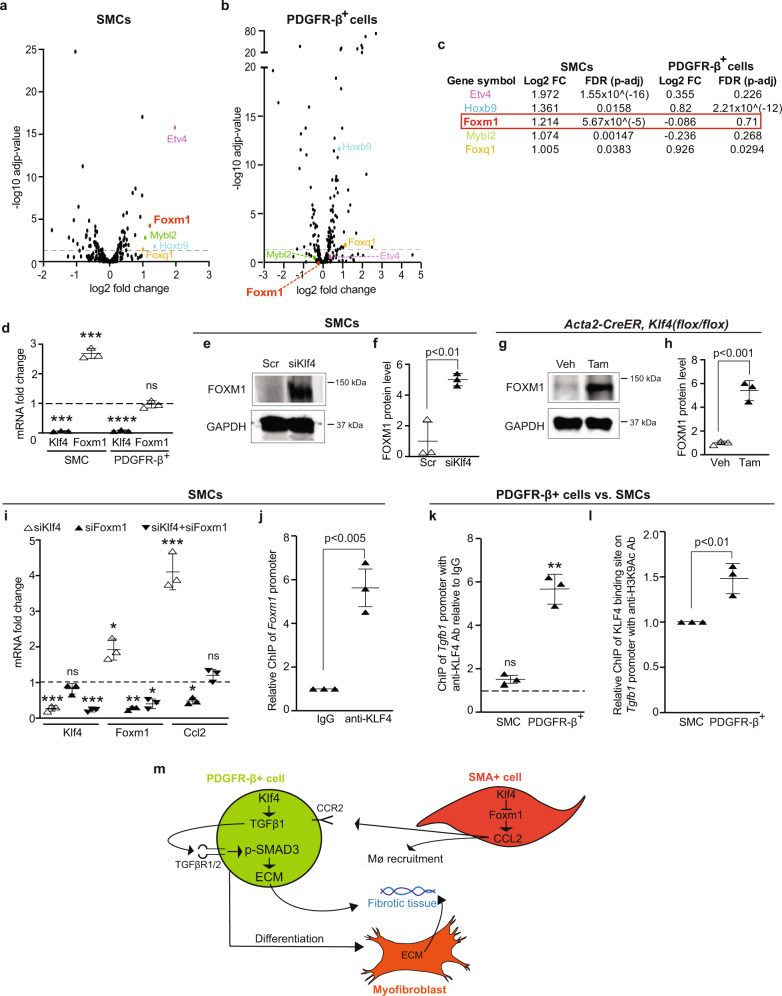
KLF4 differentially regulates downstream genes in SMCs and PDGFR-β^+^ cells. Lung PDGFR-β^+^ cells (Zs^+^ cells from *Pdgfrb-CreER*^*T2*^*, ROSA26R*^*(Zs/+)*^ mice) and SMCs were compared. **a**–**f** Cells were treated with Klf4 siRNA or Scr RNA. In **a**–**c**, cells were subjected to bulk RNA-seq; *n* = 3. Of the TFs predicted with TRANSFAC to bind *Ccl2* promoter (see Supplementary Data 3), expression levels of genes present in RNA-seq data are shown (**a**, **b**). Among predicted *Ccl2*-binding genes, the five most upregulated genes in SMCs are indicated, and log2 fold change (FC) and false discovery rate (FDR) in SMCs and PDGFR-β^+^ cells are displayed (**c**). In **d**, qRT-PCR was used to assess Klf4 and Foxm1 transcript levels relative to Gapdh and normalized to Scr; *n* = 3 in triplicate. ***, Klf4_SMC (*p* = 0.0004), Foxm1_SMC (*p* = 0.0006), Klf4_PDGFR-β^+^ (*p* < 0.0001) and ns (not significant) with siKlf4 vs. Scr. In **e**, **f**, westerns for FOXM1 and GAPDH with densitometry of their ratio and normalized to Scr; *n* = 3, *p* = 0.0060. **g**, **h** *Acta2-CreER*^*T2*^*, Klf4*^*(flox/flox)*^ mice were induced with vehicle (corn oil) or tamoxifen, and lung lysates were evaluated as in **e** and **f** with normalization to vehicle; *n* = 3, *p* = 0.0009. **i** SMCs were treated with Scr, siKlf4, siFoxm1 or both siKlf4 and siFoxm1. Transcript levels of Klf4, Foxm1 and Ccl2 relative to Gapdh as assessed by qRT-PCR and normalized to Scr; *n* = 3. *, siKlf4_Foxm1 (*p* = 0.012), si-both_Foxm1 (*p* = 0.012), siFoxm1_Ccl2 (*p* = 0.023); **, siFoxm1_Foxm1 (*p* = 0.0036); ***, siKlf4_Klf4 (*p* = 0.0003), si-both_Klf4 (*p* < 0.0001), siKlf4_Ccl2 (*p* = 0.0007); ns vs. Scr. **j** ChIP assay for SMCs using anti-KLF4 antibody or control IgG, followed by qPCR with primers for *Foxm1* promoter. Signal for coprecipitated DNA with anti-KLF4 antibody normalized to IgG is shown; *n* = 3, *p* = 0.0021. **k**, **l** ChIP was performed in SMCs and PDGFR-β^+^ cells using qPCR primers for *Tgfb1* promoter. In **k**, anti-KLF4 antibody or IgG was used for pulldown and coprecipitated DNA with anti-KLF4 antibody is relative to IgG. *n* = 3, SMC (ns) and PDGFR-β^+^ (*p* = 0.0071) with anti-KLF4 antibody vs. IgG. In **l**, lysates were subjected to immunoprecipitation with anti-H3K9Ac antibody and amount of coprecipitated DNA from each cell type is relative to PCR product amplified from input samples reserved before immunoprecipitation. This ratio for PDGFR-β^+^ cells is normalized to SMCs; *n* = 3, *p* = 0.0076. Two-tailed Student’s *t* test was used for analysis (**d**, **f**, **h**–**l**). **m** Mesenchymal cell-type-specific KLF4 effects in lung fibrosis. Data are averages ± SD. Source data are provided as a Source Data file.

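The effect of siKlf4 was compared between the cell types with an interaction term fitted over the 12 libraries, for 13032 genes with a mean of at least 1 TPM in both. It was past the threshold for 4297 genes, 33.0% of those tested. For 1886 of these the log2 fold change was higher in SMCs than in PDGFR-β+ cells, and for 2411 it was lower. Median-ratio scaling changed the split to 2324 higher and 2138 lower, and in the numbered SMC libraries with all PDGFR-β+ libraries it was 1787 and 2208. On simulated data, 8.14% of the genes that passed this test had been left unchanged. Far fewer genes were changed there, so this share does not carry over to the real count, which can still hold chance calls. In the tests within each cell type, 1833 genes were past the threshold in both. Of these, 782 were higher in both, 498 were lower in both, 306 were higher in SMCs and lower in PDGFR-β+ cells, and 247 were lower in SMCs and higher in PDGFR-β+ cells. For each of the 553 genes with opposite directions, the difference between the cell types was also past the threshold. After median-ratio scaling, 667 genes had opposite directions. Across genes, the log2 fold changes of both cell types had a Spearman correlation of 0.172 and a Pearson correlation of 0.283, where genes are not independent replicates. A Spearman correlation as far from 0 arose in 23 of 100 pairs of splits of the libraries, which mix Scr with siKlf4 libraries and so are no measure of chance alone.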

We elected to further investigate Foxm1 based on these findings and recent studies demonstrating that KLF4 negatively regulates Foxm1 expression in gastrointestinal cancer cell lines, FOXM1 positively regulates Ccl2 expression in hepatocytes and *Foxm1* deletion in COL1a2^+^ cells attenuates bleomycin-induced lung fibrosis^50–52^. As with RNA-seq, using qRT-PCR, we found that siRNA targeting Klf4 increases Foxm1 transcript levels in SMCs but not in PDGFR-β^+^ cells (Fig. 7d). FOXM1 protein is increased in SMCs by 5.0 ± 0.4-fold with siKlf4 treatment and in lung lysates by 5.4 ± 0.8-fold with tamoxifen-treatment of *Acta2-CreER, Klf4*^*(flox/flox)*^ mice (Fig. 7e–h). Importantly, concomitant knockdown of Klf4 and Foxm1 in SMCs prevents the robust upregulation of Ccl2 observed with only Klf4 silencing (Fig. 7i). Chromatin immunoprecipitation (ChIP) assay with an anti-KLF4 or isotype control antibody suggests that KLF4 robustly binds the promoter region of *Foxm1* (Fig. 7j). In addition, we found that pyruvate dehydrogenase kinase 1, which is implicated as a positive regulator of Foxm1 mRNA levels in a human lung fibroblast cell line^51^, is upregulated in SMCs but not PDGFR-β^+^ cells with Klf4 knockdown (Supplementary Fig. 15).

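Pdk1 (ENSMUSG00000006494.11), which encodes pyruvate dehydrogenase kinase 1, lies on the forward strand of chromosome 2 of mm10, from 71873224 to 71903858. In SMCs it was 49.4 ± 1.46 TPM (SD, n = 3) in Scr and 80.3 ± 5.07 TPM (SD, n = 3) in siKlf4 libraries. The log2 fold change was 0.69 (standard error 0.072, adjusted p = 0.00158, limma), with each siKlf4 library above each Scr library. In the numbered libraries it was 0.70 (adjusted p = 0.00575), and the adjusted p lay between 3.9e-04 and 0.0162 over 10 alternatives. In PDGFR-β+ cells Pdk1 was 45.5 ± 4.31 TPM (SD, n = 3) in Scr and 37.7 ± 4.54 TPM (SD, n = 3) in siKlf4 libraries. The groups overlapped, with a log2 fold change of -0.27 (standard error 0.11, adjusted p = 0.0904, limma). This call changed with the processing. With median-ratio scaling the log2 fold change was -0.37 (adjusted p = 0.0280), within a range of the adjusted p from 0.0264 to 0.160 over 8 alternatives, and without siKlf4 replicate 1 it was -0.36 (adjusted p = 0.0455). The difference between the cell types was 0.96 (standard error 0.14, adjusted p = 3.2e-04, limma interaction term).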

As with the Foxm1-Ccl2 axis, upon Klf4 knockdown, Tgfb1 levels are differentially altered in lung PDGFR-β^+^ cells (downregulated; Fig. 4d) and SMCs (unchanged; Fig. 6b). It was previously reported that in vimentin^+^ noncardiomyocyte cells isolated from the neonatal mouse heart, KLF4 binds the Tgfb1 promoter and induces transcription^29^. We performed the ChIP assay using an anti-KLF4 or isotype control antibody and found that KLF4 binding to the *Tgfb1* promoter region was increased in PDGFR-β^+^ cells (5.7 ± 0.7-fold) but not in SMCs (Fig. 7k). Next, we queried whether this differential KLF4 binding is due to differences in chromatin accessibility which would facilitate interactions with TFs. Indeed, ChIP of the Tgfb1 promoter with an antibody targeting acetylated histone H3 lysine9 (H3K9Ac), which marks open chromatin, demonstrates 50% higher signal in PDGFR-β^+^ cells than SMCs (Fig. 7l). Taken together, our data indicate that KLF4 differentially regulates profibrotic mediators in distinct lung cell types.

## Discussion

In the healthy lung, epithelial cells lining the airways and alveoli are a critical line of defense against toxins. Chronic insults to these cells can trigger the fibrotic response largely via deleterious effects on underlying mesenchymal cells. During the pathogenesis of lung fibrosis, mesenchymal cells are implicated as the major source of excessive myofibroblasts and ECM components. Although aberrant signaling from epithelium to mesenchyme is considered a key element of the pathogenesis of lung fibrosis, the role of signaling between different mesenchymal cell types is not well delineated. Herein, using bleomycin-induced lung fibrosis, we demonstrate that PDGFR-β^+^ cells are the major source of myofibroblasts (Fig. 1), and KLF4 in PDGFR-β^+^-derived cells is critical for the accumulation of excess myofibroblasts and ECM (Figs. 2–4). In stark contrast, KLF4 in SMA^+^ cells is protective, and reduction of Klf4 in these cells enhances the number of lung myofibroblasts and noncell autonomously induces PDGFR-β^+^ cells to generate excess ECM components (Figs. 5 and 6). Mechanisms underlying cell-type-specific effects of KLF4 in SMCs and PDGFR-β^+^ cells are evaluated (Fig. 7) and summarized in Fig. 7m.

Myofibroblasts are classically considered a key cell type in the pathobiology of lung fibrosis—important for lung contraction and accumulation of excess ECM—but their cellular origins are incompletely defined. Fate mapping studies suggest that diverse mesenchymal cell types give rise to a substantial portion of pathological myofibroblasts whereas it is controversial whether epithelial cells contribute^13–17,41,53^. These source mesenchymal cell populations include ADRP^+^ lipofibroblasts, FoxD1^+^ progenitor-derived pericytes, Gli1^+^ MSC-like cells and Axin2^+^ myofibrogenic progenitors and the latter three cell populations—pericytes, MSC-like cells and Axin2^+^ progenitors—express PDGFR-β. Following a single bleomycin dose, fate mapping of Gli1^+^ cells suggests that Gli1^+^PDGFR-β^+^ MSC-like cells give rise to 37% of lung myofibroblasts at 14 day^15^ whereas we find that PDGFR-β^+^ cells give rise to ~85% of myofibroblasts at day 7 and ~70% of myofibroblasts at day 14 (Fig. 1). Thus, both Gli1^+^PDGFR-β^+^ and Gli1^-^PDGFR-β^+^ cell populations are likely important sources of pathological myofibroblasts. Albeit to a considerably lesser extent than PDGFR-β^+^ cells, recent studies suggest that PDGFR-α^+^ cells contribute^14,54^. One of these studies, by Zepp et al., also implicates peribronchiolar Axin2^+^PDGFR-α^-^PDGFR-β^+^ cells that have enriched RNA levels of Acta2, transgelin and desmin as an important source of bleomycin-induced myofibroblasts^14^. Interestingly, immunohistochemistry reveals that less than 10% of Axin2^+^ cells surrounding airways or blood vessels express SMA or SM22α, and thus, the authors suggest that the Axin2^+^ myofibrogenic cells may be primed for, but are not committed to, SMC or myofibroblast lineages^14^. In light of these prior findings, it is notable that a study by El Agha et al. suggests that SMA^+^ cells are not a source of bleomycin-induced lung myofibroblasts^13^, and our fate mapping results indicate that only ~10% of lung myofibroblasts derive from preexisting SMA^+^ cells (Fig. 1). Thus, Acta2-CreER may not efficiently mark the Axin2^+^ myofibrogenic progenitor cell population and/or Axin2^+^Acta2^-^ cells may be the primary Axin2^+^ myofibrogenic progenitors.

The potential significance of the ~15% decrease in PDGFR-β-derived myofibroblasts during the second week after bleomycin exposure in our studies is not delineated nor is the underlying mechanism. Possible mechanisms include an increased contribution of another source during this time period or apoptosis or SMA downregulation in the PDGFR-β^+^ cell lineage. Our multicolor clonal analysis suggests the large contribution of PDGFR-β^+^ cells to the pathological myofibroblast pool is through clonal expansion of PDGFR-β^+^ cells with limited mixing of clones. This result is similar to what has been shown with the lineage deriving from cells that express the mesenchyme marker TBX4^55^.

Mesenchymal cells change profoundly during the pathogenesis of lung fibrosis, and our results indicate that KLF4, a key regulator of cell transitions, is profibrotic in PDGFR-β^+^ cells and, through noncell autonomous effects, is antifibrotic in SMA^+^ cells (Figs. 3 and 5). Such cell-type-specific effects of KLF4 likely underlie a large part of the disparate effects of KLF4 in renal fibrosis^30^. Interestingly, in the carotid artery adventitia, deletion of *Klf4* in SMC-derived SCA1^+^SMC marker^-^ progenitors results in elevated collagen levels and expansion of this vascular layer^56^. In the lung, KLF4 is implicated in the normal perinatal accumulation of myofibroblasts as *Klf4*^*(−/−)*^ neonates lack alveolar myofibroblasts, and expression of KLF4 in lung fibroblasts isolated from *Klf4* null mice induces expression of SMA, collagen and fibronectin^23^. In contrast, KLF4 overexpression either in vivo (transgenic mice) in unspecified cell types reduces bleomycin-induced lung fibrosis or in cultured human alveolar epithelial cells attenuates TGFβ1-induced downregulation of the epithelial marker E-cadherin and upregulation of fibronectin^33^.

Our studies indicate that upon bleomycin treatment, KLF4 expression is enhanced in PDGFR-β^+^ cells and regions of the lung adjacent to SMA^+^ fibrotic patches, but in agreement with a recent paper^33^, this expression is markedly reduced within the SMA^+^ fibrotic patches of the human IPF or murine lung (Fig. 2). These findings suggest that KLF4 may be important in the initial phases of fibrosis but superfluous once fibrotic patches are established. *Klf4* deletion in PDGFR-β^+^ cells attenuates bleomycin-induced accumulation of myofibroblasts and lung fibrosis (Fig. 3). In a distinct model of lung injury, we recently found that *Klf4* deletion in PDGFR-β^+^ cells prevents hypoxia-induced expansion of vascular SMCs and pulmonary hypertension^57^, and herein, similar to our results with bleomycin, we observed that deletion of *Klf4* in PDGFR-β^+^ cells markedly reduces hypoxia-induced lung myofibroblasts (Supplementary Fig. 7). Surprisingly, with bleomycin treatment, we did not detect an effect of *Klf4* deletion in PDGFR-β^+^ cells on proliferation and percent contribution to SMA^+^ myofibroblasts even though there is an overall reduction in myofibroblasts and SMA protein levels. Bleomycin treatment of mice stimulates lung PDGFR-β^+^ cells to express collagen, and Klf4 knockdown in PDGFR-β^+^ cells reduces ECM component levels (Figs. 1 and 4). Thus, we suggest that in PDGFR-β^+^ cells, bleomycin-induced KLF4 cell autonomously enhances ECM production and speculate that the resulting increased stiffness of the lung parenchyma contributes to the conversion of select populations of both PDGFR-β^+^ and PDGFR-β^-^ cells to SMA^+^ myofibroblasts. This hypothesis is consistent with the recent finding that human placental pericytes upregulate SMA expression with culturing on stiff polyacrylamide hydrogels^58^.

The TGFβ pathway is widely implicated in the pathogenesis of tissue fibrosis^41^—even referred to as the master regulator of fibrosis by some investigators^42^—and our findings indicate that KLF4 induces TGFβ signaling during this process in the lung. We previously demonstrated a key role of the TGFβ pathway in PDGFR-β^+^ pericytes for embryonic brain morphogenesis^59^, and herein, *Klf4* deletion in PDGFR-β^+^ cells prior to bleomycin administration is shown to downregulate phosphorylation of the TGFβ effector SMAD3 in the lung (Fig. 4). In addition, Klf4 knockdown in isolated PDGFR-β^+^ cells reduces levels of TGFβ pathway members—including the ligand Tgfb1, receptors Tgfbr1/r2 and phospho-SMAD3—and collagens 1a1, 3a1 and fibronectin (Fig. 4). In complementary experiments with vimentin^+^ noncardiomyocyte cells of the neonatal mouse heart, KLF4 has been shown to activate the TGFβ1 promoter and enhance both SMA levels and angiotensin II-induced expression of Col1a1 and Col3a1^29^. In contrast, a prior study of cells isolated from the rodent lung by enzymatic digestion and cultured under conditions resulting in fibroblast-like morphology reported that KLF4 binds SMAD3 and thereby, inhibits activation of the *Acta2* promoter^31,32^. Importantly, latent TGFβ is activated by many heterodimeric integrins that contain the integrin αv subunit, and *Pdgfrb-Cre, Itgav*^*(flox/flox)*^ mice are protected against bleomycin-induced lung fibrosis^36^. Future investigations into potential interactions of KLF4 and regulatory elements of the integrin αv gene in lung mesenchymal cells are likely to be of high yield.

In contrast to our results with PDGFR-β^+^ cells, KLF4 reduction in SMA^+^ cells of the normal lung, which are predominantly airway and vascular SMCs, exacerbates fibrosis and myofibroblast accumulation in bleomycin-treated mice, but in culture has no effect on levels of Tgfb1, collagens 1a1, 3a1 and fibronectin (Figs. 5 and 6). Yet, this perturbation markedly induces CCL2 levels and accumulation of CD68^+^ cells, and CCL2 upregulation has previously been demonstrated in lungs of IPF patients and bleomycin-treated rodents^48,60^. Of note, there is precedence for SMCs secreting chemokines and cytokines during the inflammatory response^61,62^. We found that conditioned medium from SMCs subjected to Klf4 knockdown induces PDGFR-β^+^ cells to proliferate and express increased levels of Klf4, Ccr2, Tgfb1 and collagens 1a1 and 3a1, and the collagen upregulation is Ccr2 dependent. In the context of bleomycin administration, lung hydroxyproline content is reduced by global *Ccr2* deletion or gene transfer of a dominant negative *Ccl2*^48,63^. A trial of carlumab, an inhibitor that binds and neutralizes profibrotic activities of CCL2, unfortunately showed no benefit in IPF patients and in fact a trend to worse outcomes^64^. Surprisingly, however, carlumab treatment was associated with an increase—not the expected decrease—in free CCL2 serum levels^64^, suggesting that alternate means to reduce CCL2-CCR2 signaling remains a potentially viable therapeutic approach.

Thus, a relevant mechanistic question arises: how does KLF4 induce markedly distinct effects in PDGFR-β^+^ cells and SMCs? Among TFs bioinformatically predicted to bind within the 5-kb region upstream of *Ccl2*, our unbiased transcriptomic screen of Klf4 silenced cells identified Foxm1 as one of the few most upregulated genes in SMCs that is not also upregulated in PDGFR-β^+^ cells (Fig. 7). Klf4 has been shown to negatively regulate Foxm1 in a gastrointestinal cancer cell line, and FOXM1 induces CCL2 levels in hepatocytes^50,52^. Our studies demonstrate a link in lung SMCs between Klf4 downregulation to upregulation of FOXM1 and in turn, increased CCL2. Interestingly, no such Klf4-mediated regulation of Foxm1 or Ccl2 was observed in PDGFR-β^+^ cells. In contrast, Klf4 silencing results in Tgfb1 levels that are increased in PDGFR-β^+^ cells but unaltered in SMCs. These differential effects are likely due to the increased accessibility (as indicated by histone H3K9 acetylation) and hence binding of KLF4 to the *Tgfb1* promoter in PDGFR-β^+^ cells.

Taken together, our results indicate that KLF4 is a major player in the lung mesenchyme during fibrosis, having opposing cell-type-specific effects: profibrotic in PDGFR-β^+^ cells and antifibrotic in SMA^+^ cells. This work also highlights the importance of studying intercellular signaling between mesenchymal cells and their transitions during the pathogenesis of lung fibrosis. Further studies of the role of diverse mesenchymal cell types in the course of lung fibrosis are warranted and promise to advance novel therapeutic strategies for this lethal disease.

## Methods

### Animals

C57BL/6 wild-type mice and Cre reporter *ROSA26R*^*(ZsGreen1/ZsGreen1)*^, *ROSA26R*^*(mTmG/mTmG)*^ and *ROSA26R*^*(YFP/YFP)*^ mice were obtained from Jackson Laboratory^65–67^, and *Klf4*^*(flox/flox)*^ mice were from purchased from the Mutant Mouse Resource & Research Center^68^. *Acta2-CreER*^*T2*^, *Pdgfrb-CreER*^*T2*^ and the multicolor *ROSA26R*^*(Rb/Rb)*^ mice were also used^24,39,69,70^. Experiments included male and female mice aged 3–4 months and sex and age-matched controls. Mice are housed in rooms with a 12 h light/12 h dark cycle, ambient temperature of 69–71 °F and 38–50% humidity.

### Tamoxifen, bleomycin and hypoxia treatment

For fate mapping, clonal analysis and cell isolation, mice were injected intraperitoneally with tamoxifen (1 mg or ~40 mg/kg body weight per day for 5 days). For in vivo *Klf4* deletion, mice were injected with tamoxifen (1 mg or ~40 mg/kg per day for 10 days) or with equivalent volume of corn oil (vehicle). After tamoxifen injections, mice were rested for 5 days before bleomycin (Sigma-Aldrich) or hypoxia treatment. Bleomycin was administered orotracheally as a single dose of 1.5 U/kg body weight. As a control for bleomycin treatment, a similar volume of PBS was given orotracheally. Mice were euthanized and lungs were harvested 5, 7, 14 or 21 days after bleomycin or PBS administration. Alternatively, mice were exposed to normoxia or hypoxia (FiO_2_ 10%) for 21 days in a rodent hypoxia chamber with a calibrated oxygen controller and sensor (BioSpherix) and then euthanized, and lungs were harvested.

### Lung preparation and immunohistochemistry

To prepare for sectioning and cell isolation, after euthanizing mice, the pulmonary vasculature was flushed by injecting PBS through the right ventricle. For vibratome sections, lungs were inflated by tracheal injection of 2% low-melting agarose through the trachea. Lungs were harvested, incubated in Dent’s fixative (4:1 methanol/dimethyl sulfoxide) overnight at 4 °C and then stored in 100% methanol at −20 °C. In preparation for staining, lungs were bleached in 5% H_2_O_2_ in methanol, rehydrated sequentially in 75%, 50% and 25% and 0% methanol in PBS. A vibratome was used to cut 150  μm thick sections. For cryosections, flushed lungs were harvested and fixed in 4% paraformaldehyde (PFA) overnight, washed and incubated in 30% sucrose. Lungs were then embedded in optical cutting temperature compound (Tissue-Tek), frozen and stored at −20 or −80 °C. A cryostat was used to cut 10–30 µm thick sections. Both vibratome sections and cryosections were blocked in 0.1% Triton X-100 in PBS (PBS-T) containing 5% goat serum, washed with PBS-T and incubated with primary antibodies overnight at 4 °C. On the next day, sections were washed with PBS-T, incubated in secondary antibodies for 2 h, washed again with PBS-T and mounted in fluorescence mounting medium (DAKO).

Lungs from human adult IPF patients and age-matched controls were fixed in formalin, paraffin embedded and sectioned. Sections were deparaffinized with xylene and rehydrated into water through serial dilutions of ethanol. Rehydrated sections were washed with TNT (10 mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.2% Tween-20) for 10 min. Sections were then incubated in prewarmed (65 °C) antigen retrieval buffer for 30 min in a microwave per manufacturer’s instructions (DAKO). After cooling to room temperature, sections were washed in TNT buffer for 10 min, blocked in PBS-T containing 5% goat serum for 30 min and immunostained as described above for mouse sections.

Primary antibodies used were chicken anti-GFP (1:100, Abcam), rabbit anti-KLF4 (1:100-200, Cell Signaling), rat anti-CD68 (1:200, Bio-Rad), rat anti-MECA32 (1:15, Developmental Studies Hybridoma Bank), directly conjugated Cy3 anti-SMA (1:150-250, Sigma-Aldrich), and biotinylated anti-PDGFR-β (1:50, R&D). Elite ABC reagents (Vector Laboratories) and fluorescein tyramide system (PerkinElmer) were used to amplify the biotinylated PDGFR-β staining^24^. Secondary antibodies (1:250–500) were raised in goat and conjugated to either Alexa-488 (anti-chicken [Abcam], anti-rabbit [Invitrogen]), −564, (anti-rabbit, anti-rat [Invitrogen]), or −647 fluorophore (anti-rabbit [Invitrogen]). Nuclei were visualized by DAPI (1:1000, Sigma-Aldrich).

In the bleomycin model, lung fibrosis is patchy and thus, most sections include both highly fibrotic and non/low fibrotic areas. Fibrotic lung regions were considered SMA+ areas in the parenchyma that were distant from airways or blood vessels. These regions were generally hypercellular (as evidenced by staining with DAPI) and had distorted alveolar structures. In contrast, nonfibrotic regions had relatively intact alveoli, little or no SMA+ cell accumulation in the parenchyma (beyond airway or vascular SMCs) and were not hypercellular.

### Lung collagen content

For qualitative analysis of collagen content, the Picrosirius Red Stain Kit was used per the instructions of the manufacturer (Abcam). Lung cryosections (10 µm) were hydrated in distilled water, incubated in Picrosirius red solution for 1 h, rinsed twice in acetic acid solution, dehydrated in absolute alcohol and mounted in DPX mounting medium (Sigma-Aldrich). For quantitative analysis, Sircol Collagen Assay was performed according to the instructions and with buffers supplied by the manufacturer (Biocolor). Briefly, the entire right lung was disrupted using TissueLyser II (Qiagen), digested overnight in pepsin and acetic acid and centrifuged at 18,400 × g for 30 min. The supernatant was collected, and 1 ml Sircol dye was incubated with 100 μl of the supernatant for 1 h. This sample was centrifuged at 13,500 × g for 10 min, and the resulting pellet was washed in the acid salt wash buffer and resuspended in 250 μl alkali buffer. Optical density (OD) at 555 nm was measured, and the collagen concentration was determined by comparing the OD of samples with that of standards of known collagen concentrations.

### Fate mapping

Mice carrying an inducible Cre recombinase (*Pdgfrb*-*CreER*^*T2*^ or *Acta2*-*CreER*^*T2*^) and a Cre reporter [*ROSA26R*^(*mTmG*/+)^, *ROSA26R*^(*Zs*/+)^ or *ROSA26R*^(*YFP*/+)^] were injected with tamoxifen, rested and a single orotracheal dose of PBS (control group) or bleomycin (experimental group) was administered. On day 7 or 14 after orotracheal treatment, mice were euthanized and lungs were harvested. Lung sections were stained for SMA and nuclei (DAPI) as well as with an antibody directed against GFP or directly imaged for Zs. The contribution of different lineages to the myofibroblast pool were determined by scoring the percentage of parenchymal SMA^+^ DAPI^+^ cells (excluding vascular and airway SMCs) that were also marked by the Cre reporter.

### Clonal analysis

*Pdgfrb*-*CreER*^*T2*^*, ROSA26R*^(*Rb*/+)^ mice were injected with tamoxifen, rested and then exposed to a single orotracheal dose of PBS or bleomycin. Fourteen days later, lungs were harvested. Cryosections were stained with DAPI, and Rb colors (i.e., Cerulean, mOrange, and mCherry) were directly imaged. The number of contiguous cells of the same Rb color was scored to determine the clonal patch size. Patch area of congruent cells marked with the same fluorophore were determined using Image J software.

### Cell proliferation in the murine lung

*Pdgfrb-CreER*^*T2*^*, ROSA26R*^(*YFP*/+)^ mice that were also either *Klf4*^*(flox/flox)*^ or wild type for *Klf4* were injected with tamoxifen, rested, subjected to orotracheal bleomycin and euthanized 5 or 14 days thereafter. Twelve hours prior to euthanasia, mice were injected intraperitoneally with 2.5 mg of EdU (Thermo Fisher Scientific). Harvested lungs were fixed in 4% PFA overnight, permeabilized in 0.5% PBS-T for 30 min, stained with the Click-iT EdU Alexa Fluor 555 Imaging Kit per instructions of the manufacturer (Thermo Fisher Scientific) and then costained for YFP and nuclei (DAPI). Per each genotype analyzed, the percent of YFP^+^ cells that express EdU was determined.

### Isolation of lung PDGFR-β^+^ and SMA^+^ cells

Lungs were finely minced and incubated in 2 mg/ml collagenase Ι (Worthington) in PBS at 37 °C for 20 min. The digestion mixture was passed through a 14-gauge pipetting needle (Cadence Science), incubated at 37 °C for an additional 20 min and then filtered through a 70 μm cell strainer (Falcon). This sc suspension filtrate was centrifuged at 340 × *g* for 5 min, and the pellet was resuspended in cold PBS with 1% fetal bovine serum (FBS; Invitrogen). The resuspended cells were incubated with either PE-conjugated anti-PDGFR-β antibody (1:200, Miltenyi Biotec) for 20 min in the case of *Pdgfrb-CreER*^*T2*^, *Klf4*^*(flox/flox)*^ mice or DAPI (1:1000) to label dead cells for 10 min in the case of *Pdgfrb*-*CreER*^*T2*^, *ROSA26R*^(*Zs*/+)^ mice. The sample was then washed in cold PBS with 1% FBS and centrifuged at 340 × *g* for 5 min. The resulting pellet was resuspended in PBS containing 1% FBS and 0.02% EDTA. DAPI (1:2000) was added to cells from *Acta2*-*CreER*^*T2*^, *ROSA26R*^(*Zs*/+)^ mice or cells from *Pdgfrb-CreER*^*T2*^, *Klf4*^*(flox/flox)*^ mice that had undergone incubation with anti-PDGFR-β antibody. Finally, Zs^+^DAPI^−^ or PDGFR-β^+^DAPI^−^ cells were sorted on a BD FACSAria II cell sorter. Cells stained with DAPI alone were used as a control for anti-PDGFR-β antibody specificity. Lungs from C57BL/6 mice were processed similarly to those of *Pdgfrb*-*CreER*^*T2*^, *ROSA26R*^(*Zs*/+)^ mice, and isolated cells were used as a control for auto-fluorescence in the Zs channel. FlowJo was used to analyze data.

### Western blot

Lung tissues or cells were lysed in RIPA buffer containing complete protease inhibitor and PhosSTOP phosphatase inhibitor cocktails (Roche Applied Science). Lysate was centrifuged at 13,500 × *g* for 10 min at 4 °C, and the supernatant was collected. Protein concentrations were determined by the BCA assay (Pierce). Laemmli buffer (Bio-Rad) containing β-mercaptoethanol was added to 40 μg protein, and boiled at 95 °C for 5 min. Protein were separated by SDS–PAGE, transferred to nitrocellulose membranes (Millipore) overnight, blocked with 5% bovine serum albumin in PBS containing 0.05% Tween-20 for 1 h and incubated with primary antibody overnight at 4 °C. Primary antibodies used were: rabbit anti-KLF4, rabbit anti-SMAD2/3, rabbit anti-GAPDH (1:500, 1:500, 1:5000; Cell Signaling Technology), rabbit anti-phospho-SMAD3, rabbit anti-collagen 1, rabbit anti-CCL2, rabbit anti-FOXM1 (1:500, 1:1000, 1:1000, 1:1000; Abcam), mouse anti-SMA (1:2000, Sigma) and mouse anti-fibronectin (1:5000, BD Biosciences). After washing, membranes were incubated with horseradish peroxidase–conjugated secondary antibodies (1:2000; DAKO) for 1 h. Detection was performed with the Western Blotting Substrate Plus (Pierce) and GBOX imaging system (Syngene).

### Cell culture

Cells were cultured on dishes coated with 0.1% gelatin, and cells of passages 2–4 were used for experiments. Zs^+^ cells isolated from the lungs of *Pdgfrb*-*CreER*^*T2*^, *ROSA26R*^(*Zs*/+)^ mice were cultured in low glucose DMEM (Gibco) supplemented with 10% FBS, 1% penicillin/streptomycin (Life Technologies), 5 μg/ml gentamycin (Sigma-Aldrich) and 4 μg/ml amphotericin B (Corning^TM^). Prior to staining, Zs^+^ cells were fixed in 4% PFA and permeabilized in 0.5% Triton X-100 in PBS. Primary mouse airway SMCs (Cell Biologics) were cultured in SMC medium (Cell Biologics) supplemented with EGF and FGF, 10% FBS and 1% penicillin/streptomycin.

### siRNA-mediated knockdown of Klf4

Murine lung PDGFR-β^+^ cells or airway SMCs were serum starved for 2 h and then transfected with Lipofectamine RNAiMAX or Lipofectamine 2000 (Invitrogen) containing siRNAs (Origene or Dharmacon) targeted against Klf4 (50 nM) or Scr RNA for 6 h. Cells were washed in PBS and cultured in supplemented SMC medium for 72 h. The conditioned medium was then collected, and cells were washed in PBS. Cell lysates were subjected to western blot or RNA was isolated for qRT-PCR analysis.

### Conditioned medium experiments

Conditioned medium from Scr RNA or siKlf4-treated SMCs was centrifuged at 940 × *g* for 5 min, and the supernatant was collected. Isolated Zs^+^ cells from the lungs of *Pdgfrb*-*CreER*^*T2*^, *ROSA26R*^(*Zs*/+)^ mice were serum starved for 2 h, washed two times in PBS and incubated with the conditioned medium supernatant for 24 h prior to collection for qRT-PCR, dot blot or proliferation assay. For proliferation studies, during the last 8 h of this incubation, EdU (10 μm) from the Click-iT EdU Alexa Fluor 555 Imaging Kit (Thermo Fisher Scientific) was added to the conditioned medium supernatant. Cells were then fixed in 4% PFA overnight, permeabilized in 0.5% Triton X-100 in PBS and costained for EdU and other proteins per the manufacturer’s instructions.

### Quantitative real-time PCR analysis

Cells were lysed, and RNA was isolated per the PureLink^TM^ RNA Mini Kit (Invitrogen). The iScript cDNA Synthesis Kit (Bio-Rad) was used for reverse transcription of 200 ng RNA. The mRNA levels of selected genes were determined by qRT-PCR and normalized to Gapdh. Forward and reverse primer pairs for the assayed genes are listed in Supplementary Table 1.

### Dot blot

Dot blot apparatus was assembled with nitrocellulose membrane and filter paper, following instructions of the manufacturer (Bio-Rad). SMC conditioned medium supernatant (100 μl) was applied to each Dot blot well, and the nitrocellulose membrane was allowed to dry for 1 h. The membrane was then blocked in 5% dry milk in tris-buffered saline (TBS) containing 0.1% Tween-20, and incubated in rabbit anti-CCL2 antibody (1:1000, Abcam) overnight at 4 °C. The next day, after washing in TBS with 0.1% Tween-20, the membrane was incubated with horseradish peroxidase–conjugated anti-rabbit secondary antibody (1:2000; DAKO) for 1 h. Detection was performed with the Western Blotting Substrate Plus (Pierce) and GBOX imaging system (Syngene).

### Chromatin immunoprecipitation

Eight confluent 10-cm dishes of PDGFR-β^+^ cells or SMCs (~8 × 10^6^ cells) were treated with 1% formaldehyde for 10 min to cross-link protein to DNA and were neutralized with glycine. Cells were scraped in cold PBS and subjected to ChIP assay using the SimpleChIP Plus Enzymatic Chromatin IP Kit (Cell Signaling) with an antibody targeting KLF4 (Abcam) or Histone H3K9Ac (Cell Signaling). Coprecipitated DNA was analyzed by qPCR with primer sets (sense and antisense) targeting the promoter locus of *Foxm1* (5′-GCCGATTGGCGACGCT-3′ and 5′-CGCCGCTTTCAGTTGTTCCG-3′) or *Tgfb1* (5′-CCTTGACACTCTCATCCGCA-3′ and 5′-TGGGACTTCGTGAGAAAACAGA-3′). For ChIP assay with the anti-KLF4 antibody, the amount of coprecipitated DNA was normalized to that from ChIP using control rabbit IgG (1:500, Cell Signaling). For ChIP assay with the H3K9Ac antibody, the amount of coprecipitated DNA in PDGFR-β^+^ cells is relative to the amount of PCR product amplified from input samples reserved before immunoprecipitation and then normalized to this value in SMCs.

### Imaging

Images were acquired with Leica SP5 or SP8 confocal microscope, PerkinElmer UltraView Vox Spinning Disc confocal microscope or Nikon Eclipse 80i upright fluorescent microscope. For image processing, analysis and cell counting, Volocity software (PerkinElmer), Image J and Adobe Photoshop were used.

### Statistical analysis

Student’s *t* test, one-way ANOVA with Tukey’s multiple comparisons test were used to analyze the data (Prism 7 software). Statistical significance threshold was set at *p* ≤ 0.05. Tests assumed normal distribution and were two-sided, and all data are presented as mean ± standard deviation.

### Study approval

All mouse experiments were approved by the IACUC at Yale University and were performed in accordance with relevant ethical regulations. All procedures involving human subjects were approved by the Institutional Review Board of Yale University (IRB# 1307012431), and we complied with all relevant ethical regulations. Written informed consent was obtained from all participants and/or a family member prior to inclusion in the study.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Data are available in the main figures, Supplementary Figures and Supplementary Data. The source data underlying Figs. 1c, d, f, h, i, 2b, d, e, g, i, 3c–e, g, i, 4a–h, 5c–e, g, i, 6a–f, h, j–l and 7d–l and Supplementary Figs. 5b, 8, 9b, c, 11a, c, 13a, c, 14a, b and 15b are provided as a Source Data file. The TRANSFAC database is publicly available (https://portal.genexplain.com/cgi-bin/portal/login.cgi). The bulk and scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE184672. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Distinct roles of KLF4 in mesenchymal cell subtypes during lung fibrogenesis
**Source:** Nat Commun. 2021 Dec 10;12:7179. doi: 10.1038/s41467-021-27499-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Distinct roles of KLF4 in mesenchymal cell subtypes during lung fibrogenesis**

Rachana R. Chandran, Yi Xie, Eunata Gallardo-Vara, Taylor Adams, Rolando Garcia-Milian, Inamul Kabir, Abdul Q. Sheikh, Naftali Kaminski, Kathleen A. Martin, Erica L. Herzog and Daniel M. Greif

#### **List of Supplementary Items:**

- Supplementary Figures with Legends 1-15
- Supplementary Methods
- Supplementary Table 1
- Supplementary Data 1-3

Wild type - 14 days after bleomycin

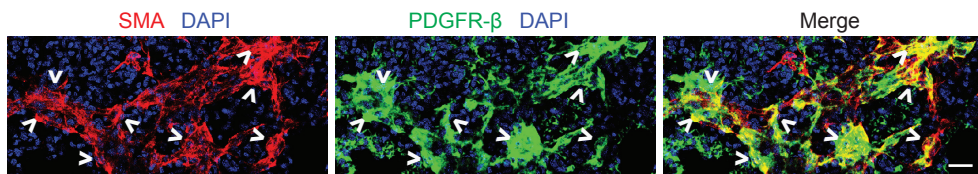

**Supplementary Figure 1. The vast majority of myofibroblasts in bleomycin-induced lung injury express PDGFR- $\beta$ .** Wild type mice were given a single orotracheal dose of bleomycin and lungs were harvested 14 days later. Lung cryosections were stained with SMA, PDGFR- $\beta$  and nuclei (DAPI). Open arrowheads indicate PDGFR- $\beta$ + myofibroblasts. n=3 mice. Scale bar, 25  $\mu$ m.

a

*Pdgfrb-CreER* or *Acta2-CreER* and *ROSA26R(Zs-Green1/+)*

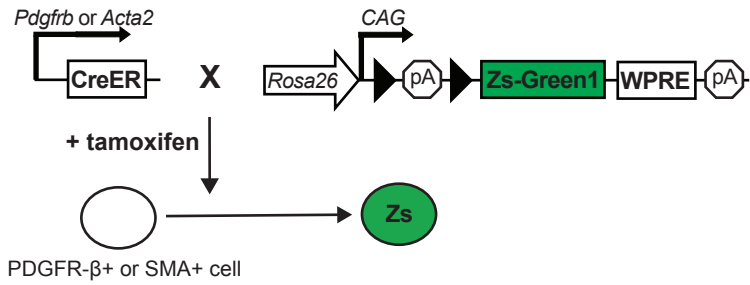

b

*Pdgfrb-CreER* or *Acta2-CreER* and *ROSA26R(YFP/+)*

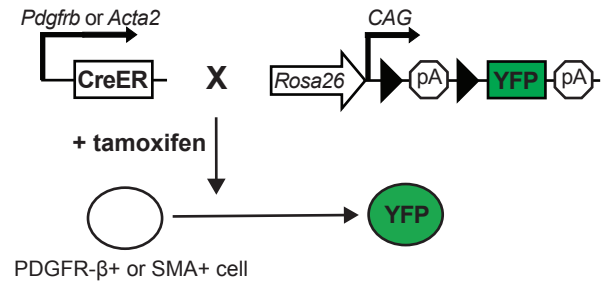

c

*Pdgfrb-CreER* or *Acta2-CreER* and *ROSA26R(mTomG/+)*

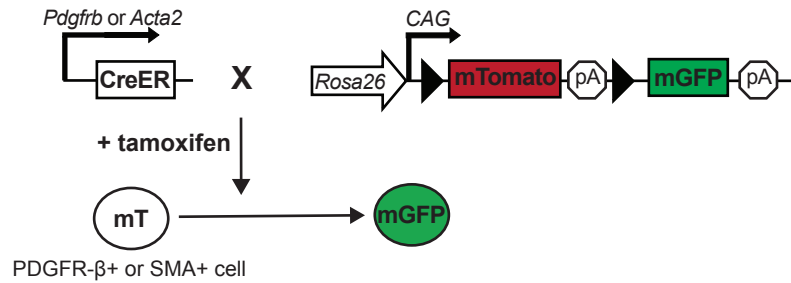

d

*Pdgfrb-CreER* or *Acta2-CreER* and *ROSA26R(Rb/+)*

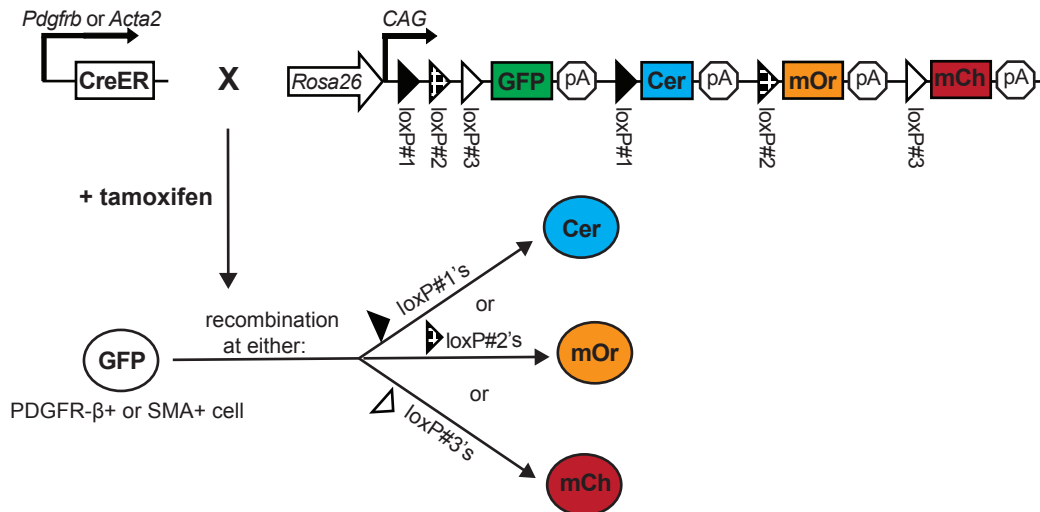

e

*Pdgfrb-CreER* or *Acta2-CreER* and *Klf4(flox/flox)*

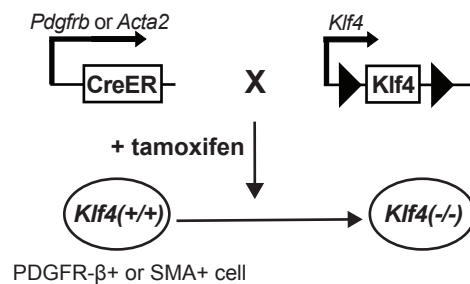

**Supplementary Figure 2. Schematic of genetic strategies for cell marking or *Klf4* deletion in mice. a-d,** *Pdgfrb-CreERT2* or *Acta2-CreERT2* mice also carrying one allele of a Cre reporter - Zs-Green1 (Zs), YFP, mTomato mGFP (mTmG) or Rainbow (Rb) - knocked into the *ROSA26* locus were used for inducible cell marking in investigations herein. The CAG promoter consists of a cytomegalovirus enhancer, chicken *beta actin* gene promoter and splice acceptor of the rabbit *beta globin* gene. The woodchuck hepatitis virus posttranscriptional regulatory element (WPRE) enhances mRNA transcript stability. Cer, Cerulean; mOr, membrane Orange; mCh, membrane Cherry. **e,** *Pdgfrb-CreERT2* or *Acta2-CreERT2* mice also carrying *Klf4(flox/flox)* were used for inducible *Klf4* deletion in PDGFR- $\beta$ + or SMA+ cells.

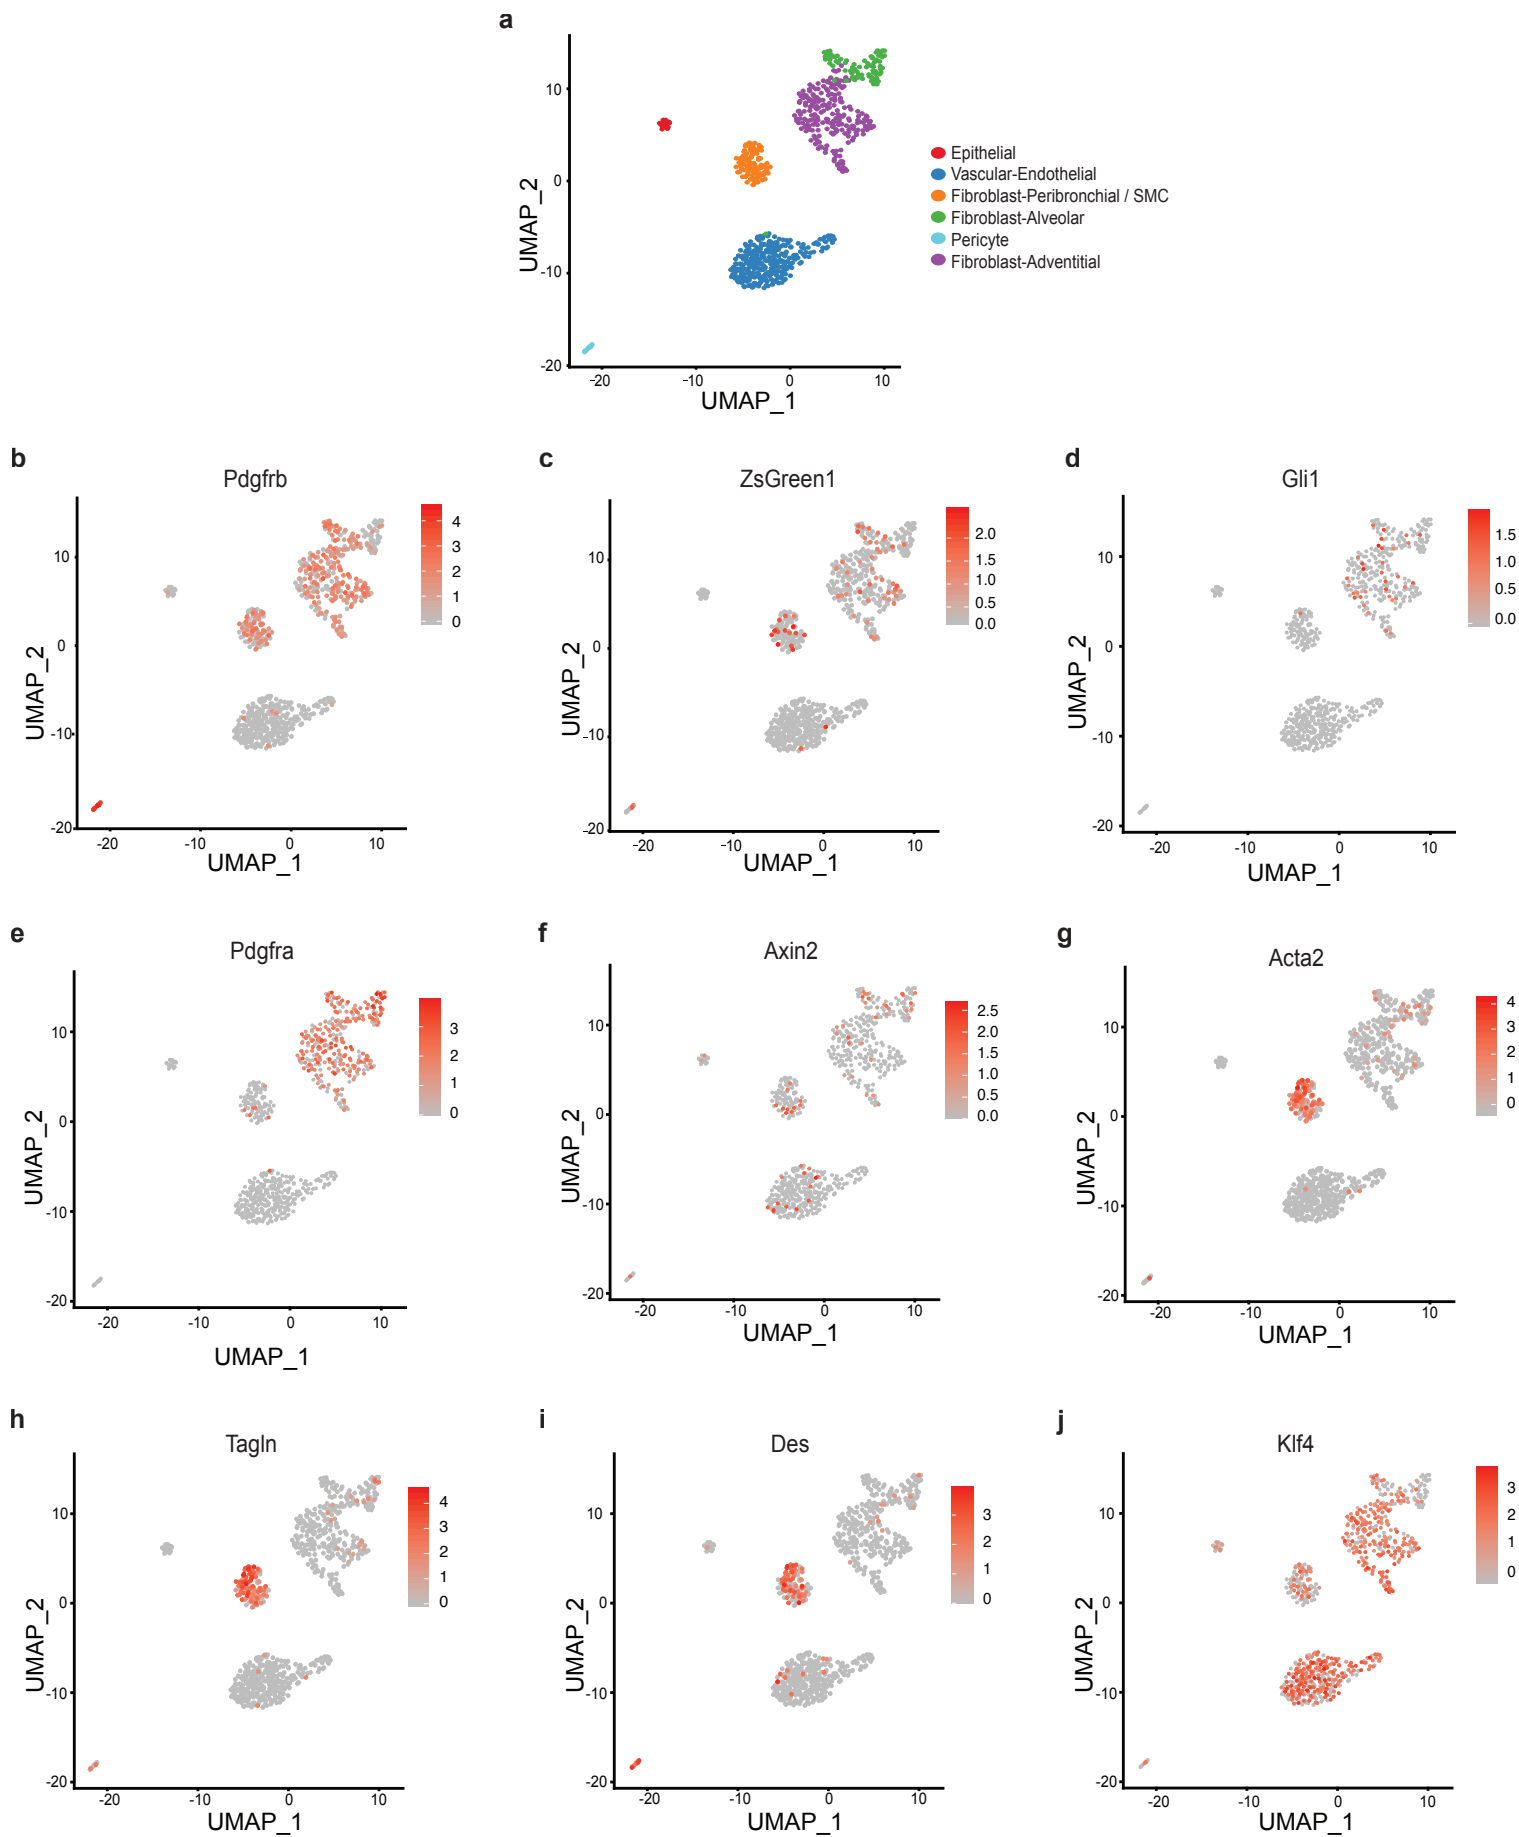

**Supplementary Figure 3. scRNA-seq analysis of stromal cells in the *Pdgfrb-CreERT2, ROSA26R(Zs/+)* murine lung under basal conditions.** *Pdgfrb-CreERT2, ROSA26R(Zs/+)* mice were induced with tamoxifen and rested. Lung cells were subjected to scRNA library construction (10X Genomics), sequencing and then annotating and clustering. Uniform manifold approximation and projection (UMAP) of 720 non-immune lung cells is shown. **a**, Cells are colored by their categorized cell-type identity. **b-g**, The same UMAP, colored by normalized expression levels of *Pdgfrb*, *ZsGreen1* (*Zs*) reporter, *Gli1*, *Pdgfra*, *Axin2*, *Acta2*, *Tagln*, *Des* and *Klf4* as indicated. Unique molecular identifiers are scaled to ten thousand transcripts per cell and then natural log transformed with a pseudocount of one.

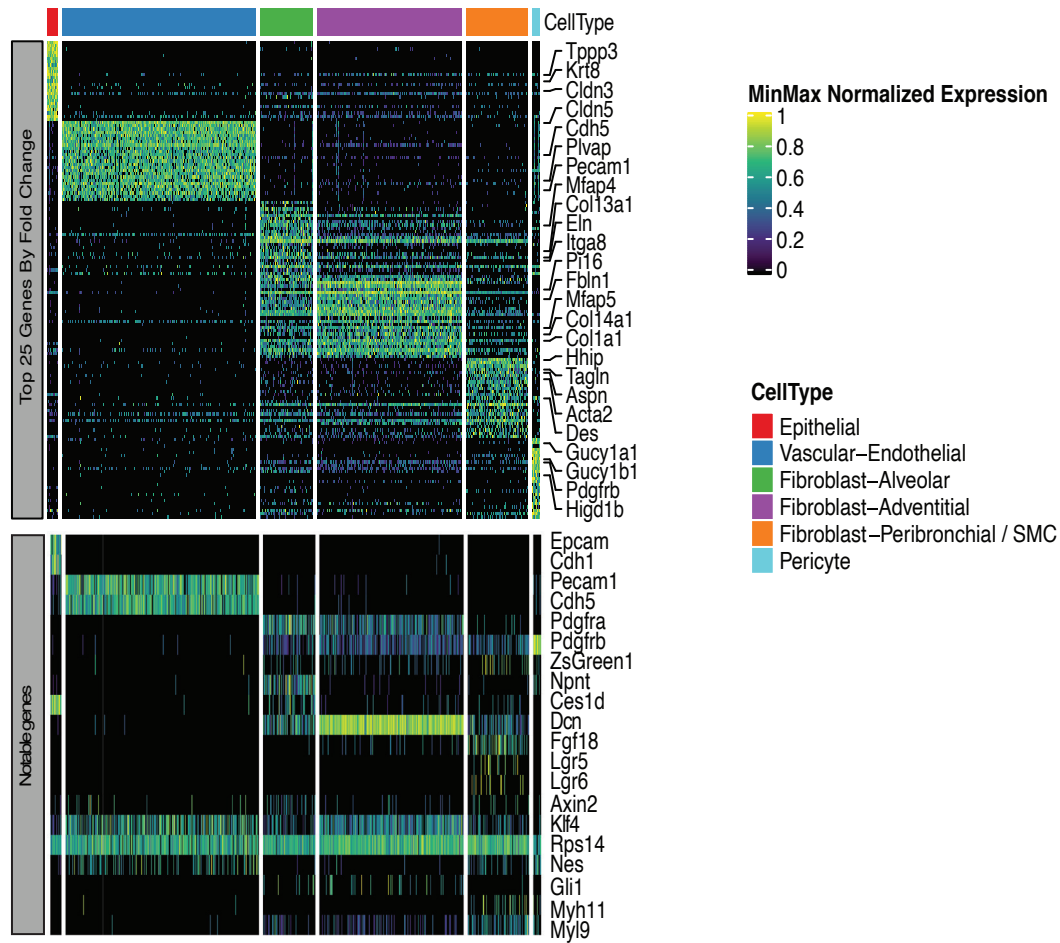

**Supplementary Figure 4. Heatmap representation of gene expression signatures across cells for scRNA-seq analysis described in Supplementary Figure 3.** Each column represents one cell with columns grouped by their assigned cell-type identity. Each row represents expression for one gene. The upper section of the heatmap represents the top 25 marker genes for each cell-type ranked by fold change. The lower section represents expression of canonical lineage markers, ZsGreen1 reporter and other notable genes. Log transformed, scaled expression values for each gene are unity normalized between values of 0 and 1 across all cells (columns).

*Pdgfrb-CreER, ROSA26R(mTmG/+)*

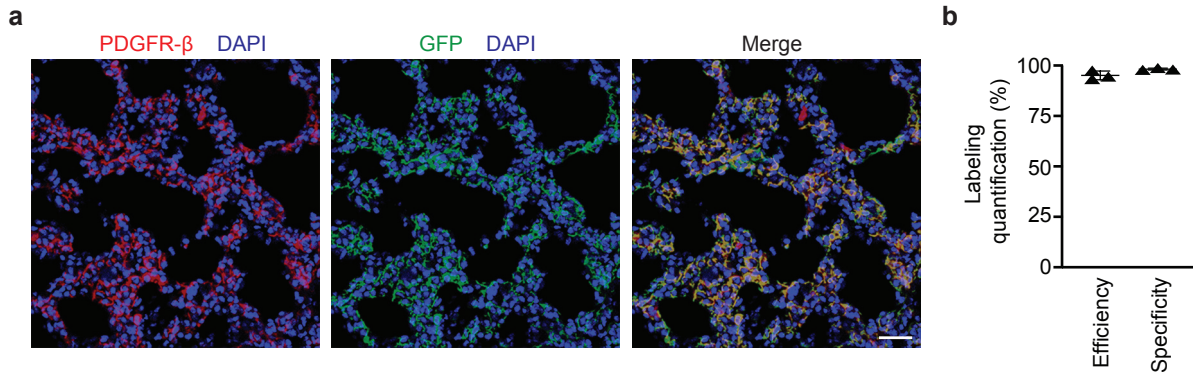

*Pdgfrb-CreER, ROSA26R(mTmG/+) - 14 days after PBS*

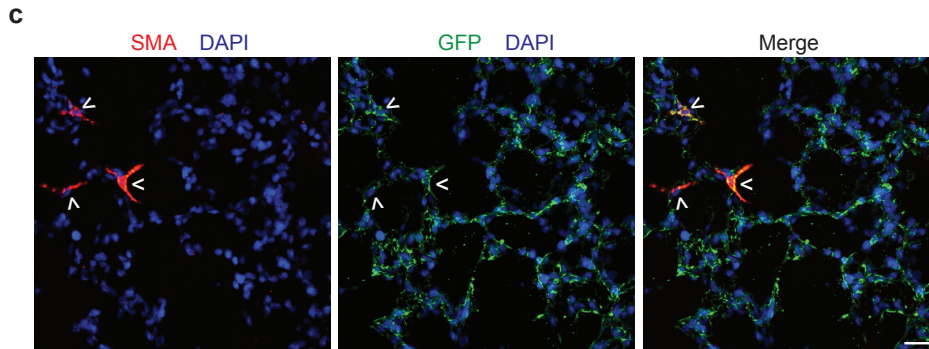

*Pdgfrb-CreER, ROSA26R(mTmG/+) - 14 days after bleomycin*

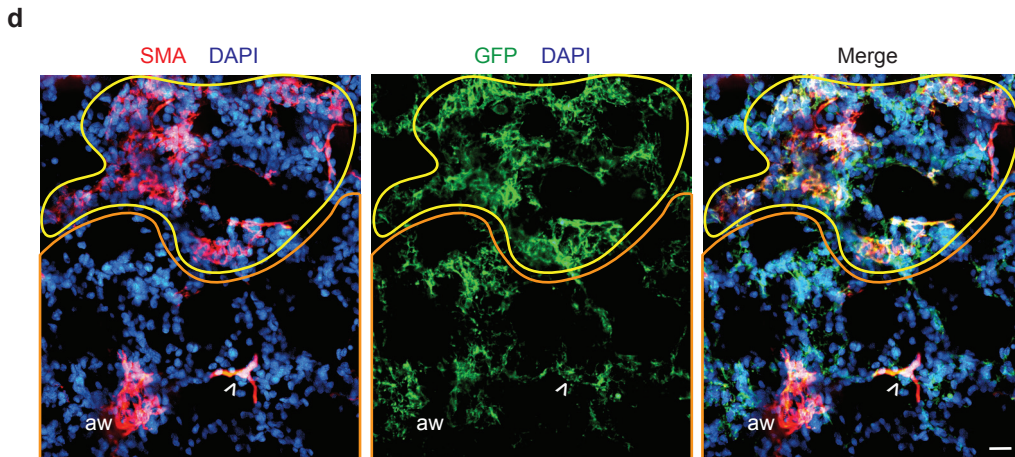

**Supplementary Figure 5. Cell marking with *Pdgfrb-CreERT2*.** *Pdgfrb-CreERT2, ROSA26R(mTmG/+)* mice were induced with tamoxifen and rested. In **a**, mice were then euthanized. In **c**, **d**, mice were given a single orotracheal dose of PBS (**c**) or bleomycin (**d**) and euthanized fourteen days later. Lungs were stained for GFP (fate marker), nuclei (DAPI) and either PDGFR- $\beta$  or SMA. In **d**, fibrotic and non-fibrotic regions are indicated by yellow and orange demarcations, respectively. In **b**, stains represented by **a** were used to determine the labeling efficiency (% of PDGFR- $\beta$ + cells that are GFP+) and specificity (% of GFP+ cells that are PDGFR- $\beta$ +).  $n=3$  mice, 3 sections per mouse, an average of 263 cells were analyzed per section. Arrowheads indicate myofibroblasts. aw, airway. Data are averages  $\pm$  SD. Source data are provided as a Source Data file. Scale bars, 25  $\mu$ m.

*Acta2-CreER, ROSA26R(mTmG/+)* - 14 days after PBS

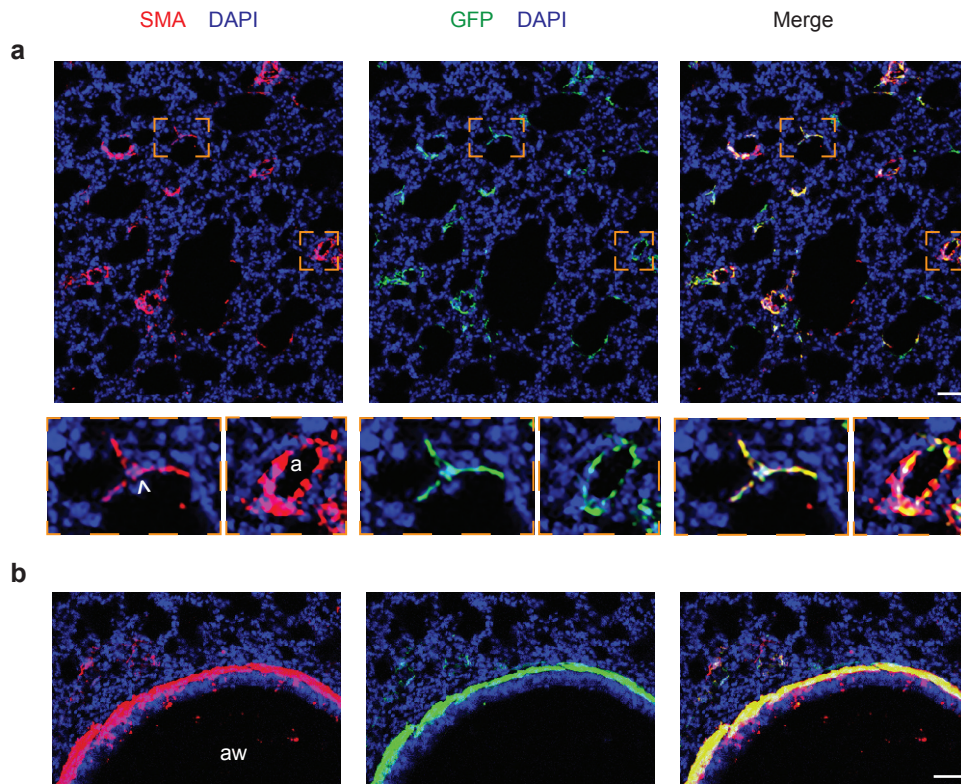

*Acta2-CreER, ROSA26R(mTmG/+)* - 14 days after bleomycin

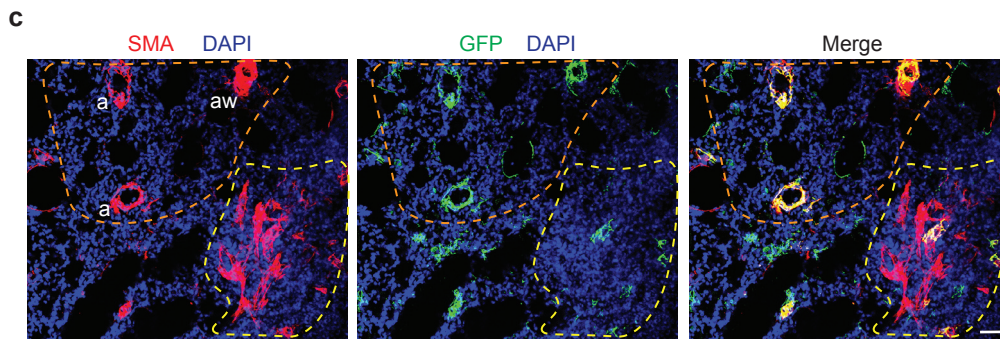

**Supplementary Figure 6. Cell marking with *Acta2-CreERT2*.** *Acta2-CreERT2, ROSA26R(mTmG/+)* mice were induced with tamoxifen, rested, injected with a single orotracheal dose of PBS (**a**, **b**) or bleomycin (**c**) and euthanized fourteen days later. Lungs were stained for SMA, GFP (fate marker) and nuclei (DAPI). In **a**, boxed regions are shown as close-ups below. In **c**, fibrotic and non-fibrotic regions are indicated by yellow and orange demarcations, respectively.  $n=3$  mice. Scale bars, 50  $\mu\text{m}$ .

*Pdgfrb-CreER, ROSA26R(mTmG/+)* - tamoxifen

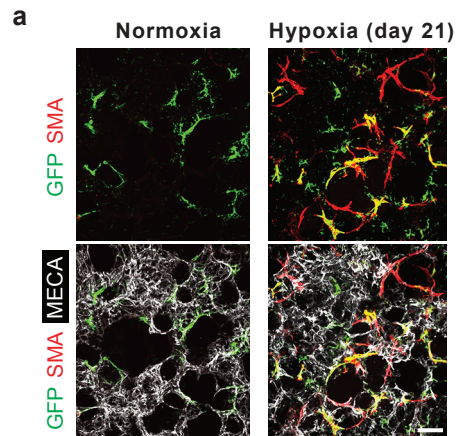

*Pdgfrb-CreER, Klf4(flox/flox)*

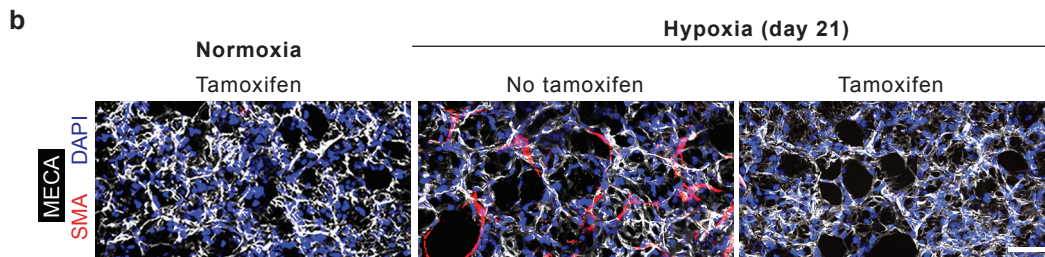

**Supplementary Figure 7. With hypoxia, PDGFR- $\beta$ <sup>+</sup> cells give rise to many lung myofibroblasts and *Klf4* deletion attenuates myofibroblast accumulation.** *Pdgfrb-CreERT2* mice were or were not induced with tamoxifen as indicated and then rested and exposed to normoxia or hypoxia (FiO<sub>2</sub> 10%) for 21 days. Lung vibratome sections were analyzed. In **a**, mice also carrying *ROSA26R(mTmG/+)* were induced with tamoxifen, and sections were stained for SMA, GFP (fate marker) and MECA-32 (ECs). Per treatment group, n=2 mice, 8 sections per mouse were analyzed. In **b**, sections from mice also carrying *Klf4(flox/flox)* were stained for SMA, MECA-32 and nuclei (DAPI). For each experimental group, n=3 mice and at least 10 sections per mouse were stained. Scale bars, 25  $\mu$ m.

*Pdgfrb-CreER, ROSA26R(Rb/+)* - 14 days after bleomycin

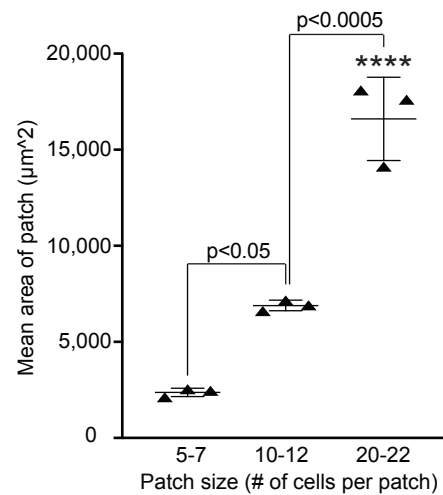

**Supplementary Figure 8. Following bleomycin treatment, patches of clones with more cells cover a larger area than clones with fewer cells.** *Pdgfrb-CreERT2, ROSA26R(Rb/+)* were labelled with tamoxifen, rested, subjected to a single orotracheal bleomycin dose and euthanized 14 days later. Lung cryosections were stained with DAPI and directly imaged for Rb colors (mCherry, mOrange, Cerulean). Among clones consisting of 5-7, 10-12 or 20-22 cells, clones were chosen randomly and the clonal patch area was measured. n=3 mice, 5 patches per each clone cell size per mouse. One-way ANOVA with Tukey's multiple comparisons test was used. Patch size 5-7 vs. 10-12 (p=0.011), 10-12 vs. 20-22 (p=0.0002), \*\*\* vs. 5-7 (p<0.0001). Data are averages +/- SD. Source data are provided as a Source Data file.

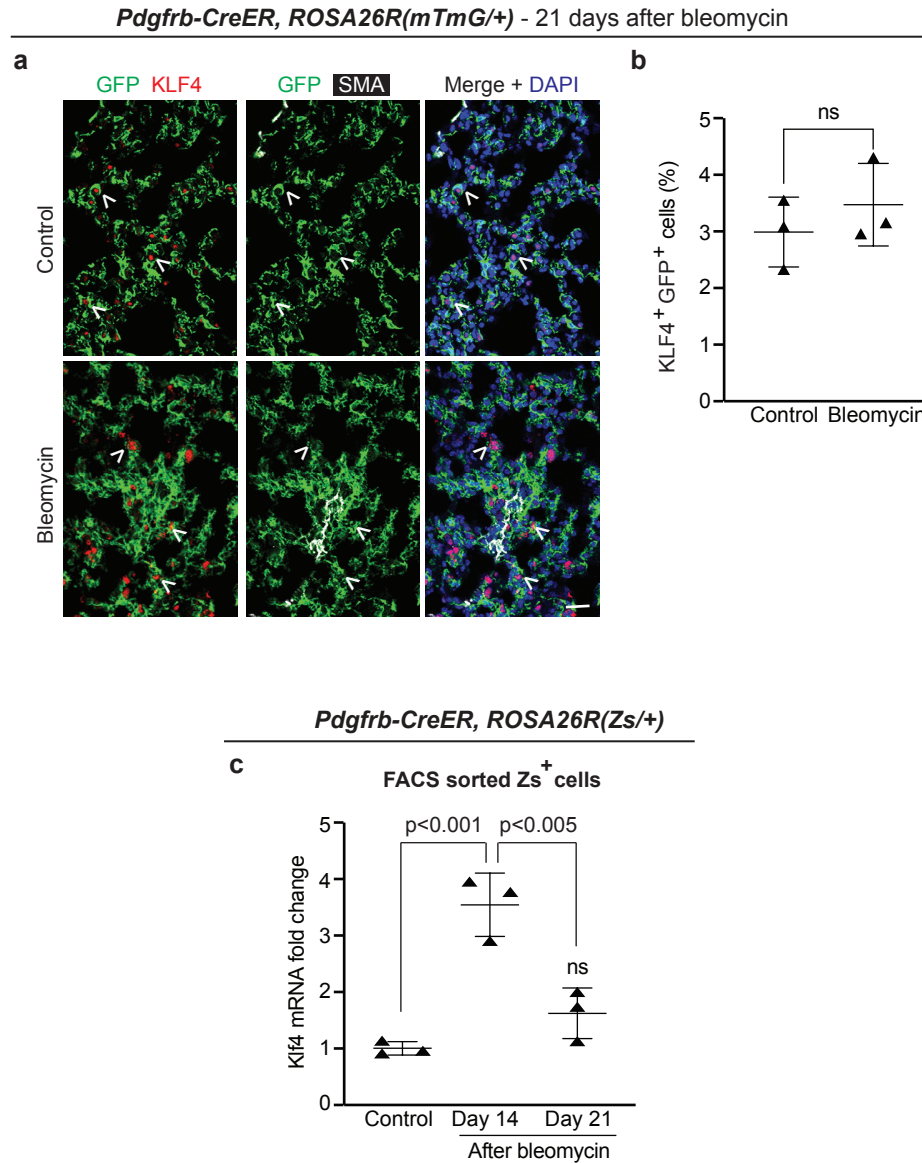

**Supplementary Figure 9. KLF4 expression in the lineage of PDGFR- $\beta$ <sup>+</sup> cells in the lung does not differ significantly between untreated mice or day 21 after bleomycin treatment.** *Pdgfrb-CreERT2* mice carrying *ROSA26R(mTmG/+)* or *ROSA26R(Zs/+)* as indicated were induced with tamoxifen, rested and then not treated (control) or treated with an orotracheal bleomycin dose. **a**, Twenty-one days later, mice were euthanized, and lung cryosections were stained for KLF4, GFP (fate marker), SMA and nuclei (DAPI). Arrowheads indicate KLF4+GFP+ cells. Scale bar, 25  $\mu$ m. **b**, Quantification of the percentage of GFP+ cells that express KLF4 are shown.  $n=3$  mice, 5 sections per mouse, and on average 393 GFP+ cells per section were scored. Two-tailed Student's t-test was used, ns (not significant). **c**, Fourteen or twenty-one days following bleomycin or no treatment, Zs+ cells were isolated by FACS and subjected to qRT-PCR. Levels of *Klf4* transcript are relative to *Gapdh* and normalized to no treatment. For each treatment group and time point,  $n=3$  mice in triplicate. One-way ANOVA with Tukey's multiple comparisons was used. Control vs. day 14 ( $p=0.0008$ ), day 14 vs. day 21 ( $p=0.0033$ ), ns vs. control. Data are averages  $\pm$  SD. Source data are provided as a Source Data file.

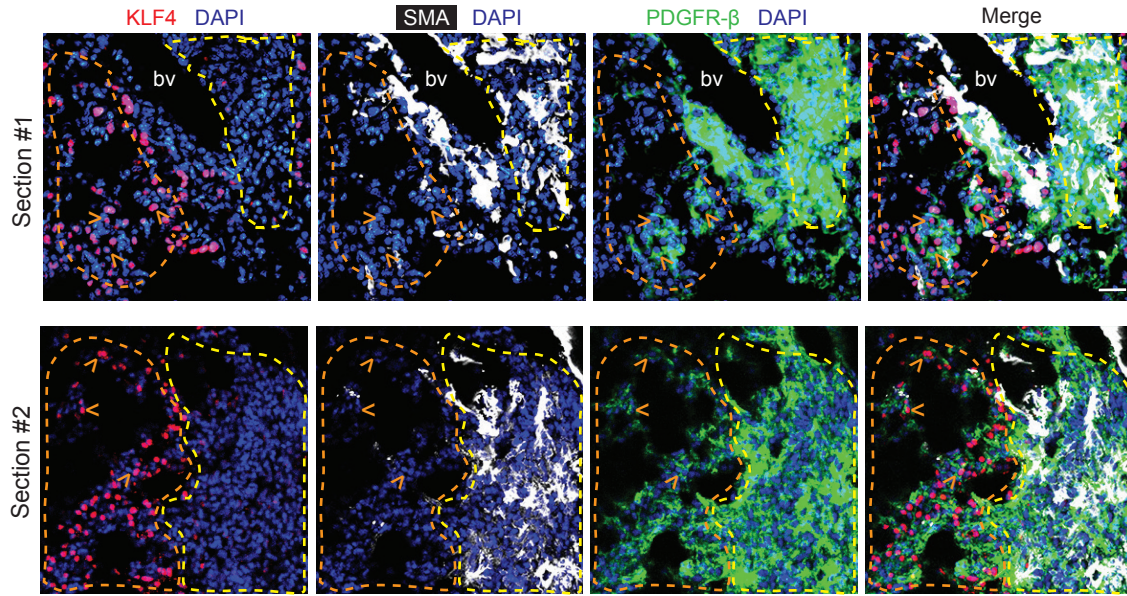

**Supplementary Figure 10. KLF4 is down-regulated in SMA+ pathological myofibroblasts.** Fourteen days after a single orotracheal dose of bleomycin, wild type mice were euthanized and lung cryosections were stained for KLF4, SMA, PDGFR- $\beta$  and nuclei (DAPI). Sections #1 and #2 are representative images from different mice; n=6 mice. Orange and yellow lines enclose areas with minimal SMA+ myofibroblasts and highly fibrotic areas with SMA+ myofibroblasts, respectively. Arrowheads indicate PDGFR- $\beta$ +KLF4+ cells in low fibrotic areas. Scale bar, 25  $\mu$ m.

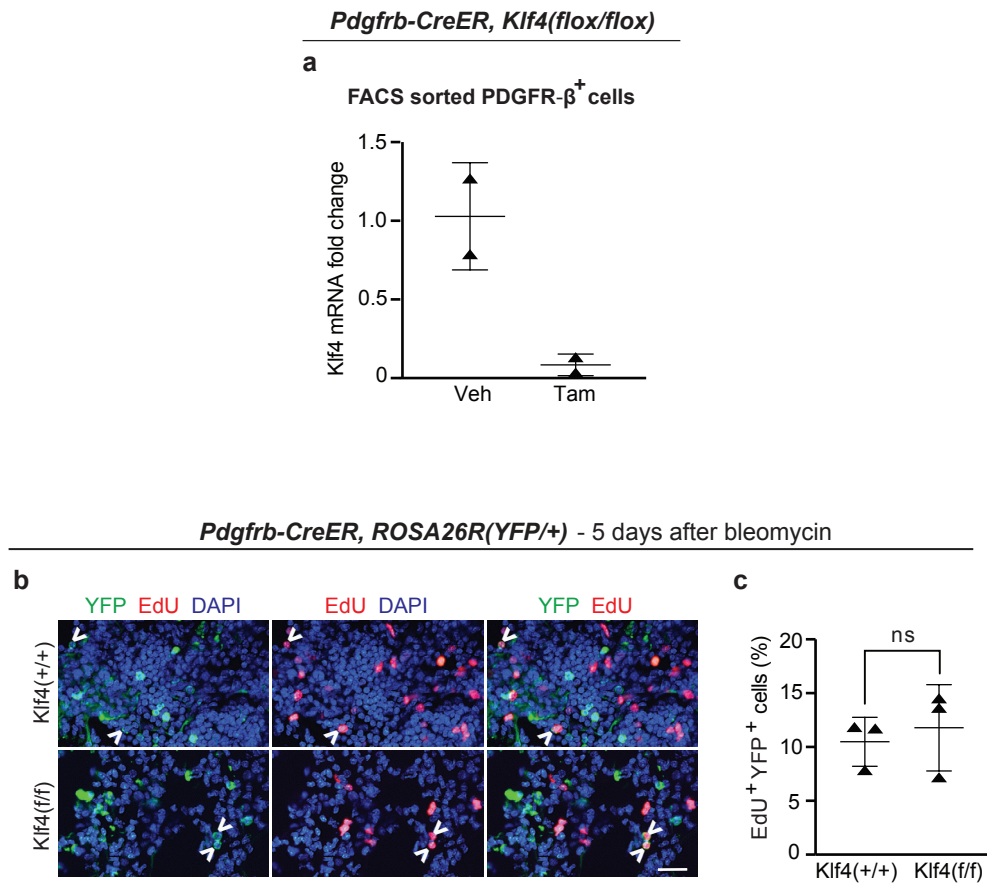

**Supplementary Figure 11. *Klf4* deletion in lung PDGFR- $\beta^+$  cells is efficient but does not change bleomycin-induced proliferation of PDGFR- $\beta$ -derived lung cells at day 5.** **a**, *Pdgfrb-CreERT2, Klf4(flox/flox)* mice were treated with vehicle (Veh; corn oil) or tamoxifen (Tam) and then rested. Lung PDGFR- $\beta^+$  cells were isolated by FACS, and *Klf4* mRNA levels were assayed by qRT-PCR.  $n=2$  mice for each treatment with qRT-PCR done in triplicate. **b**, **c**, *Pdgfrb-CreERT2, ROSA26R(YFP/+)* mice also carrying *Klf4(flox/flox)* or wild type for *Klf4* were induced with tamoxifen, rested, treated with a single orotracheal dose of bleomycin and then euthanized five days later. EdU was administered 12 hours before euthanasia. In **b**, lung cryosections were stained for YFP (fate marker), EdU and nuclei (DAPI) with arrowheads indicating proliferating YFP<sup>+</sup> cells. Scale bar, 25  $\mu$ m. In **c**, percent of YFP<sup>+</sup> cells that are EdU<sup>+</sup> is shown. For each genotype,  $n=3$  mice, 3 sections per mouse and an average of 48 YFP<sup>+</sup> cells were analyzed per section. Two-tailed Student's t-test; ns, not significant. Data are averages  $\pm$  SD. Source data are provided as a Source Data file.

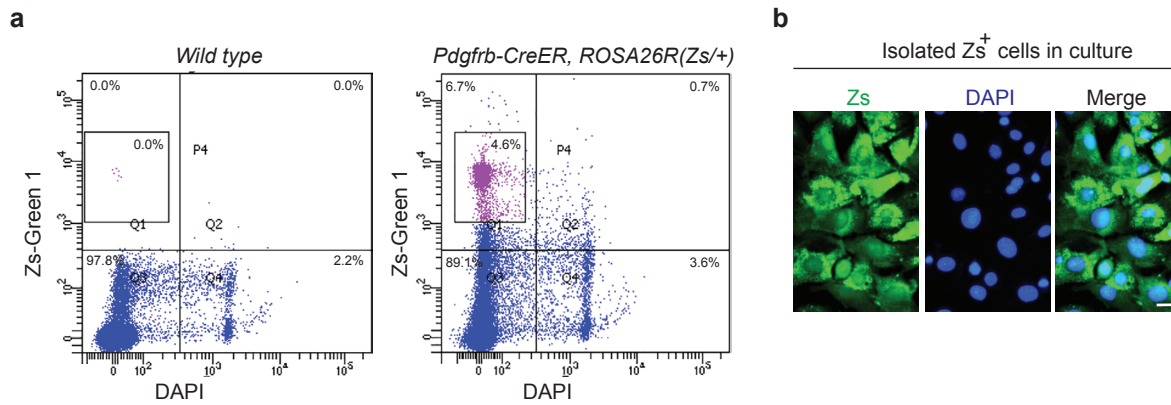

**Supplementary Figure 12. Isolation of Zs<sup>+</sup> cells from the lungs of *Pdgfrb-CreERT2, ROSA26R(Zs/+)* mice.** Lungs were harvested from wild type and tamoxifen-injected *Pdgfrb-CreERT2, ROSA26R(Zs/+)* mice, and a single cell suspension was generated. Cells were stained with DAPI, and Zs<sup>+</sup>DAPI<sup>-</sup> cells were isolated by FACS. **a**, FACS plots of wild type (left panel) and *Pdgfrb-CreERT2, ROSA26R(Zs/+)* (right panel) mice. Lung cells from wild type mice were used to control for auto-fluorescence and set gating for Zs<sup>+</sup> cell isolation. Box within quadrant #1 (Q1) indicates the isolated Zs<sup>+</sup>DAPI<sup>-</sup> cells. n=5. **b**, Isolated Zs<sup>+</sup> cells were cultured for two weeks and then stained for nuclei (DAPI) and directly imaged for Zs. n=5. Scale bar, 25  $\mu$ m.

*Acta2-CreER, ROSA26R(Zs/+)*

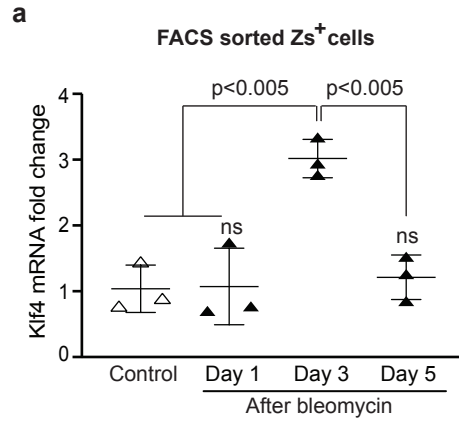

*Acta2-CreER, ROSA26R(Zs/+) - 14 days after bleomycin*

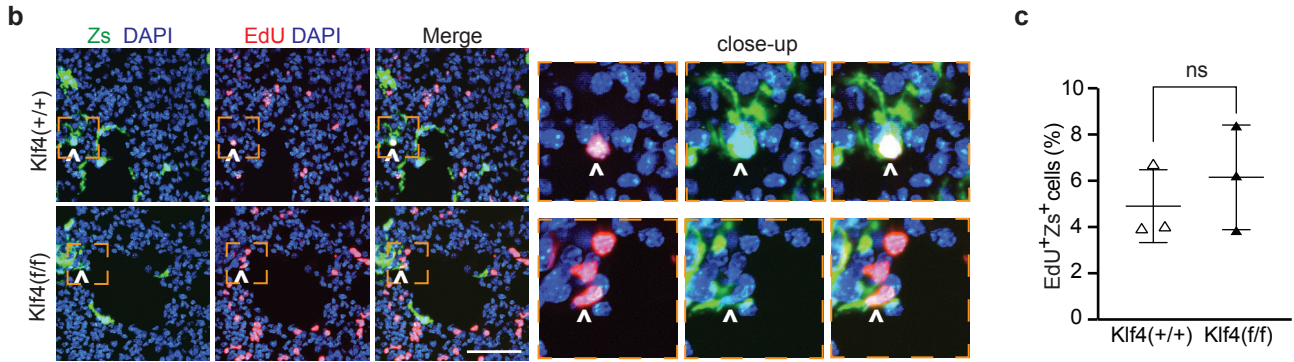

**Supplementary Figure 13. With bleomycin administration, KLF4 is dynamically upregulated in SMA<sup>+</sup> lung cells but Klf4 deletion in SMA<sup>+</sup> cells does not alter proliferation of this lineage.** *Acta2-CreERT2, ROSA26R(Zs/+)* mice were induced with tamoxifen and rested. **a**, Mice were or were not treated with a single orotracheal dose of bleomycin, and at 1, 3 and 5 days later, Zs<sup>+</sup> cells were isolated by FACS and subjected to qRT-PCR for Klf4 and Gapdh. Transcript levels of Klf4 relative to that of Gapdh for each time point and normalized to control (no treatment) are shown. For each time point, n=3 mice in triplicate. One-way ANOVA with Tukey's multiple comparisons test was used. Control vs. day 3 (p=0.0018), day 3 vs. day 5 (p=0.0033). ns, not significant vs. control. **b**, **c**, Mice were also carrying *Klf4(flox/flox)* or were wild type for *Klf4*. EdU was administrated 12 hours before mice were euthanized on day 14 after bleomycin, and lung sections were stained for EdU and nuclei (DAPI) and directly imaged for Zs. In **b**, boxed areas are shown as close-ups on the right, and arrowheads indicate EdU+Zs<sup>+</sup> cells. Scale bar, 25  $\mu$ m. In **c**, the percentage of Zs<sup>+</sup> cells that are EdU<sup>+</sup> is shown for *Klf4* wild type and floxed groups. For each genotype, n=3 mice, 3 sections per mouse and an average of 67 Zs<sup>+</sup> cells per section were analyzed. Two-tailed Student's t-test was used. Data are averages  $\pm$  SD. Source data are provided as a Source Data file.

*Pdgfrb-CreER, ROSA26R(Zs/+): Zs<sup>+</sup>* cells

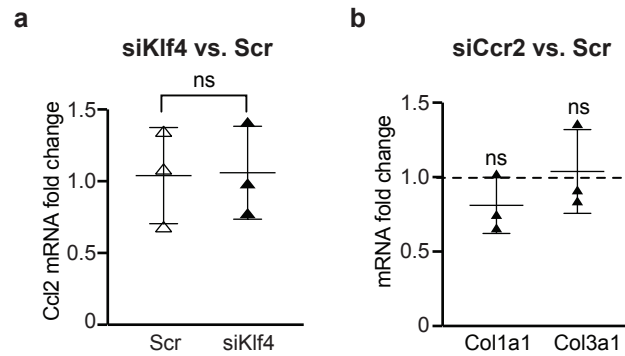

**Supplementary Figure 14. siRNA mediated knockdown of lung Zs<sup>+</sup> cells isolated from *Pdgfrb-CreERT2, ROSA26R(Zs/+)* mice.** Zs<sup>+</sup> cells were isolated by FACS from the lungs of tamoxifen-induced *Pdgfrb-CreERT2, ROSA26R(Zs/+)* mice. Cells were then subjected to scrambled (Scr) RNA or siRNA-mediated knockdown of Klf4 (a) or Ccr2 (b). Transcript levels of Ccl2 (a) or Col1a1 and Col3a1 (b) were determined by qRT-PCR relative to Gapdh and normalized to Scr. n=3 in triplicate. Two-tailed Student's t-test was used. ns, not significant. Data are averages  $\pm$  SD. Source data are provided as a Source Data file.

**a****Bulk RNA-seq**

| Gene Symbol | Log2 FC | SMC                    | PDGFR-beta+ |                       |
|-------------|---------|------------------------|-------------|-----------------------|
|             |         | FDR (p-adj)            | Log2 FC     | FDR (p-adj)           |
| Klf4        | -2.20   | $6.35 \times 10^{-38}$ | -3.56       | 0                     |
| Pdk1        | 0.74    | $2.56 \times 10^{-18}$ | -0.52       | $1.29 \times 10^{-4}$ |

**b****qRT-PCR**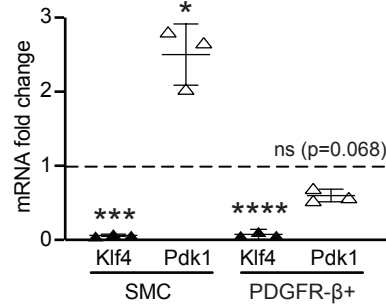

**Supplementary Figure 15. Klf4 silencing increases Pyruvate dehydrogenase kinase (Pdk) 1 transcript levels in SMCs but not PDGFR-β+ cells.** Murine lung SMCs or Zs+ cells isolated from the lungs of tamoxifen-induced *Pdgfrb-CreERT2*, *ROSA26R*(Zs/+) mice were subjected to Scr RNA or siKlf4 treatment. Transcript levels of Klf4 and Pdk1 were determined by bulk RNA-seq (**a**) or qRT-PCR (**b**). In **b**, transcript levels were relative to that of Gapdh. In **a**, **b**, results of siKlf4 treatment were normalized to results of Scr treatment. n=3 per condition, each n in **b** was done in triplicate. FC, fold change. FDR, false discovery rate. For **a**, DESeq2 was used which employs two-sided Wald test to determine the p-value and Benjamini-Hochberg FDR for p-adjusted value. For **b**, two-tailed Student's t-test was used; \*, p=0.011; \*\*\*, p=0.0004; \*\*\*\*, <0.0001; ns (not significant, p=0.068) vs. Scr. Data are averages +/- SD. Source data are provided as a Source Data file.

## **Supplementary Methods**

### **Sample preparation for single-cell RNA sequencing**

Finely minced lung tissue was incubated at 37°C for 40 min in an enzyme mixture from the Lung Dissociation Kit (Miltenyi Biotec) as per the manufacturer's instructions. At 20 min intervals during this incubation, tissue was subjected to the gentle lung dissociation protocol using a gentleMACS dissociator (Miltenyi Biotec). Enzymatic activity was then inhibited by adding 10% FBS in PBS. Cell suspensions from three mice were pooled and passed through a 70 µm cell strainer and centrifuged at 700 ×g for 10 min at 4°C. Cells were stained with DAPI (nuclear stain) and  $Zs^+$  DAPI<sup>-</sup> cells and  $Zs^-$  DAPI<sup>-</sup> cells were isolated by FACS. Isolated  $Zs^+$  and  $Zs^-$  cells were hash-tagged separately following manufacturer's instructions (Biolegned), stained with Trypan blue and then counted on a Countess Automated Cell Counter (Thermo Fisher Scientific) to assess single cell suspension and viability. The cells were then pooled together in PBS with 0.04% bovine serum albumin and then subjected to library preparation and DropSeq.

### **Construction of 10X Genomics single cell 3' RNA-seq libraries and sequencing:**

#### **a) Gel Beads-In-Emulsion generation and barcoding**

Single cell suspension in RT Master Mix (75 µl) was loaded on the Single Cell A Chip and partitioned with a pool of ~750,000 barcoded gel beads to form nanoliter-scale Gel Beads-In-Emulsions (GEMs). Each gel bead has primers containing: (i) an Illumina R1 sequence (read 1 sequencing primer), (ii) a 16 nt 10x Barcode, (iii) a 10 nt Unique Molecular Identifier (UMI), and (iv) a poly-dT primer sequence. Upon dissolution of the Gel Beads in a GEM, the primers

were released and mixed and incubated with cell lysate and RT Master Mix, producing barcoded, full-length cDNA from poly-adenylated mRNA.

#### **b) Post GEM reverse transcription cleanup, cDNA amplification and library construction**

Silane magnetic beads were used to isolate cDNA from leftover biochemical reagents and primers in the post GEM reaction mixture. Full-length, barcoded cDNA was then amplified by PCR to generate sufficient DNA for library construction. Enzymatic fragmentation and size selection were used to optimize cDNA amplicon size prior to library construction. R1 (read 1 primer sequence) were added during GEM incubation. P5, P7, a sample index, and R2 (read 2 primer sequence) were added during library construction via end repair, A-tailing, adaptor ligation and PCR. The final libraries contain the P5 and P7 primers used in Illumina bridge amplification.

#### **c) Sequencing libraries**

The single cell 3' library comprised standard Illumina paired-end constructs which begin and end with P5 and P7. The single cell 3' 16 bp 10x Barcode and 10 bp UMI were encoded in Read 1, and Read 2 was used for sequencing the cDNA fragment. Sequencing the single cell 3' library produced standard Illumina Binary Base Call data which includes the paired-end Read 1 and Read 2 and the sample index in the i7 index read.

#### **Processing scRNA-seq data**

scRNA-seq data was processed with Cell Ranger v3.1.0. 62.7% of reads were confidently aligned to a modified version of the mouse transcriptome mm10 that includes the sequence for

the gene ZsGreen1. The top cell barcodes selected by Cell Ranger were then utilized for downstream analysis.

### **Cell barcode clustering and annotation**

All analyses were performed in R version 3.6.1. Graph embedding and clustering were performed using the R package Seurat v3.1.0. UMI counts were scaled to 10,000 UMIs per cell, then natural log transformed with a pseudo-count of one ( $\log((\text{TPM}/100) + 1)$ ). Feature selection, principal component analysis, neighbor embedding and Louvain modularity clustering were recursively performed on the data. This analysis was conducted to identify discrete clusters of cell populations with consistent gene signatures in each cluster and distinctness between clusters. Clusters were then annotated as either a multiplet population or known cell type by curation of transcriptional marker genes. Mesenchymal cell-type nomenclature was assigned to clusters in concordance with findings previously reported by Tsukui et al (ref<sup>#37</sup> in main text). Multiplets were identified as cell populations whose transcriptomic profile resembled a combination of two or more cell populations found in the data. Markers previously shown to be enriched in peribronchial mesenchymal cells (Hhip, Aspn) or in airway/vascular SMCs (Myh11, Acat2) (ref<sup>#37</sup>) were observed in our scRNA-seq data to not be distinctly expressed but instead co-expressed among a single population of cells that we labeled as “fibroblast-peribronchial / SMC”. These cells are unlikely to be multiplets because singlets of either population were not identified, and their absolute RNA content was similar to ordinary cells. This cell population may be representative of the lung “myofibroblast” cluster reported by Xie et al. that similarly expresses markers of SMCs (Acta2, Myh11, Tgln) as well as Hhip, Aspn (ref<sup>#38</sup>) and the “peribronchial fibroblast” cluster reported by Tsukui et al. (ref<sup>#37</sup>). Of note, similar to our results, Xie et al. did

not report a distinct SMC cluster in their scRNA-seq analysis of the lung (ref<sup>#38</sup>). Potentially, in contrast to Tsukui et al. (ref<sup>#37</sup>), we did not detect a distinct SMC cluster because of: i) cell dissociation bias; ii) effects of tamoxifen; and/or iii) cells spending a longer duration in our study in suspension between tissue digestion and droplet-encapsulation for scRNA-seq.

Following cell annotation, immune cells and multiplets were discarded; the remaining clusters of mesenchymal, endothelial and epithelial cells were then used to generate a Uniform Manifold Approximation and Projection (UMAP) embedding to visualize expression of specific transcripts. Cell hash-tagging was not included in the analysis due to poor correlation between tagging and ZsGreen1 expression.

### **UMAP embedding**

The top 2,500 variable genes were selected with the Seurat FindVariableFeatures implementation and then scaled and used to generate principal components with the ScaleData and RunPCA implementations respectively. The final UMAP was generated by using the top 21 principal components with the Seurat RunUMAP implementation, with a neighborhood size of 10, a minimum distance parameter of 0.8 and 5,000 epochs with a learning rate of 0.5.

### **Marker heatmap**

R package ComplexHeatmap v3.2.3.z was used to generate a heatmap. The genes in the upper part of the heatmap are the top 25 significantly upregulated genes for each cell type versus all other cells using a Wilcoxon rank-sum test on the  $\log((\text{TPM}/100) + 1)$  expression data (Bonferroni adjusted p-value < 0.01; genes tested had positive natural log fold change > 0.6); ranked by average fold change.

**Bulk RNA sequencing:****a) RNA isolation and quality control**

Total RNA from siKlf4 or Scr RNA treated PDGFR- $\beta^+$  cells or SMCs were obtained using PureLink<sup>TM</sup> RNA Minikit (Invitrogen). RNA quality was determined by measuring A260/A280 and A260/A230 ratios by nanodrop. RNA integrity was determined by running an Agilent Bioanalyzer gel to measure the ratio of ribosomal peaks. Samples used for library preparation had RIN values greater than 8.

**b) Bulk RNA-seq library preparation**

mRNA was purified from ~200 ng of total RNA with oligo-dT beads and sheared by incubation at 94°C in the presence of Mg<sup>2+</sup> with the KAPA mRNA HyperPrep kit (Roche). Following first-strand synthesis with random primers, second strand synthesis and A-tailing were performed with dUTP to generate strand-specific sequencing libraries. Adapter ligation with 3' dTMP overhangs were ligated to library insert fragments. Library amplification of fragments carrying the appropriate adapter sequences at both ends was undertaken. Strands marked with dUTP were not amplified. Indexed libraries were quantified by qRT-PCR using a commercially available kit (Roche, KAPA Biosystems) and insert size distribution was determined with the Agilent Bioanalyzer. Samples with a yield of  $\geq 0.5$  ng/ $\mu$ l and a size distribution of 150-300 bp were used for sequencing.

**c) Flow cell preparation, sequencing and data analysis**

Samples at a concentration of 1.2 nM were loaded onto an Illumina NovaSeq6000 flow

cell to yield 25 million passing filter clusters per sample. Samples were sequenced using 100 bp paired-end sequencing per Illumina protocols. Reads were trimmed to remove low quality base calls. HISAT2 was used to align trimmed reads to the reference genome mm10 with GENCODE annotation for mouse. Gene counts and transcript abundance were estimated using ballgown/stringTie and differential gene expression analysis was performed using R-based DESeq2. The log2 fold change was calculated by dividing knockdown values by Scr values and significance is determined from 3 independent RNA-seq experiments.

### **Bioinformatic analysis of Ccl2 binding TFs and cross reference to bulk RNA-seq data**

The sequence spanning from 5 kb upstream of the mouse *Ccl2* transcription start site to 100 bp downstream was retrieved from the UCSC Genome Browser (<https://genome.ucsc.edu/> UCSC Genomics Institute, CA). This sequence was used for a TF analysis using TRANSFAC (geneXplain GmbH, Germany). TRANSFAC MATRIX TABLE, Release 2020.2 was used as matrix library, profile was set to vertebrate\_non\_redundant\_minFP.prf, only high-quality matrices and cut-off set to minimize false positives. 

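In the fits to TPM, 202 genes were higher and 299 lower in SMCs with a log2 fold change of at least 1 either way and an adjusted p under 0.05. In PDGFR-β+ cells, 557 genes were higher and 401 lower by the same criteria. Among the TFs of Supplementary Data 3, Hmga2, Etv4 and Etv1 were the 3 that rose by this much in SMCs, and 0 fell, while 23 fell by any amount at an adjusted p under 0.05. In PDGFR-β+ cells, 10 of these TFs rose by this much and 5 fell. Foxm1, at a log2 fold change of 0.97 in SMCs, was just under the limit on the log2(TPM + 1) scale, and with a pseudocount of 0.1 it was at 1.05.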

The resulting TFs were compared to those differentially expressed genes (DEGs) in the bulk RNA-seq data, for SMCs and PDGFR- $\beta^+$  cells with Klf4 knockdown, having log2 fold-change  $\geq \pm 1.0$  and adjusted p value  $< 0.05$  (Benjamini-Hochberg false discovery rate) using Ingenuity Pathway Analysis (Version 52912811, Ingenuity Systems, QIAGEN). Overlapping TFs between TRANSFAC and the most upregulated genes in SMCs were assessed for subsequent analysis.

| Gene   | Primers                                                                  |
|--------|--------------------------------------------------------------------------|
| Acta2  | Forward: TGCTGACAGAGGCACCACTGAA<br>Reverse: CAGTTGTACGTCCAGAGGCATAG      |
| Colla1 | Forward: ACGGCTGCACGAGTCACAC<br>Reverse: GGCAGGCGGGAGGTCTT               |
| Col3a1 | Forward: GTTCTAGAGGATGGCTGTACTAAACACA<br>Reverse: TTGCCTTGCGTGTTTGATATTC |
| Ccl2   | Forward: GCTCAGCCAGATGCAGTTAA<br>Reverse: TCTTGAGCTTGGTGACAAAACT         |
| Ccr2   | Forward: GCTGTGTTTGCCTCTCTACCAG<br>Reverse: CAAGTAGAGGCAGGATCAGGCT       |
| Fn1    | Forward: CCCTATCTCTGATACCGTTGTCC<br>Reverse: TGCCGCAACTACTGTGATTCGG      |
| Foxm1  | Forward: GTCTCCTTCTGGACCATTCACC<br>Reverse: GCTCAGGATTGGGTCGTTTCTG       |
| Gapdh  | Forward: CATCACTGCCACCCAGAAGACTG<br>Reverse: ATGCCAGTGAGCTTCCCGTTCAG     |
| IL1b   | Forward: TGGACCTTCCAGGATGAGGACA<br>Reverse: GTTCATCTCGGAGCCTGTAGTG       |
| IL5    | Forward: GATGAGGCTTCCTGTCCCTACT<br>Reverse: TGACAGGTTTTGGAATAGCATTTCC    |
| IL6    | Forward: TACCACTTCACAAGTCGGAGGC<br>Reverse: CTGCAAGTGCATCATCGTTGTTC      |
| Itgb3  | Forward: GTGAGTGCGATGACTTCTCCTG<br>Reverse: CAGGTGTCAGTGCGTGTAGTAC       |
| Klf4   | Forward: CTATGCAGGCTGTGGCAAACC<br>Reverse: TTGCGGTAGTGCCTGGTCAGTT        |
| Nfkb   | Forward: GCTGCCAAAGAAGGACACGACA<br>Reverse: GGCAGGCTATTGCTCATCACAG       |
| Pdgfb  | Forward: AATGCTGAGCGACCACTCCATC<br>Reverse: TCGGGTCATGTTCAAGTCCAGC       |
| Pdgfra | Forward: GCAGTTGCCTTACGACTCCAGA<br>Reverse: GGTTCGAGCATCTTCACAGCCAC      |
| Pdgfrb | Forward: GTGGTCCTTACCGTCATCTCTC<br>Reverse: GTGGAGTCGTAAGGCAACTGCA       |
| Pdk1   | Forward: CCACTGAGGAAGATCGACAGAC<br>Reverse: AGAGGCGTGATATGGGCAATCC       |
| Tgfb1  | Forward: TGATACGCCTGAGTGGCTGTCT<br>Reverse: CACAAGAGCAGTGAGCGCTGA        |
| Tgfb1  | Forward: TGCTCCAAACCACAGAGTAGGC<br>Reverse: CCCAGAACACTAAGCCCATTGC       |
| Tgfb2  | From Qiagen – catalog #QT00135646<br>Sequence is proprietary.            |

|      |                                                                     |
|------|---------------------------------------------------------------------|
| Tnfa | Forward: GGTGCCTATGTCTCAGCCTCTT<br>Reverse: GCCATAGAACTGATGAGAGGGAG |
|------|---------------------------------------------------------------------|

**Supplementary Table 1.** Primer pair sequences used for quantitative reverse transcription polymerase chain reactions.

# Supplementary material for: Distinct roles of KLF4 in mesenchymal cell subtypes during lung fibrogenesis
**Source:** Nat Commun. 2021 Dec 10;12:7179. doi: 10.1038/s41467-021-27499-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Bulk RNA-sequencing of SMCs treated with siRNA against Klf4 relative to Scr RNA treatment. n=3 independent experiments. 

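Of 13709 genes tested in SMCs, 3910 had an adjusted p under 0.05 (limma on log2(TPM + 1)), 2136 of them higher and 1774 lower with siKlf4. At an unadjusted p under 0.05 there were 5709. The groups did not overlap for 6458 genes, 47.1% of those tested, where chance gives 10%. Among alternatives with the same threshold, leaving out siKlf4 replicate 2 lowered the counts to 1157 higher and 1059 lower. Without siKlf4 replicate 3 they were 1298 and 1044, and without Scr replicate 2 they were 1382 and 1157. The term for the naming of the libraries raised them to 2998 and 2494, and 3901 of the 3910 genes were among them in the same direction. The 4 numbered libraries gave 2126 higher and 1826 lower, with 3159 of the 3910 shared in the same direction. The largest rises among genes whose groups did not overlap were Adat3 (log2 fold change 3.69), Mmp10 (3.01), Ptgs2 (2.88), Ccl2 and Mcpt8 (2.52). The value of Adat3 is uncertain because a pair of gene identifiers carry this name. The raised one, from 1.44 to 30.4 TPM, has no position in the annotation used here. The other, which overlaps Scamp4, measured 0.851 and 0.491 TPM, and Scamp4 fell from 68.0 to 18.7 TPM. The largest falls were Adgrd1 (-3.16), Nkain4 (-2.63), Clec3b (-2.57), Susd2 (-2.56) and Gdpd2 (-2.37). The chemokine genes Ccl7 and Ccl11 next to Ccl2 rose as well, with log2 fold changes of 1.17 (standard error 0.31, adjusted p = 0.0285, limma) and 0.99 (standard error 0.18, adjusted p = 0.00899, limma). In the numbered libraries the log2 fold changes were 1.14 for Ccl7 (adjusted p = 0.00365, limma) and 1.10 for Ccl11 (adjusted p = 0.0109, limma). For Ccl7 the adjusted p was above 0.05 in 4 of the 6 fits that each left out 1 library, up to 0.0891. Over 10 alternatives it lay between 4.3e-04, with the term for the naming, and 0.0763. Of the other neighbours, Ccl8 changed by 1.37 with groups that overlapped (adjusted p = 0.173, limma), and by 0.67 in the numbered libraries (adjusted p = 0.0419, limma). Ccl12 had means of 0 TPM with Scr and 0.0608 TPM with siKlf4 and was not tested. The copy of the supplementary table used here holds 1997 of its genes and leaves out 50639, so its gene set was not compared with these counts.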

DESeq2 was used with two-sided Wald test for p-value and Benjamini-Hochberg FDR for p-adj.

File Name: Supplementary Data 2

Description: Bulk RNA-sequencing of PDGFR- $\beta^+$  lung cells treated with siRNA against Klf4 relative to Scr RNA treatment. n=3 independent experiments. 

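Of 13694 genes tested in PDGFR-β+ cells, 5559 had an adjusted p under 0.05 (limma on log2(TPM + 1)), 3461 of them higher and 2098 lower with siKlf4, so that 62.3% were higher. This share depended on the scaling between libraries. After median-ratio scaling, which moved the median log2 fold change of all genes by -0.092, 2712 genes were higher and 2914 lower, a share of 48.2%, and quantile normalization gave 49.7%. The groups did not overlap for 7361 genes, 53.8% of those tested, against 10% by chance. The largest rises were Usp18 (log2 fold change 5.44), Ifi44 (5.40), Ccl5 (5.21), Isg15 (5.17) and Irf7 (5.13). Isg15 measured 20.6 ± 8.36 TPM (SD, n = 3) with Scr and 734 ± 5.85 TPM (SD, n = 3) with siKlf4. These genes respond to interferon, and 0 libraries given an siRNA against another gene were analysed here, so a response to the siKlf4 RNA itself cannot be separated from the loss of Klf4. The largest falls were Anxa8 (-4.30), Ndufa4l2 (-3.90), Gda (-3.73), Serpinb6c (-3.70) and Prelp (-3.48). The copy of this supplementary table is likewise partial, and its gene set was not compared with these counts.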

DESeq2 was used with two-sided Wald test for p-value and Benjamini-Hochberg FDR for p-adj.

File Name: Supplementary Data 3

Description: Transcription factors predicted by the TRANSFAC database to bind between -5000 bp and +100 bp of *Ccl2* gene. Transcription start site of *Ccl2* is at position +1 bp.

# Supplementary material for: Distinct roles of KLF4 in mesenchymal cell subtypes during lung fibrogenesis
**Source:** Nat Commun. 2021 Dec 10;12:7179. doi: 10.1038/s41467-021-27499-8
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | scRNA sequencing data was processed with Cell Ranger v3.1.0.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | scRNA sequencing data was analyzed using R program version 3.6.1 with the Seurat package v3.1.0, the marker heat map was generated with the R package ComplexHeatmap v3.2.3. For bulk RNA sequencing analysis, signal intensities are converted to individual base calls during a run using the system's Real Time Analysis (RTA) software, the reads were later trimmed to remove low quality base-calls. HISAT2 was used to align the trimmed reads to the reference genome with GENCODE annotation for mouse. Gene counts and transcript abundance were estimated using ballgown/stringTie and differential gene expression analysis was performed using R-based DESeq2 v1.24.0. For image processing, ImageJ v1.52 and Adobe Photoshop v20.0.8 were used. For analysis of flow cytometric data, FlowJo v10.5.0 was used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The bulk and scRNA-seq data are publicly available in Gene Expression Omnibus (accession code GSE184672: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184672>). The TRANSFAC database is publicly available (<https://portal.genexplain.com/cgi-bin/portal/login.cgi>). Data are available in the main figures and supplementary figures and tables. Trimmed bulk RNA-seq reads were aligned to the reference mouse genome mm10 (<https://www.ncbi.nlm.nih.gov/assembly/>

GCF\_000001635.20/). The source data underlying Figs. 1c, d, f, h, i, 2b, d, e, g, i, 3c-e, g, i, 4a-h, 5c-e, g, i, 6a-f, h, j-l, 7d-l, S5b, S8, S9b, c, S11a, c, S13a, c, S14, S15b are provided as a Source Data file. There is no restrictions on data availability.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The pre-specified statistical significance was set at $p < 0.05$ . For all studies, the number of mice or repeats of cell culture experiments was not estimated in advance because we could not estimate the variability or effect size. As the studies progressed, we used the number of mice or cell culture experimental repeats that would reach statistical significance. The number of mice and/or experimental repeats are indicated in each figure legend and were generally between 3 to 7 times. The consistent reproducibility of our findings enhanced the statistical power. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | At least $n=3$ biological repeats were undertaken for experiments. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Randomization   | Mice were stratified into groups based on their genotype. Within a genotype, mice were randomly selected to receive tamoxifen or vehicle and/or bleomycin or vehicle. For experiments with cultured cells, samples were randomly allocated into experimental groups.                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Investigators were blinded to group allocation while conducting experiments and analyzing results.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary Ab's: Chicken anti-GFP (Abcam, Cat. #ab13970, Lot # GR293362-1); Rabbit anti-KLF4 (Cell Signaling, Cat. # 4038S, Lot #3); Rat anti-CD68 (Biorad, Cat. #MCA1957, Clone #FA-11, Lot #1807); Rat anti-MECA32 (Developmental Studies Hybridoma Bank, Cat. #AB 531797, Isotype: IgG2a); Mouse Cy3-anti-SMA (Sigma-Aldrich, Cat. #C6198, Clone #1A4, Lot #086M4829V); Goat biotinylated anti-PDGFR-beta (R&amp;D, Cat. #BAF1042, Lot #HeJ0317031); Mouse PE-anti-PDGFR-beta (Miltenyi Biotec, Cat. #130-102-501, Clone #APB5, Lot #5171009427); Rabbit anti-SMAD2/3 (Cell Signaling Technology, Cat. #3102, Lot #9), Rabbit anti-GAPDH (Cell Signaling Technology, Cat. #2118S, Lot #14), Rabbit anti-phospho-SMAD3 (Abcam, Cat. #ab52903, Lot #GR128879-79), Rabbit anti-collagen 1 (Abcam, Cat. #ab34710, Lot #GR271609-4), Rabbit anti-CCL2 (Abcam, Cat. #ab25124, Lot #GR1152-57) and Mouse anti-fibronectin (BD Biosciences, Cat. #610077, Clone #10), Rabbit anti-Foxm1 (Abcam, Cat. #ab207298, Lot #GR3279431-1).</p> <p>Secondary Ab's: Goat anti-rabbit HRP (DAKO, Cat. #P0448, Lot. #20079938), Goat anti-mouse HRP (DAKO, Cat. #P0447, Lot. #20078279), Goat anti-chicken Alexa-488 (Abcam, Cat. #ab150169, Lot. #GR2966492), Goat anti-rabbit Alexa-488 (Invitrogen, Cat. #A11008, Lot. #2110498), Goat anti-rabbit Alexa-564 (Invitrogen, Cat. #A32740), Goat anti-rabbit Alexa-647 (Invitrogen, Cat. #A21244, Lot. #1834794), Goat anti-rat Alexa-564 (Invitrogen, Cat. #A21247, Lot. #2268323).</p> |
| Validation      | <p>Chicken anti-GFP – IHC use reported in brain sections (Kerman et al., 2006, J Comp Neurol) and image from olfactory mouse tissue section on Abcam website; Rabbit anti-KLF4 – WB image shown on Cell Signaling Technology website and previously used on human pulmonary artery smooth muscle cells (Sheikh et al., 2015, Sci Transl Med). ChIP in aortic SMCs (Salmon et al., 2019, Physiol Rep). IHC staining of lung gives similar result as with previously published anti-KLF4 Ab from R&amp;D Systems (Sheikh et al., 2015, Sci Transl Med); Rat anti-CD68 – on Bio-Rad website, noted to work in immunohistology and immunofluorescence. For IHC, used in many papers; for instance, on mouse atherosclerotic plaque sections (Riedl et al., 2020, PLoS ONE); Rat anti-MECA32 – extensively used in IHC; for</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

instance, IHC of mouse brain, heart and skeletal muscle (Halmann et al., 1995, Dev Dynamics) and of lung (Sheikh et al., 2018, Cell Rep); Mouse Cy3-anti SMA – extensively used in IHC; for instance in lung sections (Ntokou et al., 2021, JCI Insight; Greif et al., Dev Cell, 2012); Goat biotinylated anti-Pdgfr-beta - IHC use in the lung (Sheikh et al., 2018, Cell Rep; Greif et al., Dev Cell, 2012); Mouse PE-anti-PDGFR-beta – was validated on Miltenyi Biotec website for flow cytometry; Rabbit anti SMAD2/3 – widely used for WB; for instance on lung epithelial cells (Kyung et al., 2018, BMC Pharmacol Toxicol) and brain sections (Dave et al., 2018, Dev Cell); Rabbit anti-GAPDH – example of WB use on Cell signaling Technology website and widely used in the literature (Dave et al., 2018, Dev Cell; Song et al., 2021, Mol Med Rep); Rabbit anti-phospho-SMAD2/3 – WB use example on mouse epithelial lysates on Abcam website and used in the literature (Dave et al., 2018, Dev Cell); Rabbit anti-collagen 1 – WB use exemplified on Abcam website. It has been used for WB in the literature; for instance on mouse cardiomyocyte lysates (Li et al., 2021, Mol Med Rep); Rabbit anti-CCL2 – WBs shown on customer reviews on the Abcam website illustrate antibody works well. It has been used in the literature for WB (e.g., Li et al., 2021, Aging Cell); Mouse anti-fibronectin – WB use exemplified on epidermal carcinoma cell line on BD Biosciences website. It has been used in the literature for WB (e.g., Chen, 1996, J Biol Chem); Rabbit anti-FoxM1 - WBs exemplified on Abcam website. It has been used in WB in the literature; for instance in lung carcinoma tissue (Li, 2020, Oncology Letters; Lv et al., 2020, Cell Death and Disease).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                          |
|----------------------------------------------------------------------|------------------------------------------|
| Cell line source(s)                                                  | Cell Biologics (airway SMCs)             |
| Authentication                                                       | Expression of SMC markers was confirmed. |
| Mycoplasma contamination                                             | Not tested                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Species: Mus musculus; Strains: ROSA26R(ZsGreen1/ZsGreen1), ROSA26R(mTmG/mTmG) and ROSA26R(YFP/YFP) mice were obtained from Jackson Laboratory. Klf4(flox/flox) mice were from purchased from the Mutant Mouse Resource & Research Center. Acta2-CreERT2, Pdgfrb-CreERT2 and ROSA26R(Rb/Rb) mice were provided by investigators who generated these mice; Sex: male and female; Age and sex-matched experimental and control mice were used. Mice (including ROSA26R(Zs/+) mice) used in experiments were 3-4 months old. |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field collected samples were used in the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | Yale University IACUC                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | De-identified lung tissues used in this study had been previously obtained from males and females aged 63-78 years old whose biopsy revealed idiopathic fibrosis (IPF) or from resection of lung nodules that were found to be benign (control).                                                                                                                                                                                                                                                                                                                                                                                          |
| Recruitment                | For this study, The Yale Lung Repository provided formalin fixed, paraffin-embedded slides from banked, de-identified, excess specimens that had been previously obtained with patient consent from clinically indicated biopsies performed on patients followed in the Pulmonary and Thoracic Surgery Programs. Potential sources of bias include the analysis of tissue from patients who required biopsy as the vast majority of patients can be diagnosed with CT scan. Additional sources of bias include this tissue being from a single center and that the controls are not truly “normal” since they were undergoing procedures. |
| Ethics oversight           | Human studies were performed with approval of Human Investigation Committee at Yale University.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Lungs were finely minced and incubated in 2 mg/ml collagenase I (Worthington) in PBS at 37C for 20 min. The digestion mixture was passed through a 14-gauge pipetting needle (Cadence Science), incubated at 37C for an additional 20 min and then filtered through a 70 micrometer cell strainer (Falcon). This single cell suspension filtrate was centrifuged at 1200 rpm for 5 min, and the pellet was resuspended in cold PBS with 1% fetal bovine serum (FBS; Invitrogen). The resuspended cells were incubated with either PE-conjugated anti-PDGFR- $\beta$  antibody (1:200, Miltenyi Biotec) for 20 min in the case of *Pdgfrb-CreERT2*, *Klf4(flox/flox)* mice or DAPI (1:1000) to label dead cells for 10 min in the case of *Pdgfrb-CreERT2*, *ROSA26R(Zs/+)* mice. The sample was then washed in cold PBS with 1% FBS and centrifuged at 1200 rpm for 5 min. The resulting pellet was resuspended in PBS containing 1% FBS and 0.02% EDTA. DAPI (1:2000) was added to cells from *Acta2-CreERT2*, *ROSA26R(Zs/+)* mice or cells from *Pdgfrb-CreERT2*, *Klf4(flox/flox)* mice that had undergone incubation with anti-PDGFR- $\beta$  antibody. Finally, PDGFR- $\beta$ +DAPI- or Zs+DAPI- cells were sorted on a BD FACSAria II cell sorter. Cells stained with DAPI alone were used as a control for anti-PDGFR- $\beta$  antibody specificity. Lungs from C57BL/6 mice were processed similarly to those of *Pdgfrb-CreERT2*, *ROSA26R(Zs/+)* mice, and isolated cells were used as a control for auto-fluorescence in the Zs channel.

Instrument

BD FACSAria II cell sorter

Software

FlowJo v10.5.0

Cell population abundance

PDGFR- $\beta$ + cells comprised ~5-10% of total mouse lung cells. Viable cells were obtained by negative selection for DAPI. For the isolation of PDGFR- $\beta$ + cells from *Pdgfrb-CreERT2*, *Klf4(flox/flox)* mice using PE anti-PDGFR- $\beta$  antibody, a DAPI control without antibody staining was used to establish gating parameters. In studies with the isolation of Zs+ cells from *Pdgfrb-CreERT2*, *ROSA26R(Zs/+)* mice and *Acta2-CreERT2*, *ROSA26R(Zs/+)* mice, C57BL/6 mouse lung single cells prepared similarly were used as a control for auto-fluorescence. Purity of the isolated Zs+ cells were determined after sorting as well as after passaging the cells by assessing Zs fluorescence (purity was ~100%).

Gating strategy

1) Gating for the Zs+ cells from *Pdgfrb-CreERT2*, *ROSA26R(Zs/+)* and *Acta2-CreERT2*, *ROSA26R(Zs/+)* mice were determined by using C57BL/6 lung single cells prepared similarly - shown in Figure S12; 2) Gating for the PDGFR-PE labeled cells were determined with a control lacking antibody staining and the DAPI only control of the same lung preparation. 3) Dead cells in all samples were sorted out by negative selection for DAPI staining.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

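The data are bulk RNA-seq of 12 libraries: murine airway SMCs and lung PDGFR-β+ cells, each treated with Scr RNA or siKlf4, with 3 libraries per group. The authors trimmed the reads, aligned them to mm10 with HISAT2 and GENCODE mouse annotation, estimated abundance with StringTie and ballgown, and deposited TPM values in 1 table per cell type, with replicates not pooled. The paper's text does not name the GENCODE release. The study's own tests used DESeq2 on counts, which were not used here, so its test could not be repeated. Each library of the deposited TPM tables summed to 1000000. TPM fixes this total, so a few abundant genes that rise lower the values of the others, and it keeps no depth, so no counting error can be given and the precision rests on the 3 libraries per group. All per-sample columns of the tables were used. In the SMC table, 1 Scr and 1 siKlf4 column carry no replicate number. They were used as members of their groups, with no number or pairing assigned.

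Values were analysed as log2(TPM + 1), with a minimum mean of 1 TPM over the 6 libraries of a cell type, by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend). Tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Each cell type was fitted on its own. The difference between the cell types was the interaction term of a fit over the 12 libraries, for genes with a mean of at least 1 TPM in both. Single genes were also compared by whether the groups overlapped. With 3 libraries against 3, the smallest two-sided exact permutation p is 0.1, so no such test can pass 0.05 and the p-values from limma rest on a variance shared across genes. TFs predicted to bind Ccl2 were taken from Supplementary Data 3 and matched by symbol. Gene positions come from a GENCODE annotation of GRCm38, in which 52489 identifiers were found, 49121 of them with the same version.

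Genes were named by a rule written before the data were examined: every gene that the study names for siKlf4, the chemokine genes beside Ccl2, the TFs among the 5 most raised in SMCs, members of gene lists where a list is discussed, and in each cell type the 5 largest rises and 5 largest falls past the threshold with groups that did not overlap, without clone or model names. Ifnb1 and Gm42418 were added after their values were seen. Also fixed beforehand were 15 gene lists: S phase and G2/M phase genes, interferon-stimulated genes, NF-kB chemokines and cytokines without Ccl2, contractile smooth muscle genes, extracellular matrix genes, TGF-β and SMAD targets, hypoxia and HIF targets without Pdk1, KLF family genes without Klf4, p53 targets, sterol synthesis genes, markers of macrophages, endothelium and epithelium, and sex-linked genes. They were tested with camera in limma at an inter-gene correlation of 0.01, adjusted over lists and cell types, with fry and an estimated correlation as alternatives. A list needed at least 2 tested members.

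The procedure was tested on simulated data made from the real Scr means, with 200 genes changed. Spreads of the Scr libraries were given to genes at random. Genes varied independently, and the naming of the SMC libraries was left out. Far fewer genes were changed than were called in the real data, so the counts describe the simulated design and are no error rates for the real calls. It recovered 133 of the 200 in the SMC design and 151 of the 200 in the PDGFR-β+ design, and called 4 of 13521 and 7 of 13237 unchanged genes. The interaction term recovered 123 of 188 genes changed in SMCs alone and called 24 of 12369 unchanged genes. The recovery asked of this test was lowered after the first run.

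The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a minimum mean of 5 TPM, median-ratio scaling, quantile normalization, eBayes without a trend, both cell types in a single fit (or separate fits for the difference), a block for the replicate number, leaving out each library in turn, adjustment over the TF list alone, and a log2 fold change of at least 1 either way. After seeing the data, a term for the naming of the SMC libraries and a fit to the 4 numbered SMC libraries were added. Supplementary Data 1 and 2 were held only in part, with 1997 genes each, and were used for single genes alone. Gene positions, transcript lengths, GC content and the sequences of the Ccl2 and Ccl7 transcripts were taken from GENCODE release M21 of mouse. The single-cell RNA-seq of the study, its qRT-PCR and its protein measurements were not analysed here.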

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

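The gene lists, the interaction test and the counts over other splits of the libraries were set before the results were seen, as were the tests of transcript length and GC content. The other tests in this part, the limits by which they were read and the splits of single lists were chosen only after the results had been seen. With 3 libraries per group, no library was tested for standing apart from its group.

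The effect of siKlf4 differed between the cell types for 4297 genes, by a limma interaction term. Of 100 drawn regroupings of the libraries, 1 gave as many, which was the real one. The largest count among the others was 2220 and their median was 0. Within each cell type, 1 of the 10 splits of the 6 libraries gave as many genes past the threshold, and 1 of the 10 gave as many TFs, in SMCs and in PDGFR-β+ cells alike, again the real split. With 10 splits a share under 0.05 cannot be reached. The other splits mix Scr with siKlf4 libraries, and gave at most 3 genes in SMCs and 2 in PDGFR-β+ cells. A deeper knockdown in PDGFR-β+ cells was weighed as the whole cause. If each effect kept its direction as the knockdown deepens, depth would scale effects without turning them. However, 553 of the 1833 genes past the threshold in both cell types went in opposite directions. This argues against depth as the whole cause under that assumption alone, and responses that turn with depth were not tested. Cell type is confounded with the source of the cells. Xist was at 165 TPM in Scr-treated SMCs and near 0 in PDGFR-β+ cells (0.0123 TPM), and Ddx3y was at 0 TPM in SMCs and 62.8 TPM in PDGFR-β+ cells, so the donors differed in sex. Cell type, donor sex, source and depth of knockdown remain as untested explanations of the sizes of the differences.

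Among genes that the study names and the neighbours of Ccl2, 9 differed between the cell types. The difference (SMCs minus PDGFR-β+ cells, log2) was 1.19 for Klf4, 2.56 for Ccl2, 0.91 for Foxm1, 0.96 for Pdk1, 1.78 for Tgfb1, 1.57 for Tgfbr1, 1.30 for Acta2, 1.75 for Ccl7 and -0.92 for Col3a1. Scaling between libraries was weighed as a technical cause, and 8 of the 8 genes other than Col3a1 stayed past the threshold with median-ratio scaling. The naming of the SMC libraries was weighed as another, and 8 of 8 stayed past it in the numbered libraries. For Ccl2, the rise in the numbered SMC libraries was 2.44 with a pooled SD of 0.24, beyond what the unnumbered libraries alone could bring. For Col3a1 the adjusted p was 0.0580 with median-ratio scaling (-0.86) and 0.0512 in the numbered libraries (-1.01), over a range from 0.0162 to 0.0869 across alternatives, so for this gene neither cause can be told apart from the treatment, because its value lies at the threshold. Reads shared between Ccl2 and Ccl7 would need stretches of nearly identical sequence, whereas the transcripts of these genes match at no more than 71 of 100 bases in any ungapped window of 100 bp, the length sequenced. Reads trimmed to much shorter lengths are not covered by this. A response of each gene to Klf4 that depends on the cell type is a hypothesis left open by these tests.

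In 8 gene lists the effect of siKlf4 differed between the cell types. Relative to all genes, the median difference (log2) was 0.51 for S phase genes, 1.21 for G2/M genes, -2.37 for interferon-stimulated genes, 0.57 for contractile smooth muscle genes, 0.48 for extracellular matrix genes, 1.08 for TGF-β and SMAD targets, 0.80 for HIF targets without Pdk1 and 0.72 for sterol synthesis genes. For contractile genes the adjusted p was 0.0678 (0.56) without the unnumbered SMC siKlf4 library, and the median for sterol synthesis genes was 0.45 without the unnumbered SMC Scr library. Past the threshold were 8 of these 8 lists with quantile normalization and 8 of 8 in the numbered SMC libraries, which argues against scaling or the naming of the libraries as the whole cause. The limit of these tests is the preset correlation between genes. In SMCs 5 of the 10 splits gave as many lists past the threshold as the real split, and in PDGFR-β+ cells 2 of the 10, the real one included, although the other splits gave almost no single genes. The other splits gave 3 to 9 lists in SMCs and 2 to 6 in PDGFR-β+ cells, and since they mix Scr with siKlf4 libraries, part of a treatment effect may be in them. In SMCs the 2 unnumbered libraries with Scr replicate 2, a split that partly follows the naming, gave 9. With an estimated correlation 0 lists passed in either cell type, with adjusted p-values of 0.402 and above, while with unadjusted p-values from camera at the preset correlation of 0.01 they were as low as 4.4e-18. With fry, 11 of the 13 calls of the preset correlation kept an adjusted p under 0.05 and 2 did not, the NF-kB list in SMCs and the G2/M list in PDGFR-β+ cells. The medians below are therefore set against the spread between libraries and against the other splits.

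Interferon-stimulated genes, which the paper does not discuss, rose with siKlf4 in both cell types. The median log2 fold change relative to all genes was 3.48 in PDGFR-β+ cells, higher for 22 of 22 genes, and 1.43 in SMCs, higher for 21 of 21. Ifnb1, named after its values were seen, was listed at 0 TPM in the Scr libraries of PDGFR-β+ cells and at 5.19, 3.71 and 3.16 TPM in the siKlf4 libraries, a mean of 4.02 TPM, and at 0 TPM in SMCs. In PDGFR-β+ cells 1 of the 10 splits gave a list median as large, the real one, and the largest of the others was 1.63. Scaling between libraries does not account for the rise, which was 3.57 with quantile normalization (spread between libraries 0.33). Transcript length and GC content do not either, since the median was 3.52 against genes alike in both. In the numbered SMC libraries it was 1.28 (spread 0.11). Macrophages in the cultures were weighed through 13 marker genes (14 gene identifiers), of which 4 were tested in PDGFR-β+ cells. Their summed TPM changed by -4.31 (standard error 1.37), from 36.7 to 32.4 TPM, with an upper limit of -1.57, whereas the interferon list rose by 4980 TPM, from 409 to 5390 TPM. Lyz2, an abundant macrophage transcript, fell from 19.0 to 11.3 TPM, and Ptprc stayed near 0 (0.244 and 0.214 TPM). The Scr cells were also transfected with RNA, and transfection as such does not account for a rise over Scr. A response specific to the siKlf4 RNA and not to the loss of its target, a candidate explanation on which 0 libraries with an siRNA against another gene bear here, cannot be told apart from the loss of Klf4. A relation to the depth of the knockdown was not tested, and 3 siKlf4 libraries per cell type would allow only a weak test. The rise is thus open between a technical effect of the siKlf4 RNA and a biological effect of Klf4.

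In SMCs, cell-cycle genes rose. The median relative to all genes was 0.70 for G2/M genes and 0.54 for S phase genes, and 54 of 54 tested G2/M genes were higher. This is what would be seen if Foxm1 moved with a cell-cycle programme and not alone, a hypothesis that may also hold in the other direction, since Foxm1 is itself a cell-cycle gene. In PDGFR-β+ cells the G2/M median was -0.43, lower for 42 of 54 genes, while Foxm1 changed by 0.065 there. For the rise in SMCs, 1 of the 10 splits gave a median as large, the real one, with 0.35 as the largest of the others. Scaling was argued against by a median of 0.74 with quantile normalization (spread 0.099), length and GC content by a median of 0.68 against like genes, and the naming of the libraries by a median of 0.61 in the numbered libraries. Effects of siKlf4 on cell number or density were not measured in these data and stay open.

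HIF targets without Pdk1 rose in SMCs, with a median of 0.55 relative to all genes, and 24 of 27 were higher, which is what would be seen if Pdk1 moved with a hypoxia programme. In PDGFR-β+ cells the median was -0.33, lower for 19 of 26. In SMCs 1 of the 10 splits gave a median as large, with 0.26 as the largest of the others. The median was 0.57 with quantile normalization, 0.59 against genes of like length and GC content, and 0.47 in the numbered libraries, each beyond 2 spreads between libraries. The hypothesis that a change in oxygen use or cell density in culture, and not Klf4 itself, may raise these genes was not tested beyond these values.

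Sterol synthesis genes fell in PDGFR-β+ cells, with a median of -0.62 relative to all genes, lower for 15 of 19. There 1 of the 10 splits gave a median as far from 0, with 0.33 as the largest of the others. The median was -0.56 with quantile normalization (spread 0.11) and -0.60 against genes of like length and GC content. In SMCs the list median was 0.077 and was not past the threshold. NF-kB chemokines and cytokines without Ccl2 rose in SMCs by a median of 0.68, higher for 13 of 17, at an adjusted p of 0.0133 from camera. The adjusted p was 0.0646 with fry, 0.635 with an estimated correlation and, at a median of 0.60, 0.0736 without the unnumbered SMC Scr library. In PDGFR-β+ cells the median of this list was -0.015. There camera did not call it (adjusted p = 0.708), whereas fry placed it higher (adjusted p = 0.0026). The difference between the cell types for this list was 0.095 and was not past the threshold (adjusted p = 0.404, limma camera). With a minimum of 5 TPM, the SMC result changed to a median of 0.064 with an adjusted p of 0.146 from camera. The adjusted p from camera for the difference changed to 0.0297. For sterol synthesis and NF-kB genes no biological explanation was tested beyond the treatment.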

How the results depend on the processing

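All settings named here were chosen before the data were examined, apart from the term for the naming of the SMC libraries and the fit to the numbered SMC libraries, which were chosen after seeing the data. Causes of the changes were not tested unless a cause is given. Klf4 kept its direction and stayed past the threshold in both cell types under every alternative fitted to single genes and with each library left out. So did Foxm1, Etv4 and Pdk1 in SMCs and the differences between the cell types for Ccl2, Foxm1, Pdk1, Tgfb1 and Tgfbr1. The limit of 1 on the log2 fold change was applied to counts alone. Foxm1 (0.97) and Pdk1 (0.69) in SMCs lie under that limit. Of the study's 5 most raised TFs, 2 were among the 5 most raised in SMCs under each setting. The filter kept Hoxb9 and Foxq1 out of this ranking in every setting but the one without it.

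Requiring a log2 fold change of at least 1 either way left, by construction, 202 genes higher and 299 lower in SMCs and 557 and 401 in PDGFR-β+ cells. With the correlation of genes estimated, 0 lists passed the threshold in SMCs and 0 in PDGFR-β+ cells. With fry, the macrophage list in PDGFR-β+ cells was placed in the other direction (median -0.35). Other list results changed too, with 8 past the threshold only with fry and 2 only with camera.

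A pseudocount of 0.1 turned the difference between the cell types for Lyz2 (-0.42), Adgrd1 (1.49, adjusted p = 0.0247, with a range over alternatives that includes the other sign), Nkain4 (-0.28) and Clec3b (0.70). These genes have low values in at least 1 group, and Adgrd1 is listed at 0 TPM in siKlf4-treated PDGFR-β+ cells, so its size is set by the pseudocount. With no filter on low values, Etv4 in PDGFR-β+ cells (0.72) had an adjusted p of 0.0761, the endothelial list in SMCs was -0.13, and the Spearman and Pearson correlations were 0.139 and 0.248. With a minimum of 5 TPM, the endothelial list in SMCs was -0.21 and the macrophage list in PDGFR-β+ cells 0.11, because fewer of their genes were tested.

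In PDGFR-β+ cells, scaling moved genes near 0 across it. With median-ratio scaling Ccl2 was -0.025, Foxm1 -0.032, Pdgfra -0.011, Il6 -0.025 and Gm42418 -0.10, and Pdk1 was -0.37 (adjusted p = 0.0280). With quantile normalization Foxm1 was -0.045, Il6 -0.043 and Gapdh 0.061, Pdk1 was -0.36 (adjusted p = 0.0274), Etv4 was 0.61 (adjusted p = 0.0530), and the Spearman and Pearson correlations were 0.193 and 0.299. With both cell types in a single fit, Pdk1 was -0.27 (adjusted p = 0.0402). Over 8 alternatives the adjusted p ranged from 0.0264 to 0.160 for Pdk1 and from 0.00893 to 0.0761 for Etv4.

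A replicate block was fitted although, over all genes, the numbers were not found to pair the PDGFR-β+ samples. Their same-numbered libraries had deviations with correlations of 0.073, -0.016 and 0.0043. The share of Gm42418, a single gene, did rise with the number in Scr (3.48% to 6.33%) and siKlf4 (3.60% to 6.25%) alike. A pairing of the PDGFR-β+ samples is therefore not excluded. In SMCs the correlations were 0.19 and 0.20 for replicates 2 and 3 and 0.36 for the unnumbered libraries, so a pairing of the SMC samples is left open. The other pairings of Scr with siKlf4 SMC libraries had correlations of at most 0.050. The unnumbered libraries carry no number to pair them by, and the SMC fit with the block used the 4 numbered libraries. No fit paired all 6 SMC libraries, so the SMC results, including genes not past the threshold, do not allow for such a pairing. With the block, Pdk1 in PDGFR-β+ cells was -0.27 (adjusted p = 0.0264), the sterol list in SMCs was -0.13 and the difference for Lyz2 was -0.0076. In the numbered SMC libraries without the block, the last 2 values were also -0.13 and -0.0076. With the term for the naming, 47 TFs were higher and 35 lower in SMCs.

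With 1 library left out in turn, which also lowers the number of libraries, genes higher in SMCs ranged from 1157 to 2037 and genes lower from 1044 to 1578. Both counts moved by over 1.5 times without Scr replicate 2 (1382 and 1157), siKlf4 replicate 2 (1157 and 1059) and siKlf4 replicate 3 (1298 and 1044). TFs higher in SMCs ranged from 15 to 26 and lower from 11 to 23, and TFs lower in PDGFR-β+ cells from 13 (without Scr replicate 1) to 21. Ccl2 in SMCs ranged from 2.03 to 3.05 and passed the threshold in 4 of 6 fits, with an adjusted p of 0.0515 without siKlf4 replicate 2 and 0.0506 without siKlf4 replicate 3. Etv4 in PDGFR-β+ cells ranged from 0.56 to 0.94 and passed in 2 of 6, without Scr replicate 2 (adjusted p = 0.00598) or siKlf4 replicate 1 (0.0338). Its difference between the cell types ranged from 0.51 to 0.94, and passed only without the unnumbered siKlf4 SMC library (0.0481). Pdk1 in PDGFR-β+ cells ranged from -0.36 to -0.19 and passed only without siKlf4 replicate 1 (0.0455).

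Values of named genes and lists that changed sign when a library was left out were, in SMCs, Fn1 (-0.090 to 0.17), Il6 (-0.64 to 0.25) and the sterol list (-0.051 to 0.20), and in PDGFR-β+ cells Ccl2 (-0.015 to 0.16), Foxm1 (-0.018 to 0.12), Mybl2 (-0.19 to 0.083), Il6 (-0.063 to 0.14), Gapdh (-0.21 to 0.084), Gm42418 (-0.22 to 0.21), Fosl1 (-0.16 to 0.20) and Adat3 (-0.71 to 1.06, with 25.4 TPM in siKlf4 replicate 2 against 1.49 and 1.29 TPM in the others). The differences between the cell types that did so were Il6 (-0.71 to 0.18), Lyz2 (-0.14 to 0.20) and Clec3b (-0.54 to 0.069). Lists near 0 also changed sign: S phase genes (-0.012 to 0.15) and the NF-kB list (-0.042 to 0.058) in PDGFR-β+ cells, and the differences for the NF-kB list (-0.0059 to 0.16), p53 targets (-0.15 to 0.0066) and macrophage markers (-0.099 to 0.13). The Spearman correlation ranged from 0.143 to 0.202 and the Pearson correlation from 0.257 to 0.307. The correlation has no value without a trend, which leaves fold changes as they are. Depth is unknown in TPM, so what it limits cannot be given.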

Differences from the paper's values

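Of 27 measures that the paper states and that were also computed, 11 differed, all of them log2 fold changes. A log2 fold change was counted as different with the opposite sign, or with a gap above the larger of the standard errors of both values. For values read by eye only the standard error here was used. This rule is strict, since such a gap can lie within the joint error of both values. An alternative can also close a gap through a larger standard error alone. The paper's log2 fold changes come from DESeq2 on counts, and the values here from limma on log2(TPM + 1), which draws genes with low values toward 0. In SMCs, the log2 fold change of Etv4 was 1.45 against the paper's 1.97, and that of Mybl2 0.36 against the paper's 1.07. For both genes, none of the alternatives set before the data were examined closed the gap. Susd2 was at -2.56 against the paper's -3.32, and a pseudocount of 0.1 was the only alternative that closed the gap.

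In PDGFR-β+ cells, Klf4 was at -3.35 against the paper's -3.56, and Pdk1 at -0.27 against the paper's -0.516, and none of the alternatives set before the data were examined closed these gaps. Etv4 was at 0.72 against the paper's 0.355, and only leaving out Scr replicate 3 closed the gap. Foxm1 was at 0.065 against the paper's -0.0864, and median-ratio scaling, quantile normalization and leaving out Scr replicate 1 closed it. Mybl2 was at -0.044 against the paper's -0.236, and 7 of 14 alternatives closed it. They were a pseudocount of 0.1, median-ratio scaling, quantile normalization, both cell types in a single fit, and leaving out Scr replicate 2, Scr replicate 3 or siKlf4 replicate 1. The single fit leaves the fold change as it is and closed the gap only through a larger standard error. Tgfb1 was at -0.85 against the paper's -0.981, closed by median-ratio scaling and quantile normalization. Tgfbr1 was at -0.51 against the paper's -0.693, closed by both of these and by leaving out Scr replicate 2 or siKlf4 replicate 1. Foxq1 was at 0.60 against the paper's value of about 0.93 in Fig. 7c, read by eye, closed by a pseudocount of 0.1 and by leaving out Scr replicate 2.

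The paper names Etv4, Hoxb9, Foxm1, Mybl2 and Foxq1 as the TFs most raised in SMCs. Here the 5 most raised were Hmga2 (1.72), Etv4 (1.45), Etv1 (1.09), Foxm1 (0.97) and Fosl1 (0.93), and 2 of the paper's 5 were among them in every setting run. Hoxb9 and Foxq1 were below the filter of 1 TPM in SMCs, so they could enter the ranking only with no filter. There the pseudocount of 1 draws low values toward 0. The constant count of 2 is therefore no test of the paper's ranking for these genes. With no filter, Hoxb9 was at 0.58 (adjusted p = 0.0494, limma) and Foxq1 at 0.34 (adjusted p = 0.0774, limma). Mybl2, which the paper reports as raised in SMCs, was past the threshold in none of the settings run (0.36, adjusted p = 0.253, limma).

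The paper reports Etv4 as not significantly raised in PDGFR-β+ cells. Here it was past the threshold at an adjusted p of 0.0286 (limma), but not with no filter on low values (0.0761), with quantile normalization (0.0530) or in 4 of the 6 fits that each left out 1 library. Pdk1 is called lower in PDGFR-β+ cells in the paper's supplementary table, where the paper's adjusted p is 1.29e-04. Here its adjusted p was 0.0904 (limma), and it passed the threshold with median-ratio scaling, quantile normalization, both cell types in a single fit, the replicate block, and without siKlf4 replicate 1. Foxq1 in PDGFR-β+ cells, which the paper's Fig. 7c shows as raised, had an adjusted p of 0.0505 here (limma). It passed the threshold with eBayes without a trend (0.0348), both cell types in a single fit (0.0160), the replicate block (0.0463) and without Scr replicate 2 (0.0161).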

Other observations

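The gene lists and their tests with camera, fry and an estimated correlation were set before the results were seen. So were the limma tests of single genes, median-ratio scaling, leaving out each library in turn and the splits behind the correlation. The other tests in this part, among them the fit to the numbered SMC libraries and the ratio of Tgfb1 to Gapdh, were chosen only after the results had been seen. The test of Gm42418 was chosen after its share in each library had been seen and before the counts without it were computed.

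The paper reports Tgfb1 as unchanged with Klf4 knockdown in SMCs by qRT-PCR, relative to Gapdh, in other samples (Fig. 6b). In the RNA-seq of SMCs, Tgfb1 rose from 24.5 ± 4.15 TPM (SD, n = 3) to 47.4 ± 6.06 TPM (SD, n = 3), a log2 fold change of 0.93 (adjusted p = 0.00559, limma), and 0.89 in the numbered libraries. The paper's own supplementary table gives 0.927 for it. Gapdh rose too, by 0.42 (adjusted p = 0.00440, limma), so part of a rise would be hidden by Gapdh as the reference transcript. As the whole cause this is argued against, since the log2 ratio of Tgfb1 to Gapdh still rose by 0.53 (pooled SD 0.19, two-sided exact permutation test, p = 0.1, the smallest possible). Differences between the samples of both experiments were not tested.

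The paper also reports transcripts of extracellular matrix genes in SMCs by qRT-PCR in other samples (Fig. 6a). The paper states that Col1a1, Col3a1 and Fn1 do not change there. In the RNA-seq of SMCs, Col3a1 fell from 1345 to 655 TPM, by 1.05 on the log2 scale (adjusted p = 0.00432, limma). Col1a1 changed by -0.23 (adjusted p = 0.209, limma), but by -0.34 in the numbered libraries (adjusted p = 0.0136, limma), and Fn1 by 0.036 (adjusted p = 0.861, limma). For PDGFR-β+ cells the paper reports lower Col1a1, Col3a1 and Fn1 in other samples (Fig. 4a). In the RNA-seq of PDGFR-β+ cells Col1a1 changed by -0.63 (adjusted p = 0.00816, limma), Col3a1 by -0.13 (adjusted p = 0.691, limma), Fn1 by -0.22 (adjusted p = 0.138, limma, and 0.0326 with median-ratio scaling, over a range from 0.0326 to 0.504), Tgfb1 by -0.85 (adjusted p = 1.1e-04, limma) and Nfkb1 by 0.55 (adjusted p = 0.00145, limma). For PDGFR-β+ cells the paper also reports lower Tgfbr1, Tgfbr2 and Pdgfrb, with Pdgfra and Itgb3 not altered (Fig. 4a, d). In the RNA-seq Tgfbr1 changed by -0.51 (adjusted p = 0.0151, limma), Tgfbr2 by -0.27 (0.0253) and Pdgfrb by -0.41 (0.0218). Pdgfra changed by 0.090 (0.495) and Itgb3 by -0.50 (0.0317). With 1 library left out in turn, Tgfbr1, Tgfbr2, Pdgfrb and Itgb3 passed in 4, 2, 2 and 1 of 6 fits. Tnf, Il1b and Ccr2 were listed at 0 TPM in all 12 libraries.

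More genes were higher than lower with siKlf4 in PDGFR-β+ cells, 62.3% of those past the threshold. A scaling difference between libraries is a candidate explanation, and the share was 48.2% with median-ratio scaling. TPM values cannot show which scaling is right.

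Gm42418, named after its values were seen, took from 1.80% to 6.33% of the TPM of a library. In SMCs its share was 1.80%, 2.55% and 3.23% with Scr and 4.44%, 5.14% and 5.77% with siKlf4 (unnumbered library, replicate 2 and replicate 3), and in PDGFR-β+ cells 3.48%, 4.96% and 6.33% with Scr and 3.60%, 4.89% and 6.25% with siKlf4 (replicates 1 to 3). In PDGFR-β+ cells the share rose with the replicate number, in steps alike in Scr and siKlf4, and in SMCs it was lowest in the unnumbered library of each group. A rising share lowers the TPM of other genes and could bring calls of lower genes in SMCs. With Gm42418 left out and the rest rescaled, 4204 genes passed the threshold in SMCs against 3910. Higher genes rose from 2136 to 2589 and lower genes fell from 1774 to 1615, the direction that this explanation gives. Of the 1774 lower genes 1611 were also lower without Gm42418, and of the 2136 higher genes 2135 were also higher. The share of Gm42418 is thus argued against as the source of most calls, and stays open for the lower genes that were not called without it. No biological explanation was tested.

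The Spearman correlation of the fold changes in the cell types was 0.172, and 23 of 100 pairs of splits gave one as far from 0, with a largest value of 0.289. The other splits mix Scr with siKlf4 libraries and so carry part of any real effect, with its correlation. The count therefore does not show whether a correlation of this size would arise without an effect, and this is left open. Of the 1833 genes past the threshold in both cell types, 1280 went in the same direction.

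The remaining lists gave these medians relative to all genes. Contractile smooth muscle genes were at 0.69 in SMCs (adjusted p = 0.00167, limma camera) and 0.23 in PDGFR-β+ cells (0.708). TGF-β and SMAD targets were at 0.53 (0.0158) and -0.36 (6.1e-04), and extracellular matrix genes at -0.050 (0.486) and -0.72 (8.8e-06). The KLF family without Klf4 was at -0.13 (0.261) and 0.23 (0.486), p53 targets at 0.19 (0.0908) and 0.13 (0.0555), and S phase genes at 0.070 in PDGFR-β+ cells (0.261). With few members tested, macrophage markers were at -0.73 (3 genes, 0.172) and -0.35 (4 genes, 0.599), endothelial markers at 0.14 (4 genes, 0.535) and -0.27 (4 genes, 0.651), epithelial markers at 0.92 in SMCs (2 genes, 0.460) and sex-linked genes at -0.13 in PDGFR-β+ cells (4 genes, 0.708). None of these passed with an estimated correlation. With fry, p53 targets (adjusted p = 0.0414) and macrophage (0.0126), endothelial (0.0108) and epithelial markers (0.00255) passed in SMCs. Contractile genes (0.0371), the KLF family (0.00347) and p53 targets (0.00215) passed with fry in PDGFR-β+ cells. The other lists here that camera did not call did not pass with fry either.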
